# Input-output signal processing plasticity of vagal motor neurons in response to cardiac ischemic injury

**DOI:** 10.1016/j.isci.2021.102143

**Published:** 2021-02-04

**Authors:** Jonathan Gorky, Alison Moss, Marina Balycheva, Rajanikanth Vadigepalli, James S. Schwaber

**Keywords:** Molecular Physiology, Neuroscience, Transcriptomics

## Abstract

Vagal stimulation is emerging as the next frontier in bioelectronic medicine to modulate peripheral organ health and treat disease. The neuronal molecular phenotypes in the dorsal motor nucleus of the vagus (DMV) remain largely unexplored, limiting the potential for harnessing the DMV plasticity for therapeutic interventions. We developed a mesoscale single-cell transcriptomics data from hundreds of DMV neurons under homeostasis and following physiological perturbations. Our results revealed that homeostatic DMV neuronal states can be organized into distinguishable input-output signal processing units. Remote ischemic preconditioning induced a distinctive shift in the neuronal states toward diminishing the role of inhibitory inputs, with concomitant changes in regulatory microRNAs miR-218a and miR-495. Chronic cardiac ischemic injury resulted in a dramatic shift in DMV neuronal states suggestive of enhanced neurosecretory function. We propose a DMV molecular network mechanism that integrates combinatorial neurotransmitter inputs from multiple brain regions and humoral signals to modulate cardiac health.

## Highlights

• Single cell transcriptomics analysis of hundreds of vagal motor neurons
• Input-output signal processing units identified from single neuron states
• Remote ischemic preconditioning and cardiac injury counter-shift neuronal states
• Putative vagal motor neuron molecular network mechanism to modulate cardiac health

## Introduction

We aim to unravel how the dorsal motor nucleus of the vagus (DMV) responds to physiological perturbations and interacts with the periphery via the vagus nerve. It is clear that the DMV is a central modulator of homeostatic function of multiple organ systems based upon the anatomy of the projecting vagal neurons (Fox and Powley 1985; Jarvinen and Powley 1999; Cheng et al., 1999; Standish et al., 1994). The nucleus remains largely understudied as its integrative and functional capacity has been obscure, especially with regard to influence on the heart. However, recent findings suggest that DMV activity is critical to heart health and has the potential to rescue the heart from damage through its coordination of direct cardiac projections and indirect projections to the gut, which can be induced through remote ischemic preconditioning (RIPC) (Donato et al., 2013; Basalay et al., 2016; Mastitskaya et al., 2012). Traditional understanding of neuronal function suggests mediation of effector functions primarily through selective neuronal activity of one neuron type or another. Therefore, most attempts at characterizing the heterogeneity within the transcriptional landscape of neurons made the basic assumption that these neuronal subtypes were essentially fixed within the timescale of physiological perturbations, and thus a snapshot in time was sufficient to characterize them (Tasic 2018). Subsequent work has since shown shifts in these landscapes in response to development, aging, or even caloric restriction, showing that dynamic changes from one neuronal state to another were not only possible but also a matter of course in normal physiology (Polioudakis et al., 2019; Ma et al., 2020). We formulate our approach in light of these findings to examine the potential shift in DMV neuronal state in response to acute and subacute physiological perturbations including cardiac ischemic injury.

The shifting of DMV neuronal states in response to physiological perturbations likely serves to alter a neuron's effector function (an “output”) and/or its ability to be influenced by a projection (i.e., an “input”) (Dulcis et al., 2013). Hence, a useful way to delineate neuronal states is by considering each state as representative of a particular type of signal processing unit based on combinatorial weighting of a class of inputs (receptor expression) and unique collection of a class of outputs (neurotransmitters and peptides). To investigate the distribution of such signal processing units in the DMV, we performed high-throughput microfluidic RT-qPCR of laser-captured single neurons and small pools of less than five neurons, to develop a targeted mesoscale gene expression dataset with high sensitivity, specificity, and replicability (Park et al., 2014; Achanta et al., 2020). In each single cell-scale sample, we profiled a large panel of neuronally relevant genes including signaling pathways, high-yield receptors, neurotransmitter enzymes, and neuropeptides collated from a wide-ranging survey of the literature on DMV gene and protein expression, and neuronal connectivity (Table S1). We sought to analyze the data for gene expression modules and gene coexpression correlation networks and organized the results into distinct input-output signal processing units that represent the potential interaction strength of inputs from several brain regions to the DMV and the combinatorial effector molecules as putative outputs of these neuronal states (Figure 1A). We examined the potential shift in these DMV neuronal states in response to acute physiological perturbation of RIPC, whose effects on the heart occur within hours and require alteration of DMV neuronal activity (Mastitskaya et al., 2012; Basalay et al. 2012, 2016; Donato et al., 2013). In addition, we induced longer timescale dynamic changes in the DMV neuronal landscape through ligation of the left anterior descending (LAD) coronary artery in a chronic myocardial ischemia model over the course of 3 weeks. The observed changes in the distribution of neuronal states are representative of alterations in the input/output signal processing function of the nucleus as a whole and specific to each physiological perturbation. Our proposed framework to analyze DMV neuronal state landscape as a set of input-output signal processing units affecting neuromodulatory action of vagal outflow offers new insight into how the DMV accomplishes its autonomic regulatory function by dynamically responding to the demands of the organismal physiology.

**Figure 1:**
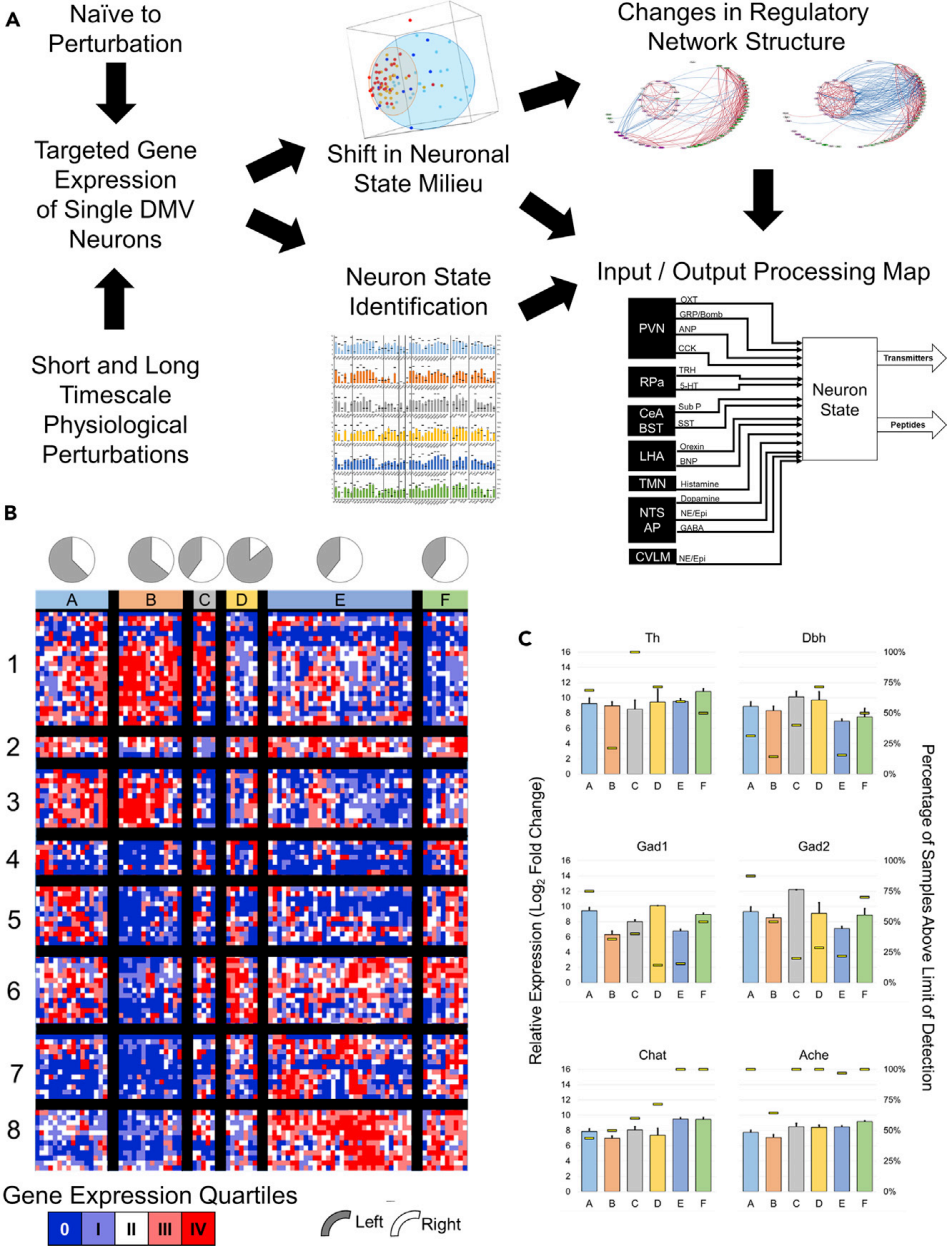
Single-cell gene expression profiling delineates distinct neuronal states in the dorsal motor nucleus of the vagus (DMV) (A) Experimental and analytical workflow to determine the DMV neuronal states and their shifting responses to physiological perturbations. The single neuron-scale gene expression data were analyzed to identify correlational neuronal clusters corresponding to distinguishable molecular states. These states, taken together with the correlated networks of receptors and neurotransmitters/neuropeptides, were used to infer state-specific input-output signal processing maps connecting DMV neuronal phenotypes to upstream brain regions as well as delineating downstream neuromodulatory systems. (B) Heatmap showing six distinct neuronal states A–F based on hierarchical clustering of single cell-scale expression of genes corresponding to neuropeptide/neurotransmitter production and neuropeptide receptors. Gene clusters 1–8 along the vertical axis are described in Table S2. Data colored to represent the quartiles of gene expression values with dark blue showing values below the limit of detection. Pie charts show the proportion of samples within each state corresponding to left versus right DMV. (C) Neuronal state-wise expression of typical neurotransmitter systems conventionally used to delineate central neuronal phenotypes. Colored bars indicate expression level relative to the limit of detection (mean ± SEM, left axis). Yellow horizontal lines show the percentage of samples with expression above the limit of detection within each state (right axis). The state-wise expression patterns of additional genes of interest are shown in the supplemental figures: neuropeptides (Figure S1), neuropeptide receptors (Figure S2), and calcium channel subunits (Figure S3).

## Results

### Characterization of homeostatic molecular states of DMV neurons

We started with delineation of DMV neuronal states in the homeostatic state devoid of any specific physiological perturbations. We obtained a single neuron-scale dataset from 178 neurons, and assayed 169 genes in each sample. Hierarchical clustering of quartile binned data yielded six transcriptional phenotypes (Figure 1B; Table S2 contains the details of the associated gene modules). These six DMV neuronal states were not distributed along the lines of canonical neurotransmitter production, as several neurotransmitter systems were abundantly expressed in multiple neuronal states (Figures 1C, 2, and 3). However, peptides (Figure S1), peptide receptor subtypes (Figure S2), and ion channels (calcium channels highlighted in Figure S3) showed differential expression across the six DMV neuronal states, suggesting differential neuromodulatory functions (see the section *Explanation of bar graphs for gene expression used throughout the manuscript* in Supplemental information*,* for further explanations of data representation).

**Figure 2:**
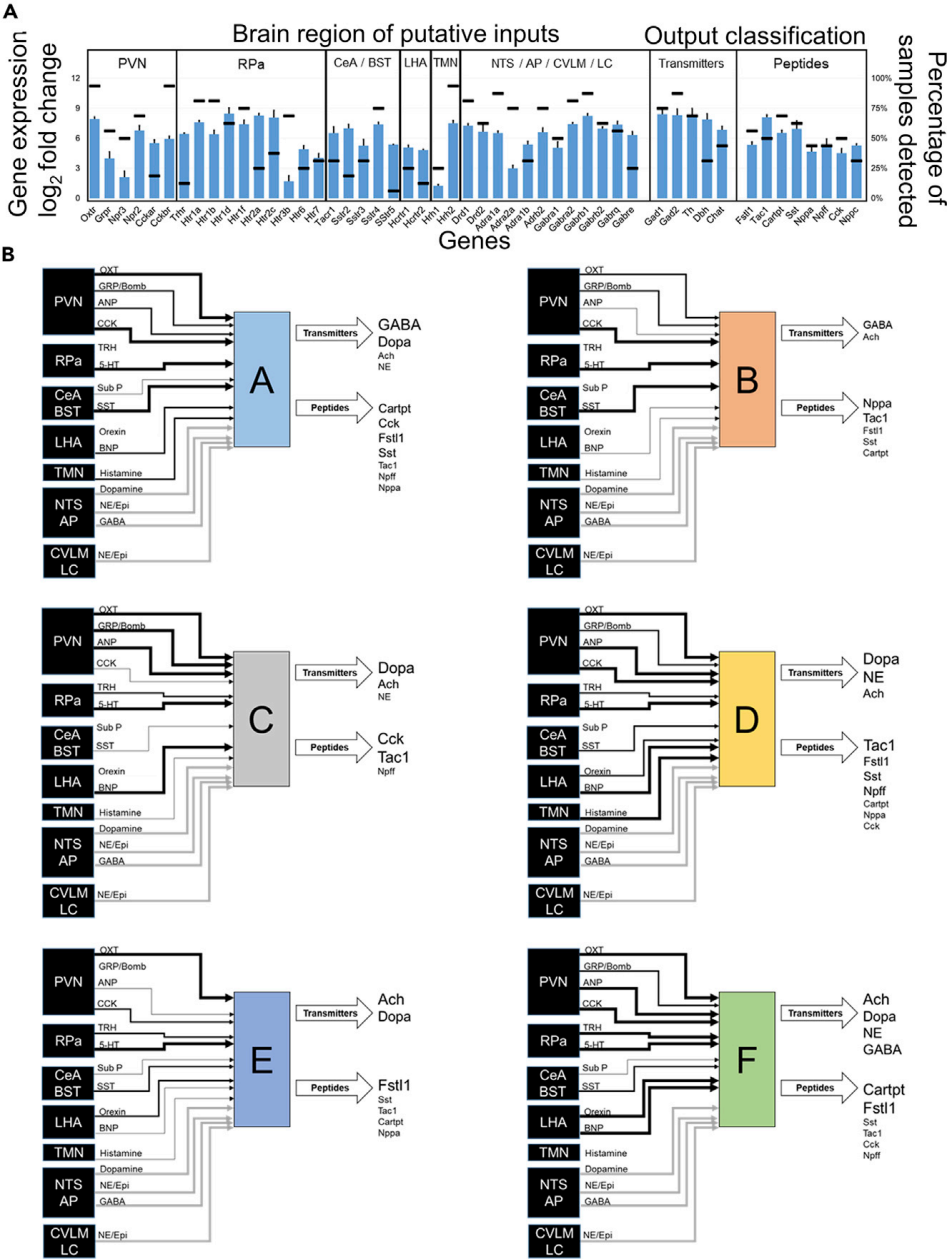
Input-output signal processing map of DMV neuronal states (A) Gene expression profile of DMV neurons in state A indicating the levels of a range of receptors linking these neurons to other brain regions (input signals) and the neurotransmitter/neuropeptide systems expressed in these neurons (output signals). Several brain regions projecting onto DMV neurons utilize specific neuropeptidergic systems, enabling inference of input connectivity and putative interaction strength based on receptor expression level within DMV. Detailed methods for network inference and supporting literature are included in the Transparent methods. Bar graph corresponds to the expression level relative to the limit of detection (mean ± SEM, left axis), and the horizontal lines correspond to the percentage of samples above the limit of detection for each gene (right axis). The input-output gene expression profiles of other states B–F are shown in Figure S4. (B) Network representations of the input-output signal processing map of DMV neuronal states. The thickness of lines connecting the brain regions to a specific DMV neuronal state is proportional to the gene expression level of the receptors corresponding to the neuropeptide inputs, signifying putative interaction strength and information flow from these brain regions into DMV. The neurotransmitter/neuropeptide output signals from the DMV neurons are indicated in varying text size proportional to the gene expression level of corresponding enzymes. Within each DMV neuronal state-specific map, the input and output signals corresponding to the genes with expression below the limit of detection in those neurons are not shown. The regions NTS, AP, CVLM, and LC are grouped together as the corresponding inputs through dopamine, GABA, and norepinephrine cannot be specifically assigned to one of the regions. These inputs are shown in gray for all states. PVN, paraventricular nucleus; Rpa, raphe pallidus; CeA, central amygdala; BST, bed nucleus of the stria terminalis; LHA, lateral hypothalamus; NTS, nucleus tractus solitarius; TMN, tuberomammillary nucleus; AP, area postrema; CVLM, caudal ventrolateral medulla; LC, locus coeruleus; Ach, acetylcholine; Dopa, dopamine; NE, norepinephrine (noradrenaline); Epi, epinephrine (adrenaline).

**Figure 3:**
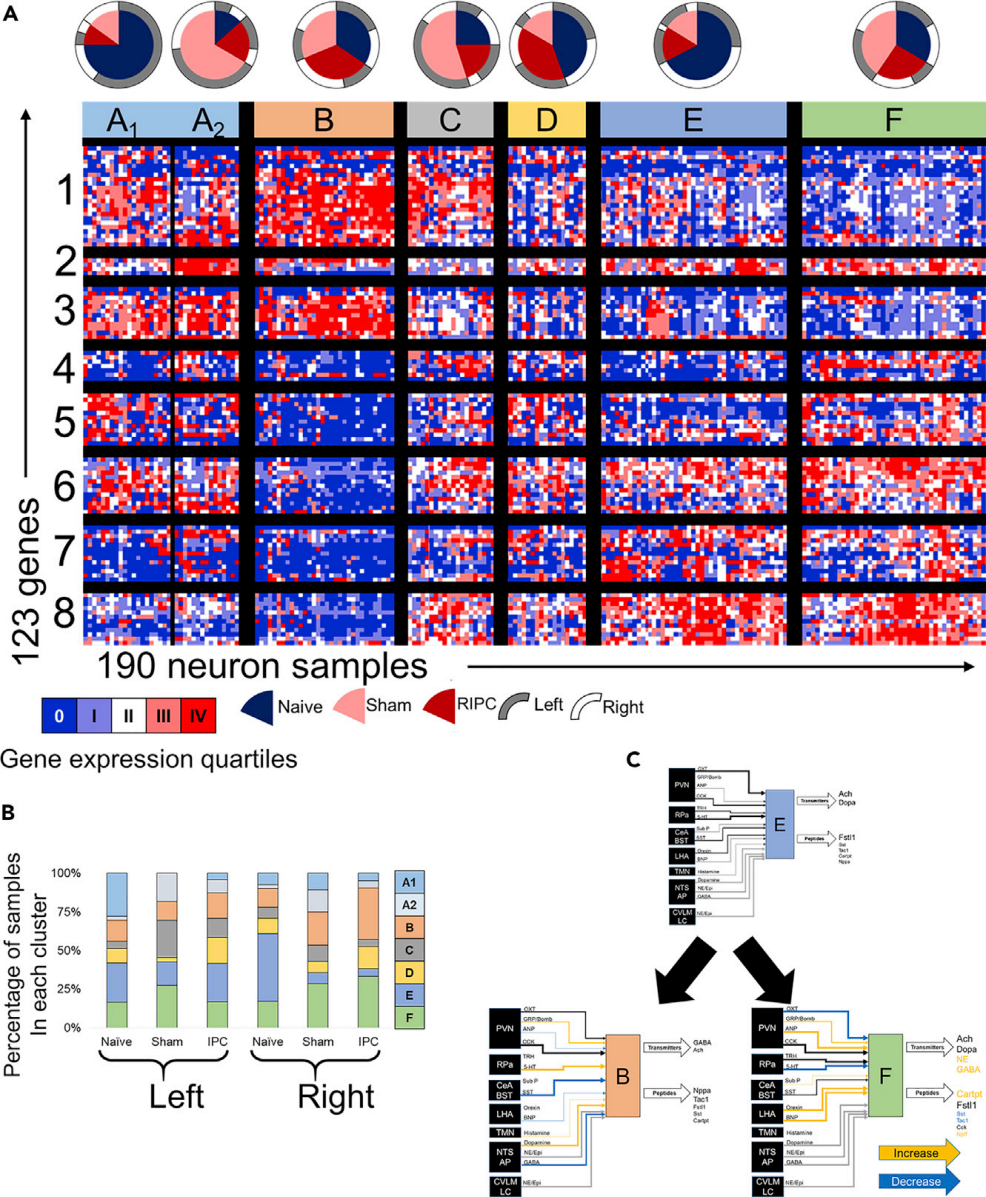
Physiological perturbations such as remote ischemic preconditioning (RIPC) and sham surgery shift the distribution of DMV neuronal states 2.5 h (A) Heatmap of single neuron gene expression showing the distribution of DMV states in homeostatic (naive), sham surgical, and RIPC conditions. The proportion of neurons from each experimental condition is indicated in the pie charts. The border of the pie charts corresponds to the proportion of cells from left versus right DMV. (B) Distribution of neuronal states on the left and right sides of the DMV in the naive, sham, and RIPC conditions. (C) Distinct neuronal states are enhanced in the right DMV after RIPC versus naive, evidenced by diminished state E with enhancement of states B and F. The physiological perturbation-induced changes in the gene expression of receptors (inputs) and neurotransmitter/neuropeptide systems (outputs) are mapped onto the state-specific networks as putative alteration of the interaction strength of input information flow or output signals: orange (increasing), black (unchanged), and blue (decreasing). PVN, paraventricular nucleus; Rpa, raphe pallidus; CeA, central amygdala; BST, bed nucleus of the stria terminalis; LHA, lateral hypothalamus; NTS, nucleus tractus solitarius; TMN, tuberomammillary nucleus; AP, area postrema; CVLM, caudal ventrolateral medulla; LC, locus coeruleus; Ach, acetylcholine; Dopa, dopamine; NE, norepinephrine (noradrenaline); Epi, epinephrine (adrenaline).

We analyzed the six homeostatic neuronal states to develop a signature set of genes that are informative of the neuromodulatory signal processing within each state. We assessed a wide range of literature to construct an input-output signal processing structure onto which we mapped the differential gene expression data to infer distinctive neuromodulatory functions of DMV neurons (Supplemental Text). In this scheme, the relative differential expression pattern of genes corresponding to the processing of afferent signals (e.g., receptors) and those of effector functions (e.g., neurotransmitters) indicates the input-output signal processing likely to occur in the DMV neurons in a given state (Figures 2A and S4). We represented the gene expression signatures corresponding to the six neuronal states (Figure 1B) as distinguishable input-output signal processing units (Figure 2B). Neuronal states A and F mainly correspond to the GABAergic phenotypes (Figures 2B and S5–S8) with state A including mostly *Gad*+ subtype G_A with a little bit of G_B and F including subtypes G_C and G_D. In neuronal states B and E there is a small cohort of *Gad+* neurons that share some characteristics of G_B, but not all (e.g., expression of *Chat*). Further examination of Gad + neurons in the DMV and their selected subtypes defined as G_A through G_D can be found in the Supplemental Text.

State B neurons have the highest expression levels of peptide receptors as well as most of the serotonin, dopamine, and histamine receptors. There were two distinct sub-states with a notable difference in the expression of *Gad1* and *Gad2*. It is possible that given the diversity of more highly expressed receptors, these neurons play an integrative role taking a wide diversity of input. The production of several peptides in the relative absence of the neurotransmitter enzymes assayed here are suggestive of a peptidergic neurosecretory phenotype of neurons in state B.

Neuronal state E represents what may be considered a canonical efferent motor neuron from the DMV. These neurons express a combination of channels consistent with the observations by Goldberg et al. (2012) and Cooper et al. (2015) and have the requisite *Chat* and *Ache* expression corresponding to cholinergic neurons. These neurons also highly express the more standard GABAA and GABAB receptor subunits, in line with observations that a subset of DMV motor neurons was especially sensitive to GABAergic signaling (Cauley et al., 2015). It is notable that neuronal state E constitutes a greater proportion of samples than any other of the distinguishable states. The relative lack of other receptors and the ion channels related to firing canonical action potentials rather than tonic or burst pacemaking (HCN and low-voltage calcium channels) suggests that the unipolar neurons described in the monosynaptic gastric reflex circuits by Rinaman et al. may be primarily of this phenotype (Rinaman et al., 1989).

Neuronal states C and D are most notable for their dominant expression of either gene group 1 or gene group 6 (Table S2). Both clusters are made up of a relatively small number of samples, but have distinct gene expression patterns compared with nearest neighbor states B and E. State C neurons expressed much of the same canonical satiety peptides and neurotransmitter receptors as that of state B neurons, but without inputs derived from the same peptidergic neurons. The receptor expression profile in state B neurons suggests a greater interaction strength to respond to opioids, somatostatin, and cytokines like leukotriene B4 and IL-6 inputs. Neuronal state D is similar to state E, but with a more distinct upregulation of genes in group 6, whose membership includes multiple genes associated with pacemaker-like behavior (Hcn2, Girk2). Also of note is the distinct upregulation of Hrh3 coding for the histamine 3 receptor, which is a modulatory hub of satiety in the rat (Attoub et al., 2001).

### DMV neurons show specific state shifts in response to surgery and remote ischemic preconditioning

We obtained a comparable single neuron gene expression profiling dataset on DMV neurons after RIPC (Figure 3A). We compared the shift in DMV neuronal state due to RIPC to that in the homeostatic condition as well as due to sham surgery. Surprisingly, sham surgery had a prominent effect on gene expression in DMV neurons, even after a mere 2.5 h. Several clusters differed from baseline in their sample distribution, most prominently the states A2, C, and D (Figure 3A). Both A2 and C have an over-representation of sham samples, whereas D has an over-representation of RIPC samples. The main differences from A1 to A2 can be found in parts of gene module 1, 2, and 7 (Table S2). The differences between the otherwise similar neuronal states C and D can be found mostly in gene cluster 1, which contains genes involved in sensing peptide and canonical neurotransmitters as well as key intracardiac neuron effectors like ANP and tachykinins as discussed later. These results indicate that neuronal response to RIPC leads to a DMV-wide gene expression pattern more similar to homeostatic naive samples rather than sham surgery, suggesting a RIPC-induced repression of the stress response seen in sham.

In addition, the effect of the surgical treatment (RIPC or sham versus naive control) was significant in the *Fos*+ neuronal subset (Supplemental Text, Figure S9). The most prominent shift was the significant upregulation of *Th* in DMV neurons from the RIPC and sham cohorts (ANOVA, p < 0.001), suggesting that DMV neurons can act like sympathetic neurons in an acute stress response.

A subset of DMV neurons appear to respond to RIPC or sham surgery by shifting to another state characterized by altered input-output signal processing structure reflected in the gene expression profile. This occurred in the sham condition most prominently on the left side of the DMV, where state A_1_ (the same as state A in Figure 1B) shifted to state A_2_ (Figure 3B). The state transition of DMV neurons within the six signal processing structures delineated in Figure 2B was readily apparent in the RIPC condition, particularly on the right side of the DMV where the decrease in proportion of neuronal state E coincided with an increase in the proportion of states B and F (Figure 3B). We inferred the functional implications of such a shift in neuronal states by mapping the gene expression profiles to the input signal processing that is likely to be dialed up or down and which output effector functions are enhanced or suppressed. Our results suggest that following RIPC, the processing of inhibitory signals from the NTS (nucleus tractus solitarius) and CeA (central amygdala) are likely diminished, while at the same time amplifying the processing of excitatory signals from the RPa leading to an increased effect of natriuretic peptide A and tachykinins on the DMV through enhanced neuronal state B (Figure 3C). By contrast, the sham surgery-induced shift toward neuronal state F represents a potential amplification of response to excitatory inputs from LHA and paraventricular nucleus (PVN) via a canonical sympathetic combination of neurotransmitter signals (NE and Cartpt) (Figure 3C).

The RIPC-specific effects on DMV neuronal gene expression were subtle with the most notable change being a shift in histamine receptor subtypes (Figures S10 and S11) with no notable shifts in housekeeping genes (Figure S12), suggesting increased interaction strength from the TMN. Gabra2 (gamma-aminobutyric acid receptor subunit alpha-2) and Adra1a (adrenergic alpha-1 receptor) have a uniquely lower expression after RIPC, suggesting that RIPC diminishes inhibitory input signal processing mediated by GABA or NE (Figure S10B). In addition, there is a reduction in expression of *Npr2* (signal transducer of natriuretic peptide) and up-regulation of *Npr3* (clearance receptor for the natriuretic peptide) in the DMV neurons (Figure S10B). This shift in balance suggests a reduced influence of natriuretic peptide inputs from PVN to DMV, or alternatively, decreased influence from inhibitory interneurons producing natriuretic peptide within DMV. Also notable in the RIPC-specific response is a decrease in the number of DMV neurons expressing *Fstl1*. The cardioprotective peptide follistatin-1 can potentially be released via projections from DMV onto cardiac ganglia (Ogura et al., 2012; Wei et al., 2015) and is known to suppress afferent transmission by potentiating Na+/K + ATPase in neurons and myocytes (Li et al., 2011). Our results suggest that the cardioprotection by RIPC reported by physiological studies (Mastitskaya et al. 2012, 2016; Basalay et al., 2016) may not involve follistatin-1-mediated processes stimulated by vagal efferents originating from DMV.

### DMV microRNA regulatory network changes in response to cardiac ischemic injury and RIPC-mediated cardioprotection

With coordinate gene expression changes, it may be possible to determine likely effectors, such as microRNAs. Assaying microRNA changes in the DMV during LAD ligation with and without RIPC through find several that shift significantly in RIPC or that are renormalized by it (Figures 4, S13, and S14). Based on the p value from template matching, fold change between LAD and controls, and overall abundance, three microRNAs were identified as potential candidates for therapeutic intervention, miR-218a, miR-495, and miR-183. Of these three microRNAs, miR-495 has been shown to have strong cell type specificity, being heavily enriched in neurons compared with astrocytes, oligodendrocytes, and microglia (Jovičić et al., 2013). Of the top 10 microRNAs that were determined to most likely affect the genes examined that were down regulated in RIPC (Figure 4A), miR-495 was shown to actually have differential regulation during LAD ligation and be returned to normal levels with RIPC before LAD. Further examination of the gene network that these three microRNAs may be regulating was carried out using the miRWalk database. Genes with the highest binding prediction were taken into consideration. Genes that did not have robust expression in the DMV were filtered out using available RNA sequencing (RNA-seq) data in the brainstem. The remaining network represents the important genes involved in inflammatory and immune processes, excitatory and inhibitory receptors, ion channels, neuronal peptides and regulators, as well as transporters that are targeted by miRs-218a, 495, and 183 (Figure 4D).

**Figure 4:**
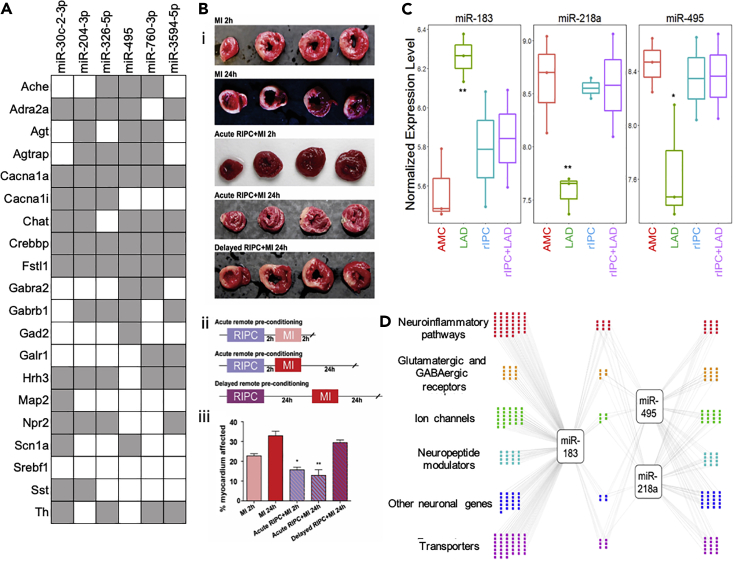
Likely microRNA mediators of DMV neuronal gene expression changes from RIPC (A) Putative regulatory interaction matrix microRNA regulators RIPC-downregulated target genes. Although the significant genes that were discussed in this work are present, several other genes with the same expression pattern that did not meet the cutoff for statistical significance were also included in the query. Putative binding was determined through the use of several algorithms (mirWalk, RNA22, miRanda, and Targetscan) and a “hit” taken when more than one of these was determined there to be a putative binding site in the 3′UTR. (B) Effects of remote ischemic preconditioning (RIPC) on the extent of myocardial tissue damage are present after 2 h and subside by 24 h. (i) Cardiac tissue after each treatment combination stained with triphenyl tetrazolium chloride (TTC) with areas of infarct shown in white and viable myocardium in red. (ii) Timeline of each RIPC experimental treatment group. The MI 2h and MI 24h groups did not have an RIPC component and only included induction of MI with the respective waiting time to tissue collection. (iii) Quantitative analysis of infarct size expressed as percentage of left ventricle (mean ± SEM). N = 3–5 per group. ∗p < 0.05, ∗∗p < 0.005. (C) Putative microRNA control points in the DMV that showed dysregulation by LAD and normalization by RIPC. ∗∗p < 0.005; ∗p < 0.05, compared with age-matched control. We tested for expression and differential regulation of ~400 microRNAs using Nanostring digital counting platform. A total of 146 microRNAs were detected (Figure S13A). Template analysis identified a subset of microRNAs that showed dysregulation in LAD and normalization by RIPC (Figure S13B). Of these, a set of three microRNAs showed >2-fold differential regulation due to LAD compared with RIPC. (D) Differentially expressed microRNAs target genes in processes relevant to neuronal plasticity and neuroinflammatory processes. We used miRWalk to predict genes relevant to neuronal processes that are putative targets of the three high-priority differentially regulated microRNAs. We filtered miRWalk predictions for those expressed in the DMV using available RNA-seq data from rat models of autonomic dysfunction. Colored dots represent the target genes categorized based on gene ontology and functional annotation.

### Effects of persistent cardiac ischemia on transcriptional state

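In rats that survived 1 or 3 weeks after ligation of the left anterior descending coronary artery (LAD) or a sham operation, neurons stained for NeuN were laser-captured from 1 side of the DMV. Each sample was a small pool of neurons, and 88 genes were assayed in it by multiplex RT-qPCR after pre-amplification of the cDNA. The deposited values are raw threshold cycles (Ct), which fall as the amount of template rises. Of the reactions, 7244 have a value and 1556 have none. By their labels, the 100 samples come from 11 animals, with 22 samples of 2 animals for Sham-1, 22 of 2 for LAD-1, 22 of 3 for Sham-3 and 34 of 4 for LAD-3. Table S3 of the paper gives 3 animals each for Sham-1, LAD-1 and Sham-3 and 4 for LAD-3, with 19, 17, 21 and 34 samples, and the labels do not say which samples these were. Following the methods, samples without a value in more than 50% of the assays were left out, which kept 94 samples (20 of Sham-1, 19 of LAD-1, 21 of Sham-3 and 34 of LAD-3), 46 from the left and 48 from the right.

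The share of assays with a value had a median of 77.8% in Sham-1 (53.4% to 95.5%), 88.6% in LAD-1 (60.2% to 96.6%), 85.2% in Sham-3 (73.9% to 95.5%) and 89.8% in LAD-3 (56.8% to 97.7%). The median Ct of a sample had a group median of 14.0 in Sham-1, 13.0 in LAD-1, 12.7 in Sham-3 and 12.4 in LAD-3. Expression is given as -ΔCt, the sample's median Ct minus the Ct of the gene, on a log2 scale on which a higher value is more transcript. The methods centre reported values and statistics on the median of the 35 most expressed genes, which was run here as an alternative. By mean Ct here, most of those 35 genes belong to the gene cluster GC-5 (Table S4). That scaling thus takes out much of a change that GC-5 genes share. A missing value was left missing. Chat, which encodes the enzyme that makes acetylcholine, had a log2 fold change of 0.27 for LAD-3 against Sham-3 and 0.33 for LAD-1 against Sham-1, and at 3 weeks -0.12 with scaling on the 35 most expressed genes. The tests between groups with limma and by exact permutation use a value for each animal, or for each animal and side. The methods' mixed model is fitted on samples with the animal as a random effect, the correlation of GC-1 with GC-5 is tested by shuffling samples within animals, and the co-expression networks take samples as independent, as the study did. The main tests, the gene lists, the thresholds and most alternative settings were chosen before the data were examined. Each animal has 1 survival time and the labels give no qPCR run, so the time after surgery and any difference between runs cannot be separated. For the first experiment the methods describe samples allocated at random to runs, and similar techniques for this one.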

To investigate DMV homeostatic responses on a longer timescale, ligation of the proximal LAD artery was performed with survival times of 1 or 3 weeks to examine early dynamics of DMV responses to persistent ischemia (Table S3). Similar approaches of assaying gene expression were used as with the RIPC studies. 

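Across the 94 samples, the genes of GC-5 and GC-1 (Table S4) set the second largest cluster of samples apart from the largest and the third largest, which differed most in GC-3 (mean scores of -0.251 and 0.802). Cck, a GC-5 gene for the peptide cholecystokinin, had a mean -ΔCt of 3.92 ± 0.33 (SD over 29 samples) in the largest cluster, 1.97 ± 1.59 (22 samples) in the next and 4.07 ± 0.35 (16 samples) in the one after. Cartpt, a GC-1 gene for the CART peptide that was picked as an example after its values were seen, had 0.21 ± 1.05 (21 samples with a value) in the cluster with the lowest Cck, against -1.25 ± 0.63 (29 samples) and -0.60 ± 0.80 (16 samples) in the other two. Clusters were rebuilt from z-scores of -ΔCt, because no assignment of samples by the study was used here. The tree was divided into 11 clusters, the fewest for which 6 held at least 4 samples, and 11 samples in smaller clusters stayed unassigned. The 3 largest are called State-W-like, State-U-like and State-Z-like from the signs of their mean GC scores, a rule that was written after the clusters were seen. The other 3, called clusters 4, 5 and 6, hold 6, 6 and 4 samples. They are descriptions, and a difference from Figure 5A may come from the rebuilt names.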

Through the use of a similar hierarchical clustering algorithm with average linkage of Pearson correlations, it is possible to identify six neuronal states and five gene clusters (GC) through dendritic tree height cutoffs that parsimoniously segregate groups. This provides the framework for understanding the heterogeneous responses to cardiac ischemia over time (Figure 5A, Table S4). The distribution of samples from experimental groups among these six neuronal states is not uniform as would be expected if LAD ligation had limited effect on the behavior of the DMV as a whole. Instead, a clear increase in the representation of certain states with specific conditions and in many cases, distinct distributions of phenotypes on the left and right is observed (Figures 5B and S15). 

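The share of an animal's samples in the State-W-like cluster was 22.4 percentage points higher after LAD ligation than after the sham operation, averaged over both times. The difference in the share was -14.8 percentage points for the State-U-like cluster and -14.2 for the State-Z-like cluster. None of these differences passed the correction (exact permutation of animals within time, 2-sided, p = 0.0619, 0.0333 and 0.214 over 210 assignments, and 0.186, 0.186 and 0.321 after adjustment over 6 clusters). The State-W-like difference turned to -10.1 without Sham-3 animal CC, to -12.2 without Sham-1 animal DD and to -6.90 with all labelled samples, which turned the State-Z-like difference to 3.26, and the State-U-like difference turned to 1.58 without LAD-1 animal DF. The clusters were formed anew each time. The paper states that the distribution is not the uniform one that a limited effect of LAD ligation on the DMV would give.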

The 1-week sham (Sham-1) samples are generally divided into three main states, State-U, State-V, and State-Z. The 1-week LAD ligation samples (LAD-1) are distributed similarly, but with the additional representation in State-W. The sham 3-week samples (Sham-3) are represented in all single neuron states with negligible left/right differences. 

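None of the 20 Sham-1 samples were in the State-W-like cluster, against 5 of 19 LAD-1 samples (26.3%) and 7 of 21 Sham-3 samples (33.3%). The State-U-like cluster took 9 Sham-1 samples (45.0%), 6 LAD-1 samples (31.6%) and 5 Sham-3 samples (23.8%). The State-Z-like cluster took 8 Sham-1 samples, 3 LAD-1 samples (15.8%) and 2 Sham-3 samples (9.52%). Sham-3 had samples in each of the 6 clusters, with 2 in cluster 4, 1 in cluster 5 and 2 in cluster 6. By side, the right Sham-3 samples were 27.3% State-W-like, 27.3% State-U-like and 18.2% State-Z-like, and of the 10 left samples 4 were State-W-like, 2 State-U-like and 0 State-Z-like. The 1-week groups have 2 animals each, so the smallest p that an exact permutation can give is 0.333 and no test was made between them.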

The 3-week LAD samples (LAD-3) distribute much differently than all the other groups; State-U and State-Z have only sparse representation, whereas State-W, State-X, and State-Y are heavily represented, an effect that is exaggerated on the right side when compared with the left (Figure 5B). 

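Of the 34 LAD-3 samples, 17 (50.0%) were State-W-like, 2 (5.88%) were State-U-like and 3 (8.82%) were State-Z-like. Clusters 4, 5 and 6 took 4, 3 and 2 LAD-3 samples. On the left, 46.7% of the LAD-3 samples were State-W-like, 13.3% State-U-like and 6.67% State-Z-like, and on the right the shares were 52.6%, 0 and 10.5%. By animal, the share in LAD-3 minus that in Sham-3 was 18.8 percentage points for the State-W-like cluster, -16.4 for the State-U-like cluster and -2.99 for the State-Z-like cluster. No difference passed with 4 animals against 3 (exact permutation, 2-sided, p = 0.371, 0.200 and 0.886, each 1 after adjustment). The State-W-like difference became -5.42 without Sham-3 animal CC, -1.39 without LAD-3 animal CD and -2.99 without Sham-1 animal DD, with the clusters formed anew, and the State-Z-like difference was positive under 3 settings of samples or scaling and without CA, CB or CE.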

Details of the gene order in the heatmap and sample composition can be found in Table S3.

**Figure 5:**
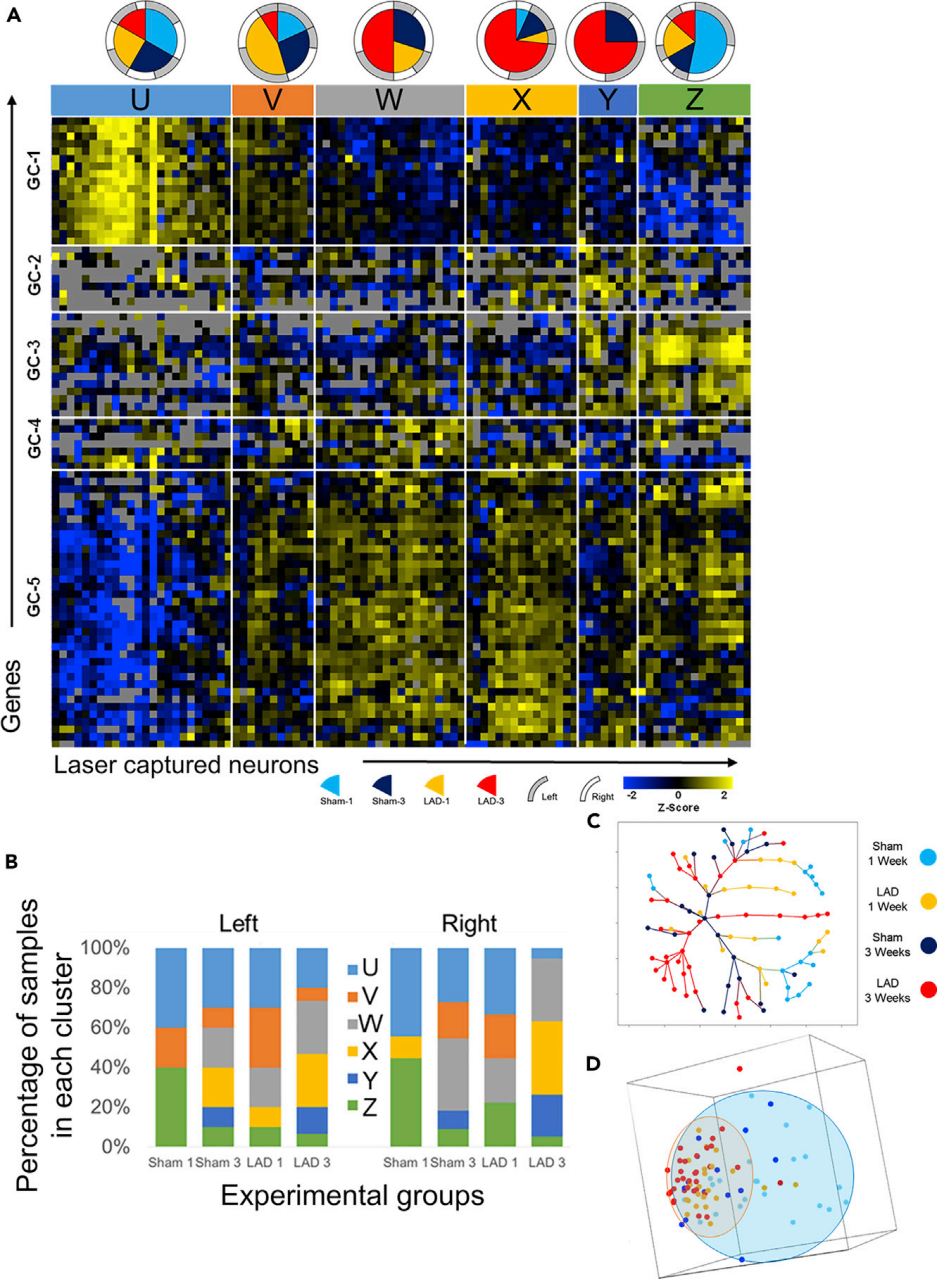
Chronic cardiac ischemia shifts the neuronal states of DMV neurons with distinct distributions at 1 and 3 weeks (A) Heatmap showing gene expression (*Z* score of -ΔC_t_) organized by hierarchical clustering of both genes and samples as well as composition of sample cluster (pie charts). Each column represents one sample (pool of ~5 neurons collected from only one side of the DMV). Each row represents a gene assayed through multiplex RT-qPCR. Sample clusters are colored for clarity of reference in subsequent figures. Gray boxes indicate that no data is available for that particular reaction. Experimental design regarding sample clusters can be found in Table S3, and annotations for gene clusters can be found in Table S4. (B) Distribution of neuronal states on the left and right sides of the DMV in the sham and LAD treatment groups. (C and D) Dimensionality reduction through minimum spanning tree (C) and principal-component analysis (D) demonstrates diminished expression space for LAD-3 samples toward the neuronal states W, X, and Y expression patterns. Minimum spanning tree colored for experimental groups shows the unique terminal branches of LAD-3 composed of samples of neuronal states X and Y. The same MST colored for neuronal state is shown in Figure S16. (D) Plot of first three principal components with ellipsoids showing the general expression space for the sham samples (blue) and the LAD samples (orange) regardless of time point. Points are colored according to the experimental group. This plot demonstrates a reduction in the expression space (diversity) of LAD samples toward an expression pattern that is present in some of the sham samples.

The distinguishing features of State-U are high expression of GC-1 and low expression of GC-5 with average levels of the others. 

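In the State-U-like cluster of 22 samples, the mean GC-1 score, which is the mean z-score of the GC-1 genes, was 0.924 ± 0.651 (SD over samples) and the GC-5 score was -1.24 ± 0.703. The scores of the other clusters of genes were 0.110 ± 0.559 for GC-2, -0.302 ± 0.382 for GC-3 and -0.189 ± 0.588 for GC-4. Pax4, a homeobox transcription factor of GC-5, had a mean -ΔCt of 1.45 ± 0.88 (21 samples) there and 2.54 ± 0.54 (29 samples) in the State-W-like cluster. These samples had a value in a median of 77.8% of the assays (53.4% to 87.5%), the lowest of the 6 clusters.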

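The State-W-like cluster joined 29 samples from 9 animals. Its mean scores were 0.589 ± 0.265 (SD over samples) for GC-5, 0.289 ± 0.461 for GC-4, -0.262 ± 0.264 for GC-1, -0.251 ± 0.372 for GC-3 and -0.0954 ± 0.457 for GC-2. Cluster 5, with 6 samples from 5 animals, had a GC-1 score of 0.135 ± 0.188 and a GC-5 score of 0.139 ± 0.196, both between the State-U-like and State-W-like scores. Its scores of -0.297 ± 0.406 for GC-2, -0.410 ± 0.344 for GC-3 and 0.419 ± 0.274 for GC-4 lay outside that interval.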

State-V may be considered as a transition from State-U to State-W with expression levels of nearly all the GC in between those of State-U and State-W. State-W has a characteristic high expression of GC-4 and GC-5 together and lower expression of GC-1 and GC-2. 

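Cluster 4 had the highest GC-2 score of the rebuilt clusters, 0.781 ± 0.287 (SD over 6 samples), together with a GC-5 score of -0.0756 ± 0.375. No cluster of at least 4 samples had high scores of GC-2 and GC-5 together. Cluster 6, with 4 samples from 2 animals, had a GC-2 score of 0.109 ± 0.410, a GC-3 score of -0.985 ± 0.457, a GC-4 score of -0.831 ± 0.347 and a GC-5 score of -0.266 ± 0.288.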

State-X has a high expression of GC-2 and GC-5 with more modest upregulation of GC-4 and downregulation of GC-3. State-Y includes upregulation of GC-2, GC-3, and GC-4 together. 

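Cluster 4, whose 6 samples came from 3 animals of LAD-3 and Sham-3, had a GC-3 score of 0.671 ± 0.270 (SD over samples) beside its high GC-2 score. Its GC-4 score was -0.362 ± 0.266 and its GC-1 score was -0.314 ± 0.484. No rebuilt cluster had GC-2, GC-3 and GC-4 high together. Pax4 was lowest in cluster 4 of the 4 clusters mentioned (W-like, U-like, Z-like and cluster 4), at 0.94 ± 1.15 (6 samples).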

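The State-Z-like cluster joined 16 samples from 6 animals. Its mean GC-1 score was -0.946 ± 0.313 (SD over samples), its GC-3 score 0.802 ± 0.419 and its GC-5 score 0.309 ± 0.280, with -0.185 ± 0.507 for GC-2 and -0.100 ± 0.670 for GC-4. Npff, which encodes neuropeptide FF, had a mean -ΔCt of -3.12 ± 1.62 (15 samples), against -7.16 ± 1.99 (13 samples) in the State-U-like and -8.13 ± 1.82 (20 samples) in the State-W-like cluster.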

State-Z has a marked downregulation of GC-1 and marked upregulation of GC-3 with modest upregulation of GC-5. Although not exact opposites, the composition of State-U and State-Z has gene clusters (GC-1, GC-3, and GC-5) that have opposing expression tendencies (Figures S16 and S17).

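Camk2a and Foxo4, a kinase and a transcription factor of GC-3, had mean -ΔCt of 5.04 ± 1.45 (SD over 16 samples) and 0.29 ± 1.59 (15 samples) in the State-Z-like cluster. In the State-U-like cluster they had 0.19 ± 1.78 (20 samples) and -3.94 ± 2.10 (22 samples). Jun, an immediate early gene of GC-1 taken as an example after its values were seen, went the other way, with -3.27 ± 1.65 (10 samples) in the State-Z-like and 0.17 ± 0.93 (22 samples) in the State-U-like cluster. The samples were grouped on these same genes, so the differences describe the clusters and were not tested.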

The two sample clusters at the opposite ends of the heatmap in Figure 5A, State-U and State-Z, are the most clearly defined distinct transcriptional phenotypes based upon their average Euclidean distances in the minimum spanning tree (MST) (Figures 5C and S16). 

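The centroids of the State-U-like and State-Z-like clusters lay farthest apart of any pair, with a root mean squared z-score difference of 1.48 per gene. The State-W-like centroid lay 1.31 from the State-U-like and 0.834 from the State-Z-like centroid. In the minimum spanning tree, built on the same distance between samples, the mean edge at a State-U-like sample was 0.925 ± 0.140 (SD over edges), the longest of the 6 clusters. Edges at State-Z-like samples averaged 0.777 ± 0.106, close to the 0.787 ± 0.146 over all 93 edges, and those at State-W-like samples 0.696 ± 0.0938. Clusters 4, 5 and 6 had mean edges of 0.852, 0.709 and 0.892. The tree was described and not tested.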

Of note as well is that both State-U and State-Z are composed of samples from all the experimental groups, albeit in different proportions, perhaps suggesting their ubiquity in DMV function, irrespective of cardiovascular perturbation. 

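The State-U-like samples came from 8 animals and the State-Z-like samples from 6 of the 11 animals, and both clusters held samples of the 4 groups. Chat expression was of similar size in both, with a mean -ΔCt of 1.51 ± 0.67 (SD over 22 samples) in the State-U-like and 1.29 ± 0.83 (16 samples) in the State-Z-like cluster, and it was 1.58 ± 0.70 (29 samples) in the State-W-like cluster.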

Clusters State-V, State-W, and State-X may initially all appear to be transitional groups that represent the populations of neurons that are in the process of shifting from State-U to State-Z, or vice versa. However, an examination of the MST in Figure 5C suggests that State-V and State-W are more likely transitional clusters, whereas State-X and State-Y are terminal phenotypes. 

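In the minimum spanning tree, 43 of the 94 samples (45.7%) were ends, joined to the tree by 1 edge. Ends made up 13 of the 29 State-W-like samples (44.8%), 8 of the 22 State-U-like samples (36.4%) and 7 of the 16 State-Z-like samples (43.8%). They made up 3 of 6 samples in cluster 4, 4 of 6 in cluster 5 and 2 of 4 in cluster 6. A State-W-like sample had 2.28 edges on average, a State-U-like sample 1.91 and a State-Z-like sample 1.88.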

The branching pattern for State-Y in the MST suggests that it is really two separate phenotypes that in this case differ due to ischemic cardiac damage (Figure S16). There is one branch that is composed entirely of LAD-3 samples and has a distance of 3–4 in the MST from the bulk of the two main phenotypes, State-U or State-Z (Figure S16). 

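Among branches of at least 3 samples that held 1 group only, 1 was of LAD-3, with 3 State-W-like samples from 2 animals. The others were 2 branches of State-U-like Sham-1 samples (4 and 3 samples, each from 1 animal) and 1 branch of 3 unassigned LAD-1 samples from 1 animal. Cluster 4 formed no branch of LAD-3 samples alone. Ends of the tree were 17 of 34 LAD-3 samples (50.0%), 10 of 21 Sham-3 samples (47.6%), 9 of 20 Sham-1 samples (45.0%) and 7 of 19 LAD-1 samples (36.8%). Of the 93 edges, 48 joined samples of 1 group, and 25 of these joined samples of 1 animal.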

The other State-Y samples are from the Sham-3 group and are adjacent to the rest of the samples from State-Z (Figure S16).

A more broad interpretation, considering all genes examined here, suggests that State-U and State-Z are the states of DMV neurons that exist either at resting state or are recruited for generalized injury/stress response. This is shown in the distribution of sample clusters within experimental groups in Figure 5B. The combination of nearly equal representation of all experimental groups for each and the distinct gene expression patterns support this. Although the heatmap makes State-W and State-X appear very close in expression patterns, examination of the spanning tree suggests that State-X is more of a terminal state, whereas State-W represents the transitional state. Given the poorly defined separation of these clusters, it is possible that they are a similar state, but are behaving in different ways, perhaps a result of inputs or feedback, but are operating under a similar overall coordinated program. The main difference between State-W and State-X is the higher expression of GC-2 in State-X, a gene module that contains neuropeptides like somatostatin and galanin along with the somatostatin-3 and the oxytocin receptors. It also has a clear upregulation of the beta-1 adrenergic receptor, better known for its cardiac specificity in the periphery, and for which little is known about function in neurons of vagal motor neurons. 

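No rebuilt cluster matched State-X, so the State-W-like cluster is set beside cluster 4, the one with the highest GC-2 score. Of the 6 samples in cluster 4, 4 came from LAD-3 animal CD. Sst, which encodes somatostatin, had a mean -ΔCt of 3.03 ± 2.73 (SD over the 4 of 6 samples with a value) in cluster 4 and -0.96 ± 3.73 (17 of 29 samples) in the State-W-like cluster. Gal, which encodes galanin, had -1.63 ± 2.64 (5 samples) and -2.41 ± 2.82 (17 samples). The somatostatin receptor gene Sstr3 had -0.83 ± 0.63 (5 samples) and -2.88 ± 1.07 (24 samples), and the oxytocin receptor gene Oxtr -1.49 ± 1.45 (6 samples) and -1.79 ± 0.85 (25 samples). The gap exceeded the SD of either cluster for Sstr3 and for Sst, and not for Gal or Oxtr. Each of these is a GC-2 gene and cluster 4 was picked for its GC-2 score, so higher values there follow from the choice.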

Another distinction includes the upregulation of GC-4 in State-W compared with State-X. GC-4 contains several inhibitory receptors: two GABA receptor subunits (ε and θ), two G_I_ -coupled muscarinic receptors, and the G_I_ -coupled alpha 2 adrenergic receptor. 

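The θ subunit gene Gabrq had a mean -ΔCt of 2.53 ± 1.03 (SD over 29 samples) in the State-W-like cluster and 1.04 ± 1.32 (6 samples) in cluster 4. For the ε subunit gene Gabre the values were -1.33 ± 1.88 (27 samples) and -1.80 ± 0.82 (6 samples). The muscarinic receptor gene Chrm4 had 1.68 ± 0.29 (29 samples) and 1.00 ± 0.36 (6 samples), while Chrm2 had -4.44 ± 1.07 (21 samples) and -4.56 ± 1.42 (3 samples). The alpha 2 adrenergic receptor gene Adra2a had 0.10 ± 0.44 (27 samples) and -0.32 ± 1.29 (3 samples). Each of these is a GC-4 gene on which the clusters were formed, so the differences describe the clusters. Over the animals, the GC-4 score of LAD-3 minus Sham-3 was 0.123 (0.0988 ± 0.321, n = 4 animals, against -0.0245 ± 0.203, n = 3, exact permutation p = 0.571, 2-sided, 0.743 after adjustment over 5 gene clusters), and it was -0.234 with scaling on the 35 most expressed genes and -0.168 on the right side. Without 1 animal, the GC-4 score of LAD-3 minus Sham-3 ran from 0.0325 (without replicate CC) to 0.283 (without replicate CD).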

When considered along with the relatively increased expression of several calcium channel genes (except Cacna1c) (Figure S17), this is suggestive of a neuronal state capable of pacemaker or even burst firing (Cui et al., 2018; Yang et al., 2018; Pape and McCormick 1989; Zhu et al., 1999). Also contributory to this conjecture is the upregulation of Grin2a, Hcn2, and Kcnn4, all of which are involved in autonomous firing (Dong et al., 2016; Chan et al., 2004; Yang et al., 2018). 

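Calcium channel genes were expressed more in the State-W-like than in the State-U-like cluster. Cacna1a, Cacna1b, Cacna1d and Cacna1e are GC-5 genes, and both clusters were formed on these genes and named in part by their GC-5 scores. Their direction thus follows from the grouping. Cacna1d, an L-type channel, had a mean -ΔCt of 3.26 ± 0.49 (SD over 29 samples) against 0.27 ± 1.31 (20 samples), and Cacna1b, the N-type channel, 3.38 ± 0.43 (29) against 0.93 ± 1.40 (22). Cacna1a had 0.62 ± 0.50 (29) against -1.74 ± 2.56 (17) and Cacna1e 1.79 ± 1.78 (29) against 0.08 ± 1.73 (16). Cacna1c had -2.88 ± 1.12 (28) in the State-W-like cluster, -1.48 ± 0.98 (15) in the State-Z-like cluster and -1.62 ± 0.89 (6) in cluster 4, and -4.49 ± 1.41 (8) in the State-U-like cluster. Between LAD-3 and Sham-3 animals, 5 of 5 assayed calcium channel genes had a positive log2 fold change, with a median of 0.55, and 3 of 5 did with scaling on the 35 most expressed genes, where Cacna1a (-0.19) and Cacna1b turned. Over all 78 genes tested, 48 were positive, and 22 with that scaling. None passed an adjusted p of 0.05 from limma, over all genes or adjusted over the list alone, and 0 of the 5 had an unadjusted p under 0.05.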

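Hcn2, which encodes a pacemaker channel, had a mean -ΔCt of 3.01 ± 0.40 (SD over 29 samples) in the State-W-like, 0.40 ± 1.21 (20) in the State-U-like and 2.61 ± 0.49 (16) in the State-Z-like cluster. The NMDA receptor subunit gene Grin2a had 3.12 ± 0.33 (29), 1.61 ± 1.01 (21) and 2.74 ± 0.65 (16). The potassium channel gene Kcnn4 had 0.51 ± 0.57 (28), -1.24 ± 1.22 (17) and -0.00 ± 0.60 (15). Each of these is a GC-5 gene, so low values in the State-U-like cluster follow from the grouping. Over both times, Hcn2 had a log2 fold change of 0.68 for LAD against sham animals (standard error 0.24, adjusted p = 0.208 from limma). Of the 7 assayed genes for pacemaker and burst-firing channels, 7 had a positive log2 fold change over both times and 6 at 3 weeks, and 3 at either with scaling on the 35 most expressed genes. At 3 weeks, 48 of the 78 genes tested were positive, and 22 with that scaling. Over both times, a larger share of the 78 genes was positive than at 3 weeks.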

Along with the unique inhibitory receptors from GC-4 there is also increased expression of Gabra1 and Gabrb1 GABA receptor subunits, which may be necessary to lower the resting membrane potential of these neurons or prevent large depolarization events to permit their function as autonomous pacemakers capable of burst firing (Cui et al., 2018; Yang et al., 2018; Zhu et al., 1999). Also of interest in State-W and State-X is the increased expression of several receptors that are responsive to two somatostatin receptor subtypes and both orexin receptor subtypes. This may suggest an increased interaction strength with the central nucleus of the amygdala and lateral hypothalamus, respectively, as the sources of somatostatin and orexins as neurotransmitters (discussed in Supplemental Text).

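Gabra1 had a mean -ΔCt of 2.49 ± 0.54 (SD over 29 samples) in the State-W-like cluster and 0.48 ± 0.86 (21) in the State-U-like cluster. Gabrb1 had 3.65 ± 0.49 (29) and 1.25 ± 1.55 (22). Both are GC-5 genes, so their low values in the State-U-like cluster follow from the grouping. In the State-Z-like cluster the values were 2.50 ± 0.52 (16) for Gabra1 and 4.21 ± 0.51 (16) for Gabrb1, and in cluster 4 they were 1.19 ± 0.71 (5) and 2.87 ± 0.66 (6). Of the 6 assayed genes for GABA-A receptor subunits, 5 had a positive log2 fold change for LAD-3 against Sham-3 (median 0.28), and 2 with scaling on the 35 most expressed genes. The counts over the 78 genes tested were 48 and 22. None passed an adjusted p of 0.05 from limma, and 1, Gabrb2, had an unadjusted p under 0.05.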

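The somatostatin receptor genes Sstr2 and Sstr5 had mean -ΔCt of -1.48 ± 1.09 (SD over 29 samples) and -0.77 ± 0.80 (29) in the State-W-like cluster. They had -3.62 ± 2.42 (10) and -2.43 ± 1.06 (11) in the State-U-like and -0.37 ± 1.26 (15) and -0.57 ± 1.18 (14) in the State-Z-like cluster. The orexin receptor genes Hcrtr1 and Hcrtr2 had 2.46 ± 0.62 (29) and 2.87 ± 0.39 (28) in the State-W-like, -0.07 ± 1.44 (20) and 0.89 ± 0.89 (21) in the State-U-like, and 1.83 ± 0.81 (16) and 3.15 ± 0.42 (16) in the State-Z-like cluster. All these receptor genes are in GC-5, so low values in the State-U-like cluster follow from the grouping. Sstr2 had a value in 10 of the 22 State-U-like samples, so its mean there rests on the samples that had a value. Of 9 genes for peptide and orexin receptors, 7 had a positive log2 fold change for LAD-3 against Sham-3 (median 0.37), and 4 with scaling on the 35 most expressed genes. Among the 78 genes tested, 48 and 22 were positive.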

Consideration of the expression pattern across all measured genes using principal-component analysis (Figure 5D) yields two interesting observations. The first is that the expression space, diversity of expression pattern, for the LAD ligation samples occupies a much more constrained space (red ellipsoid) than the sham samples (blue ellipsoid). 

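The mean squared distance of an animal's samples from the centroid of its surgery group, in the first 3 principal components, was 28.3 ± 17.4 (SD, n = 6 animals) for LAD and 33.5 ± 16.2 (n = 5) for sham. The difference was -5.23 (exact permutation within time, 2-sided, p = 0.443 over 210 assignments). It was smaller than either SD, although the SDs also hold the gap between the times. It compares plain means over both times, with 4 of 6 LAD and 3 of 5 sham animals from 3 weeks. The mix of times can thus make up part of it. The difference turned to 0.934 without Sham-1 animal DE. The spread went with the time after surgery, from 35.7 to 59.5 in the 1-week animals and from 10.5 to 28.2 in the 3-week animals, LAD and sham alike. The components were taken over 67 genes with a value in at least 80% of the samples and held 36.8%, 9.77% and 7.50% of the variance.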

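In the space of the first 3 principal components, 50 of the 53 LAD samples (94.3%) lay inside the 95% ellipsoid of the sham samples. Conversely, 33 of the 41 sham samples (80.5%) lay inside the 95% ellipsoid of the LAD samples. The volume of the LAD ellipsoid was 84.0% of that of the sham ellipsoid. Samples of 1 animal are not independent, and the ellipsoids were not tested. They pool both times, and 34 of the 53 LAD samples and 21 of the 41 sham samples were from 3 weeks.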

The second observation of note is that this constrained space shown by nearly all LAD samples from both time points lies within the expression space defined by the sham samples. This suggests that there is programmatic coordination in response to ischemic injury and that this response is within the realm of normal expression patterns at least for some neurons. In this case the response phenotypes include State-V and State-W for LAD-1 and State-W, State-X, and State-Y for LAD-3.

In the consideration of gene expression correlation networks, the LAD-3 group has much lower connectivity than either of the 1-week groups and also less unique edges. 

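The LAD-3 network had 216 edges, 213 of them positive, while Sham-1 had 205 and LAD-1 had 230. Edges found in 1 group only numbered 94 for LAD-3, 63 for Sham-1 and 110 for LAD-1. In LAD-3, 198 edges joined a pair of GC-5 genes (r from 0.641 to 0.938), and Hcn2 (23 partners), Cacna1d, Gabrb1, Il6r and Ltb4r (22 each) had the most. Il6r, an interleukin receptor gene, had 0 partners in Sham-1 and LAD-1 and 4 in Sham-3, and 18 of its 22 LAD-3 edges were found in no other group. Ltb4r, the leukotriene B4 receptor gene, had 1, 6 and 4 partners in Sham-1, LAD-1 and Sham-3. LAD-3 has the most samples, and at 19 samples per group it had a median of 51 edges over 100 draws (4 to 126), against 180 for Sham-1 (164 to 220) and 230 for LAD-1. With scaling on the 35 most expressed genes LAD-3 had 45 edges and Sham-1 93, and with scaling on the common genes 31 and 112. Most of those 35 genes are GC-5 genes, whose pairs made up 198 of the 216 LAD-3 edges. That scaling can thus take such edges out by itself. Without 1 of its 4 animals LAD-3 had 110 to 140 edges, Sham-1 had 4 without animal DD and LAD-1 had 39 without animal DC. An edge is a Pearson correlation with q under 0.001 over at least 10 shared samples, which takes samples as independent, and the numbers of edges were not tested between groups.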

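Pax4 was joined to 15 genes in LAD-3, each a GC-5 gene and each with a positive correlation. Of these edges, 12 were found in LAD-3 alone, the next most after Il6r (18), Ltb4r (15) and Nfatc1 (13), and as many as Jund. Pax4 had 3 partners in Sham-3 (Fstl1, Gabra1 and Il6r) and 0 in both 1-week groups, and over all edges it ranked 18 by number of partners in LAD-3. Its mean -ΔCt was 2.12 ± 0.56 (SD, n = 4 animals) in LAD-3 and 1.82 ± 0.33 (n = 3) in Sham-3, a log2 fold change of 0.30 (standard error 0.34, adjusted p = 0.874 from limma), which was -0.07 with scaling on the 35 most expressed genes.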

Most surprising is the emergence of Pax4a as a unique hub gene in its relationship to many GC-5 genes (Figure S18). These networks also reveal an early response to LAD at 1 week that is uniquely and significantly coordinated as evidenced by the increased connectivity of the gene expression networks between the oppositely expressed GC-1 and GC-5. 

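Across the 19 LAD-1 samples, the GC-1 score fell as the GC-5 score rose (r = -0.872, Spearman's rho = -0.754, permutation within animals, 2-sided, p = 2e-05 and 5e-05). Sham-1 showed the same over 20 samples (r = -0.813, rho = -0.791, permutation p = 3e-05 and 0.00012). The correlation was -0.410 in Sham-3 (rho = -0.491, permutation p = 0.126 and 0.0576) and -0.0384 in LAD-3 (rho = -0.0808, permutation p = 0.797 and 0.665). After adjustment over the 4 groups, the p for r was 6e-05 in both 1-week groups, 0.168 in Sham-3 and 0.797 in LAD-3. The study formed both gene clusters from these same samples, which the permutation does not take into account. These p-values are thus not independent evidence that the clusters oppose each other. In a check whose outcome rule was set before its result was seen, samples were centred on the genes outside both clusters. Another check, added after the data were examined, left samples out. With that centring, r within animals was -0.254 in LAD-1 and -0.088 in Sham-1. Without the 2 samples farthest from the median GC-1 score, r was -0.783 in LAD-1, -0.810 in Sham-1, -0.499 in Sham-3 and -0.159 in LAD-3.

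Within the animals, r was -0.867 and -0.934 in LAD-1 (DC and DF), and -0.794 and -0.852 in Sham-1 (DD and DE). In the 3-week animals it ran from -0.906 in CC to 0.865 in CB, both Sham-3. The samples of 1 animal are not independent animals, and the difference between LAD-1 and Sham-1 was not tested, with 2 animals in each. Sham-3 had r = -0.590 (permutation p = 0.0214) with all labelled samples and -0.598 without CB. LAD-3 had -0.460 (permutation p = 0.0132) with scaling on the genes common to most samples, and 0.122 and 0.244 with scaling on the 35 most expressed genes and with missing values set low.

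**Figure D1:**
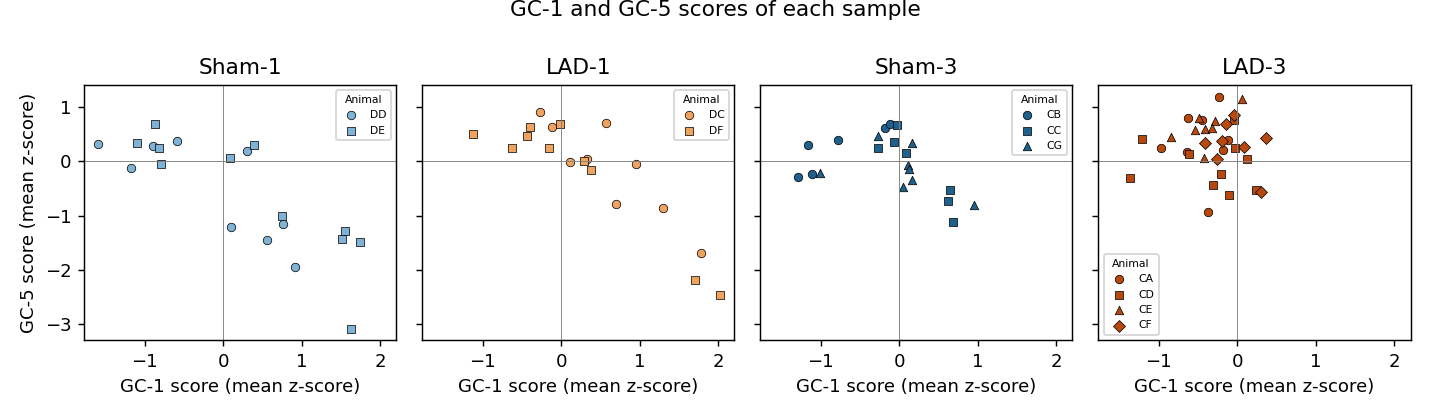
GC-1 score (x axis, mean z-score) against GC-5 score (y axis, mean z-score) of each sample in the 4 groups, with a marker shape for each animal. The scores oppose each other in Sham-1 (r = -0.813) and LAD-1 (r = -0.872), and less or not at all in Sham-3 (r = -0.410) and LAD-3 (r = -0.0384).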

More detailed explanations, implications, and figures can be found in the Supplemental Text and Figures S18–S21.

### Effects of persistent cardiac ischemia on gene co-expression network topology

Gene co-expression networks were generated for each of the experimental groups using Pearson correlations and filtered using a q value cutoff of q < 10^−3^. The unique edges for each of the networks generated are given in Figure S18 with the connectivity in any of the experimental groups being excluded from the full network for each group given in Figures S18–S21. Genes with no connectivity in any of the networks based upon the cutoff criteria mentioned previously were excluded from all the network figures. It is clear from these networks that the LAD-1 group has the greatest overall connectivity with over half of all edges being unique to that group. Many of these unique edges are the negative correlation between genes in GC-1 and GC-5 (Figure S18). Also of note are unique edges of interconnectivity within GC-1 and GC-5, respectively. 

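Over the 4 groups, 439 gene pairs had an edge in at least 1 group. Edges found in LAD-1 alone were 25.1% of these and 47.8% of the LAD-1 edges. LAD-1 had edges for 7.52% of the gene pairs tested, Sham-1 for 7.38% and LAD-3 for 5.96%. Cck had the most partners in LAD-1, 27, of which 16 were positive and 11 negative, followed by Cebpd and Hcrtr2 with 21 each. LAD-1 shared 100 edges with Sham-1, 73 with LAD-3 and 15 with Sham-3. The count fell to 25 edges with the samples that had a value in at least 70% of the assays, and was 393 with missing values set low.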

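In LAD-1, 49 edges joined a GC-1 gene to a GC-5 gene, each with a negative correlation (r from -0.894 to -0.789), and 48 of them were found in LAD-1 alone. Cck was at the GC-5 end of 11 and Cacna1b of 8. Sham-1 and LAD-3 had 2 such edges each and Sham-3 had 0.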

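Of the 48 LAD-1 edges within GC-1, 22 were found in no other group, and of the 130 within GC-5, 39 were. For Cck, 12 of its edges were LAD-1's alone.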

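In Sham-1, Camk2a had 10 partners, and 7 of its correlations were negative, with the GC-1 genes Adrb2, Cebpa, Hrh4, Hsf2, Jun, Kcnj3 and Ldha. Foxo4 had 9 partners, 5 of them negative (Adrb2, Hrh4, Hsf2, Jun and Kcnj3). The dopamine receptor gene Drd4 had 4 partners, with a negative correlation to Hrh4. Altogether 13 edges joined GC-3 to GC-1 in Sham-1, all negative (r from -0.944 to -0.784) and all found in Sham-1 alone. Drd4 is not listed under a gene cluster in Table S4, so its edge is not among these.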

The notable unique edges of the sham 1-week group include several negative correlations with Foxo4, Camk2, and Drd4 in GC-3 with genes in GC-1 (Figures S19 and S20). Also, there are several unique positive correlations to genes in GC-5 from other GCs as well as some unique interconnectivity within GC-5. 

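Of the 150 Sham-1 edges within GC-5, 36 were found in Sham-1 alone. Hcn2 had the most partners (21), followed by Gabrb1 and Kcna1 with 20 each. From other genes to GC-5, the Sham-1 network had 2 positive edges with GC-3, 1 with GC-4 and 1 with a gene outside the gene clusters, each found in Sham-1 alone. Within GC-1, 5 of 29 edges were Sham-1's alone.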

The Sham-3 group is most notable for its very sparse connectivity (Figure S20).

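The Sham-3 network had 28 edges, all positive, over 25 genes, which is 0.926% of the gene pairs tested. Of these, 23 joined GC-5 genes and 5 joined GC-1 genes, and 2 were found in Sham-3 alone. No gene had more than 4 partners, a number reached by Cacna1b, Cck, Fstl1, Hcrtr2, Il6r and Ltb4r. At 19 samples per group Sham-3 had a median of 19.5 edges (1 to 31). It had 4 edges without animal CB, 1 without CC and 0 without CG, and 52 with all labelled samples.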

Within each of the treatment cohorts, there are several highly connected genes as is the baseline expectation for a biological network, suspected to have scale-free topology (Barabási 2009). 

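Cacna1b had 19 partners in Sham-1, 20 in LAD-1, 4 in Sham-3 and 20 in LAD-3. It was among the 5 genes with the most partners in Sham-1 and LAD-1 and tied for the most in Sham-3, and it ranked 7 in LAD-3. In LAD-1, 12 of its correlations were positive and 8 negative.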

Overall, a few genes are highly connected across most of the cohorts, most notable being Cacna1b that is a member of the top 5 connected genes in each cohort (Figure S17). 

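Cebpd, which encodes the transcription factor C/EBP delta, had 16 partners in Sham-1, 21 in LAD-1, 3 in Sham-3 and 18 in LAD-3. Of these edges, 3 were found in Sham-1 alone, 7 in LAD-1 alone, 0 in Sham-3 alone and 4 in LAD-3 alone.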

Cebpd is highly connected in the LAD-1 group and the LAD-3 group, but with many unique edges in the LAD-1 group (Figure S18). This suggests a role of Cepbd in mediating gene expression in the acute response to cardiovascular injury that persists to some extent beyond the acute phase.

### Putative DMV neuromodulatory network mechanism mediating RIPC-induced cardioprotective effects

Although it is more difficult to elucidate a single differentiating factor from the chronic ischemia experiments, the RIPC model has some findings that may be organized in such a way that suggest plausible mechanisms behind the effect. As one means of synthesizing the data from the RIPC neuronal states, there is a significantly larger proportion of neurons expressing Hrh1 in the RIPC group, which begs the question whether this is due to the histamine receptor 1 (H1) expressing phenotype predicted in our data or if there are just more neurons of a similar phenotype. There are several genes that are differentially represented or expressed only in the H1-expressing neurons of the RIPC group. Based on the receptors expressed, these neurons appear to have the chance for increased influence from the PVN, tuberomammillary nucleus (TMN), raphe pallidus (RPa), and lateral hypothalamus (LHA) when compared with all other neurons from RIPC or other groups. A proposed mechanism is described in Figure 6.

**Figure 6:**
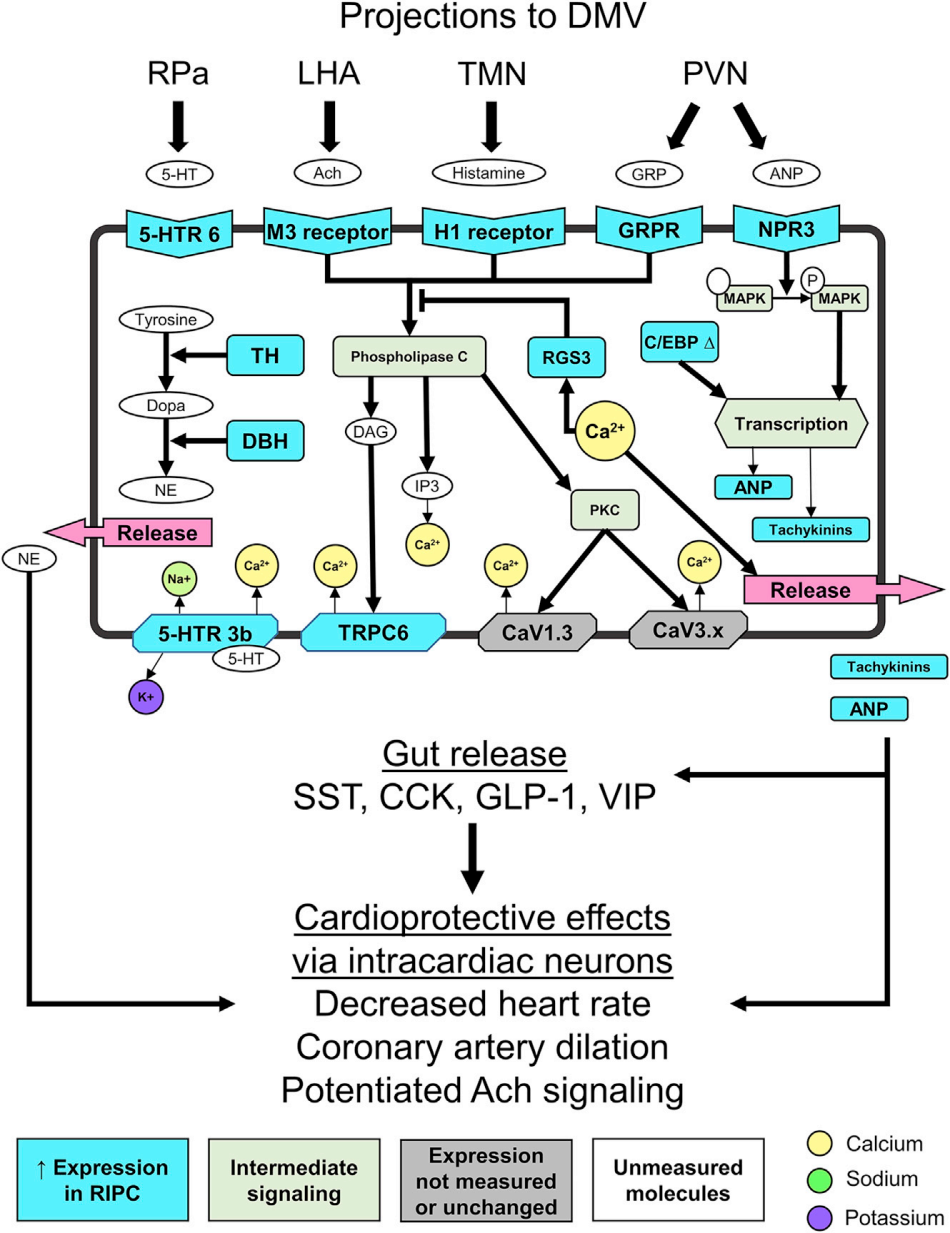
Plausible mechanism meditating RIPC effect in H1-receptor-expressing DMV neurons Schematic of histamine 1 receptor (H1)-expressing neuron highlighting potential mechanism based upon differential gene expression of receptors, intracellular effectors, and neuropeptides. Genes that are uniquely expressed in the H1-expressing neurons of the RIPC cohort compared with non-H1-expressing neurons from the RIPC group and compared with the H1 neurons of the naive and sham cohorts. Brain regions likely acting on the receptors shown are shown along the top above the brackets. All pathway information was derived from literature inferences with several pathway connections representing multiple steps and intermediaries. The combination of genes expressed suggests an increase in calcium influx that Gq signaling that drive the production and release of norepinephrine, atrial natriuretic peptide, and tachykinins from DMV efferent neurons to contribute to cardioprotection derived from remote ischemic preconditioning (RIPC). 5-HTR 6, serotonin receptor 6; M3, muscarinic acetylcholine receptor 3; H1, histamine receptor 1; GRPR, gastrin-releasing peptide receptor; NPR3, naturetic peptide receptor 3; MAPK, mitogen-activated protein kinase; TH, tyrosine hydroxylase; BH, dopamine beta hydroxylase; 5-HTR 3b, serotonin receptor 3b; TRPC6, transient receptor protein 6; DAG, diacylglycerol; IP3, phosphatidylinositol; Dopa, dopamine; NE, norepinephrine; 5-HT, serotonin; Ach, acetylcholine; GRP, gastrin-releasing peptide; ANP, atrial natriuretic peptide; Rpa, raphe pallidus; LHA, lateral hypothalamus; TMN, tuberomammillary nucleus; PVN, paraventricular nucleus; SST, somatostatin; CCK, cholecystokinin; GLP-1, glucagon like peptide 1; VIP, vasoactive intestinal peptide; DBH, dopamine beta hydroxylase; RGS3, regulator of G-protein signaling 3; Cav1.3, voltage-gated calcium channel 1.3; Cav3.x, T-type voltage-gated calcium channels; PKC, protein kinase C; C/EBP Δ, CCAAT/enhancer-binding protein delta.

## Discussion

In this work, we aim to uncover the molecular substrates that underlie the DMV orchestration of the cardioprotective effects, providing insight as to what signaling cascades might mediate the effect as well as how the DMV itself integrates these signals and modulates target neurons in the gut, heart, and possibly other organ systems to promote cardioprotection. To do this, we first characterized the heterogeneity of DMV neurons at baseline, particularly with regard to their integrative input signal processing capacity leading to combinatorial neuropeptide and neurotransmitter production. Shifts in the distribution of these states occur dynamically in response to surgical stress and RIPC. Unique responses to 3 weeks of chronic cardiac ischemia include changes in gene expression, and subsequent gene regulatory networks show a dramatic shift to a neurosecretory, enteroendocrine-like phenotype in a highly coordinated fashion. The dynamic changes in the DMV neuronal landscape appear to generally occur through selective recruitment of one state from others. The implications of these findings emphasize a need to consider the functional implications of neuronal heterogeneity with the understanding that at times only a subset of neurons from a brain nucleus may exert significant effects on physiology. These subsets may not be appreciated unless experimental work is done with sufficient granularity and time-dependent sampling.

The DMV is one of the few brain regions uniquely positioned to coordinate homeostatic organ function within the body. The anatomy of afferent connections and distribution of vagal efferents has been well known, and this work provides the context needed to demonstrate the heterogeneity of DMV processing functionality. The distinct neuronal states that shift in adaptive or maladaptive directions provide a conceptual framework for thinking about how the DMV attempts to maintain the body's homeostasis. Conditions like RIPC or other ischemic preconditioning may function as hormetic stresses that encourage the state shifts in the DMV necessary to manage the systemic effects of cardiac ischemia, whereas the shifts observed after several weeks of persistent cardiac ischemia may demonstrate a compensatory response to augment the stress response.

In RIPC, there was a significant upregulation of the generally sparsely expressed H1 receptor gene (Hrh1), both in expression level as well as in number samples with expression above the limit of detection (Figures 6, S10, and S11). There is one known source of histaminergic projections to the DMV, the TMN of the hypothalamus (Poole et al., 2008; Connelly et al., 2009; Green 1978). Activation of the H1 receptor in the dorsal vagal complex has been shown to mimic the effects of satiety, reducing hyperphagia in rodent models of obesity (Deng et al., 2010). This is in line with its general ability to mediate depolarization in the low number of neurons in the DMV that express it (Poole et al., 2008). Such satiety signaling may be co-opted to mediate cardioprotective effects (Mastitskaya et al., 2016; Basalay et al., 2016; Gorky and Schwaber 2019). Although there is evidence that the TMN is responsive to cardiovascular perturbations and can indirectly modulate cardiovascular function (Yamanaka et al., 2017; Bealer 1999), this is the first indication we are aware of for its role in mediating cardioprotection in any sense. There are several genes that are differentially represented or expressed only in the H1-expressing neurons of the RIPC group. Of particular interest are significant decreases in expression in Sst and Cck. Somatostatin, delivered locally into the gut, decreases the release of somatostatin (Ipp et al., 1979), cholecystokinin (Herzig et al., 1994), glucagon-like peptide 1 (Chisholm and Greenberg 2002), and vasoactive intestinal peptide (Singh et al., 1988), thus the decrease in Sst expression effectively indicates an increased chance for release of these peptides. Coupled with this decrease is a markedly increased expression of Tac1 and Nppa. Neurokinins and atrial natriuretic peptide in the gut induce the release of the same four peptides mentioned above along with several others (Gower et al., 2003; Verspohl and Ammon 1989; Pawlik et al., 1992; Holzer 2001; Tien et al., 1991; González Bosc et al., 2000). Apart from action at the gut, both tachykinins and atrial natriuretic peptide (ANP) have well-described effects on the heart including decreased heart rate (Clemo et al., 1996; Tompkins et al., 1999), coronary artery vasodilation (Hoover et al., 2000), and potentiation of acetylcholine signaling (Chang et al., 2000; Zhang et al., 2005). Furthermore, the combination of norepinephrine and ANP likely works on post ganglionic neurons in the heart to mediate sympathoinhibition that was once thought to require input from at least two different neurons (Herring and Paterson 2009; Perrin and Gollob 2012; Floras 1995), but we now show that it may plausibly come from the same vagal preganglionic neurons. There are several receptor and ion channels whose expression is increased and whose coordinated effects would lead to increased excitability and release of peptide transmitters (Kim et al., 2017; Gardam and Magoski 2009; Hille 1994; Blackburn 2009; Zamponi and Snutch 1998). There is also a shift from high expression of regulator of G-protein signaling 2 (Rgs2) in other neurons to higher regulator of G-protein signaling 3 (Rgs3) expression. Rgs2 is an inhibitor of G_q_ and enhancer of G_i/o_ signaling, whereas Rgs3 is responsive to increased levels of Ca^2+^ as a feedback regulator of G_q_ signaling, not a tonic inhibitor like Rgs2. Based on the receptors expressed, these neurons have increased influence from the PVN, TMN, RPa, and LHA when compared with all other neurons from RIPC or other groups. These results point to a neural circuit for centrally mediated cardioprotection that may be exploited to stimulate an effect similar to RIPC.

Although a distinct subset of neurons mediates the effects of RIPC over the course of hours, there are significant shifts in the population landscape of neuronal states after 3 weeks of chronic cardiac ischemia. These shifts occur from the recruitment of neurons to a putative neurosecretory potential, particularly on the right side of the DMV more than the left, as shown in State-W, State-X, and State-Y. This programmatic response appears mediated, at least in part, by paired box 4a (Pax4a), a transcription factor that is strongly regulated by the transcriptional repressor REST, which drives stem cells into a neurosecretory phenotype (Bruce et al., 2006; Kemp et al., 2003). Disinhibition of gene expression through the downregulation of REST with concomitant upregulation of Pax4a is restricted largely to neurons, but it also occurs in developing/regenerating pancreatic islet cells, in particular β and δ cells (Biason-Lauber et al., 2005). The coordination of increased expression of the genes in GC-5 may be accomplished in part through effects of Pax4a as evidenced by its unique network connectivity in that condition (Figure S18). 

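Over both times, the GC-5 score was higher in LAD than in sham animals by 0.364, the mean of the differences at 1 week and at 3 weeks (over the animals of both times, LAD 0.153 ± 0.326, SD, n = 6, and sham -0.234 ± 0.344, n = 5, exact permutation within time, 2-sided, p = 0.0238, and 0.119 after adjustment over 5 gene clusters). At 3 weeks the difference was 0.322 (LAD-3 0.309 ± 0.279, n = 4, and Sham-3 -0.0132 ± 0.227, n = 3, exact permutation p = 0.143, and 0.714 after adjustment, where the smallest p possible is 0.0286). Of the 37 GC-5 genes, 37 had a positive log2 fold change over both times (median 0.41, against 0.26 for the 78 genes tested) and 36 at 3 weeks (median 0.34, against 0.14). The set test camera gave GC-5 an adjusted p of 2.5e-08 over both times and 2.1e-07 at 3 weeks with a preset correlation between genes. With the correlation estimated from the data the adjusted p was 0.491 and 0.370. No GC-5 gene passed an adjusted p of 0.05 from limma over all genes or adjusted over the list alone, and 5 over both times and 4 at 3 weeks had an unadjusted p under 0.05.

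Scaling on the 35 most expressed genes moved the median of all genes at 3 weeks to -0.24. Then 17 of the 37 GC-5 genes were positive, against 22 of the 78 genes tested, and the score difference was -0.00793. Most of those 35 genes are GC-5 genes, so this scaling takes out much of a change that GC-5 genes share. It therefore cannot decide whether GC-5 rose. The GC-5 score within animals rose with the share of assays with a value (r = 0.765 in Sham-1, 0.899 in LAD-1, 0.657 in Sham-3 and 0.726 in LAD-3), and the median of that share was higher in LAD-1 (88.6%) than in Sham-1 (77.8%) and in LAD-3 (89.8%) than in Sham-3 (85.2%). It fell with the median Ct in 3 groups (r = -0.786 in LAD-1, -0.739 in Sham-3 and -0.515 in LAD-3, and -0.103 in Sham-1), and the median Ct was lower in each LAD group than in its sham group. GC-5 was chosen by the study on these samples, so its test is not independent evidence. Of the GC-1 genes at 3 weeks, 3 of 17 were positive, with a median log2 fold change of -0.25 (camera adjusted p = 0.00011 with the preset and 0.758 with the estimated correlation). The GC-1 score difference at 3 weeks was -0.146 (exact permutation p = 0.600) and turned to 0.0590 without Sham-3 animal CC. From the network edges of Pax4 in LAD-3, the paper proposes that Pax4 takes part in raising GC-5.

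**Figure D2:**
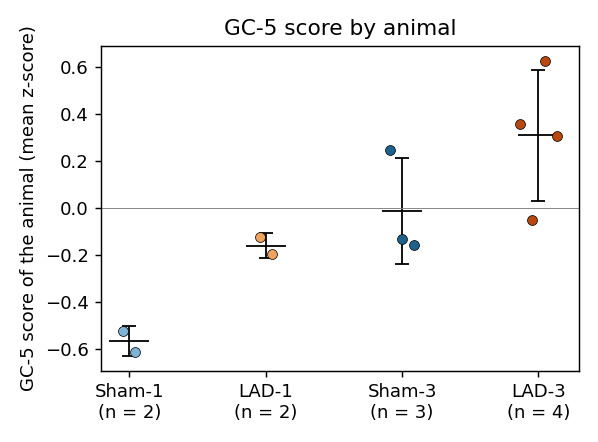
GC-5 score (y axis, mean z-score) of each animal in the 4 groups (x axis), with the mean and SD of each group. LAD animals average -0.161 at 1 week and 0.309 at 3 weeks, and sham animals -0.566 and -0.0132.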

Coupled with the coordinated upregulation of voltage-gated calcium channel subunits Cacna1b, Cacna1d, as well as cholecystokinin (Cck), and GABA receptor subunits Gabra1 and Gabra2, the picture is painted less of a neuron and more of an enteroendocrine cell, like pancreatic β/δ cells or colonic L/I cells (Gameiro et al., 2005; Rogers et al., 2011; Schonhoff et al., 2004). 

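Gabra1 had a log2 fold change of 0.69 for LAD-3 against Sham-3 (2.11 ± 0.48, SD, n = 4 animals, against 1.42 ± 0.57, n = 3) while Cacna1d (0.55, 2.83 ± 0.70 against 2.27 ± 0.77), Cacna1b (0.20, 3.01 ± 0.34 against 2.81 ± 0.50), Cck (0.14, 3.64 ± 0.26 against 3.50 ± 0.17) and Gabra2 (0.19, 2.86 ± 0.55 against 2.66 ± 0.45) differed by less than the SD between animals. With scaling on the 35 most expressed genes, Gabra1 and Cacna1d stayed positive while Cacna1b (-0.18), Cck (-0.24) and Gabra2 (-0.18) turned negative. Of 7 neurosecretory and enteroendocrine genes, 7 had a positive log2 fold change (median 0.30), and 3 with the other scaling. That list holds the genes just given, Pax4 and Sst, all named by the paper from these same samples. Its count and its camera test are thus not independent evidence. Of the 78 genes tested, 48 were positive, and 22 with the other scaling. None passed an adjusted p of 0.05 from limma, over all genes or adjusted over the list alone, and the camera adjusted p of the list was 0.468 with a preset and 0.811 with an estimated correlation. Sst had a log2 fold change of 1.40 (0.56 ± 1.90 against -0.84 ± 2.52, standard error 1.34, adjusted p = 0.874 from limma), less than the SD between animals.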

Canonical satiety peptides (CCK, GLP-1, SST, etc.) have a protective effect on the peripheral organs in the setting of ischemic damage at the heart (Sartor and Verberne 2010; Mukharji et al., 2013; Grossini et al., 2013; Goetze et al., 2016; Dong et al., 2017; Mobley et al., 2006; Gorky and Schwaber 2019). That the DMV may deliver peptides directly to postganglionic neurons in the periphery adds dimension to the concept of vagal tone as a mediator of health and disease.

The National Institutes of Health (NIH) programmatic initiative aimed at the development of means to Stimulate Peripheral Activity to Relieve Conditions (SPARC) was motivated by therapeutics derived from electrical stimulation of the vagus nerve in multiple contexts. We highlight here the complexity and plasticity of the vagal efferent neurons from the DMV. We further show that acute DMV responses only involve a subset of neurons mediated by distinct effector neurotransmitters and neuropeptides. This suggests that there are molecular means by which stimulation of autonomic peripheral activity may also involve specific neuropeptides or other effectors to mediate more specific effects. As we continue to personalize medicine, we will continue to specify therapeutics. This work provides a framework for investigations to uncover more specific means by which the autonomic nervous system mediates physiological homeostasis and compensates for disease states.

### Limitations of the study

• The LCM single neuron data on gene expression provided information on neuronal states based on an extensive list of assays selected for their relevance to the signal processing circuits. Additional transcriptomics data can provide information in correlated pathways across other relevant processes, e.g., metabolism and inflammation.
• Our results show preliminary findings on bilateral differences in gene expression and neuronal states in the DMV. Increasing the sampling numbers of neurons may lead to identification of additional right versus left DMV-specific neuronal states.
• Potential sex-specific differences in DMV gene expression and response to physiological perturbations were not considered in the present study.

### Resource availability

#### Lead contact

Further information and requests for resources should be directed to and will be fulfilled by the Lead Contact, James S. Schwaber: .

#### Material availability

This study did not generate new unique reagents.

#### Data and code availability

The authors declare that all the data supporting the findings of this study are available within the article and its supplemental information files or from the corresponding author upon reasonable request. All the raw and processed HT-qPCR data as well as Nanostring microRNA profiling data are available online in the GEO database under SuperSeries GSE155053, which contains links to the individual datasets (HT-qPCR data: GSE155047 and GSE155049; Nanostring data: GSE154990).

## Methods

All methods can be found in the accompanying Transparent Methods supplemental file.

## Supplemental information

Document S1. Transparent methods, figures S1–S21, and tables S2–S4

Table S1. Assay selection rationale, related to figure 1

## Footnotes

Supplemental information can be found online at https://doi.org/10.1016/j.isci.2021.102143.

# Supplementary material for: Input-output signal processing plasticity of vagal motor neurons in response to cardiac ischemic injury
**Source:** iScience. 2021 Feb 4;24(3):102143. doi: 10.1016/j.isci.2021.102143
**Supplement:** Document S1. Transparent methods, figures S1–S21, and tables S2–S4

Supplemental Information

**Input-output signal processing plasticity
of vagal motor neurons in response
to cardiac ischemic injury**

Jonathan Gorky, Alison Moss, Marina Balycheva, Rajanikanth Vadigepalli, and James S. Schwaber

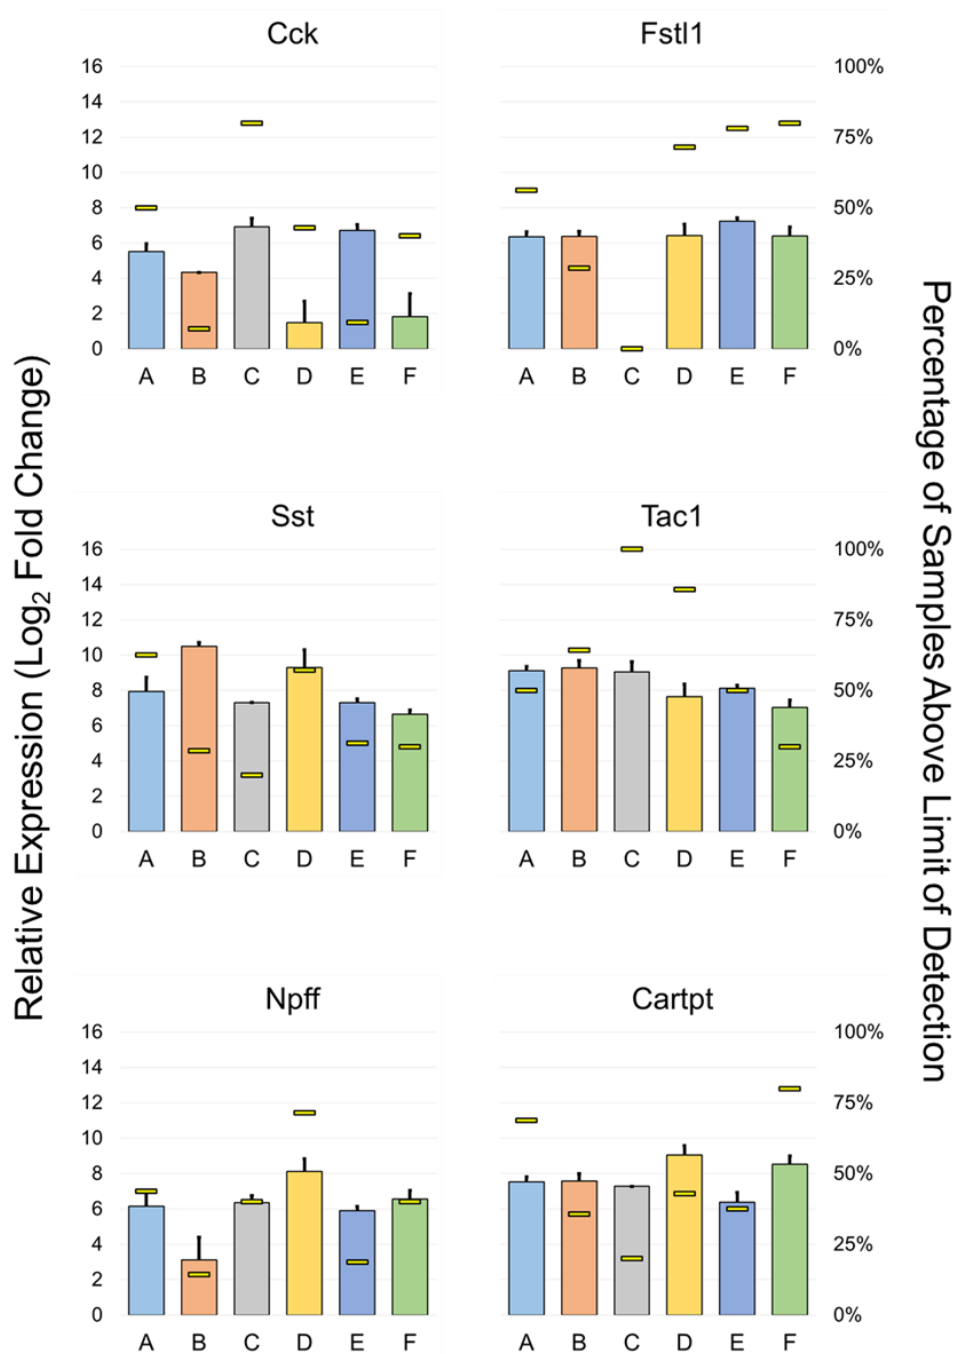

Figure S1: Expression of neuropeptides across neuronal states in the DMV, related to Figures 1,2. Sample cluster expression of genes that may indicate multiple peptidergic states. As with other figures, the left axis corresponds with the colored box with error bar (SEM) that represents gene expression ($\log_2$ relative gene expression with zero as limit of detection). The right axis represents the percentage of samples within each cluster that have an expression value above the limit of detection and is shown by the narrow bar in each group.

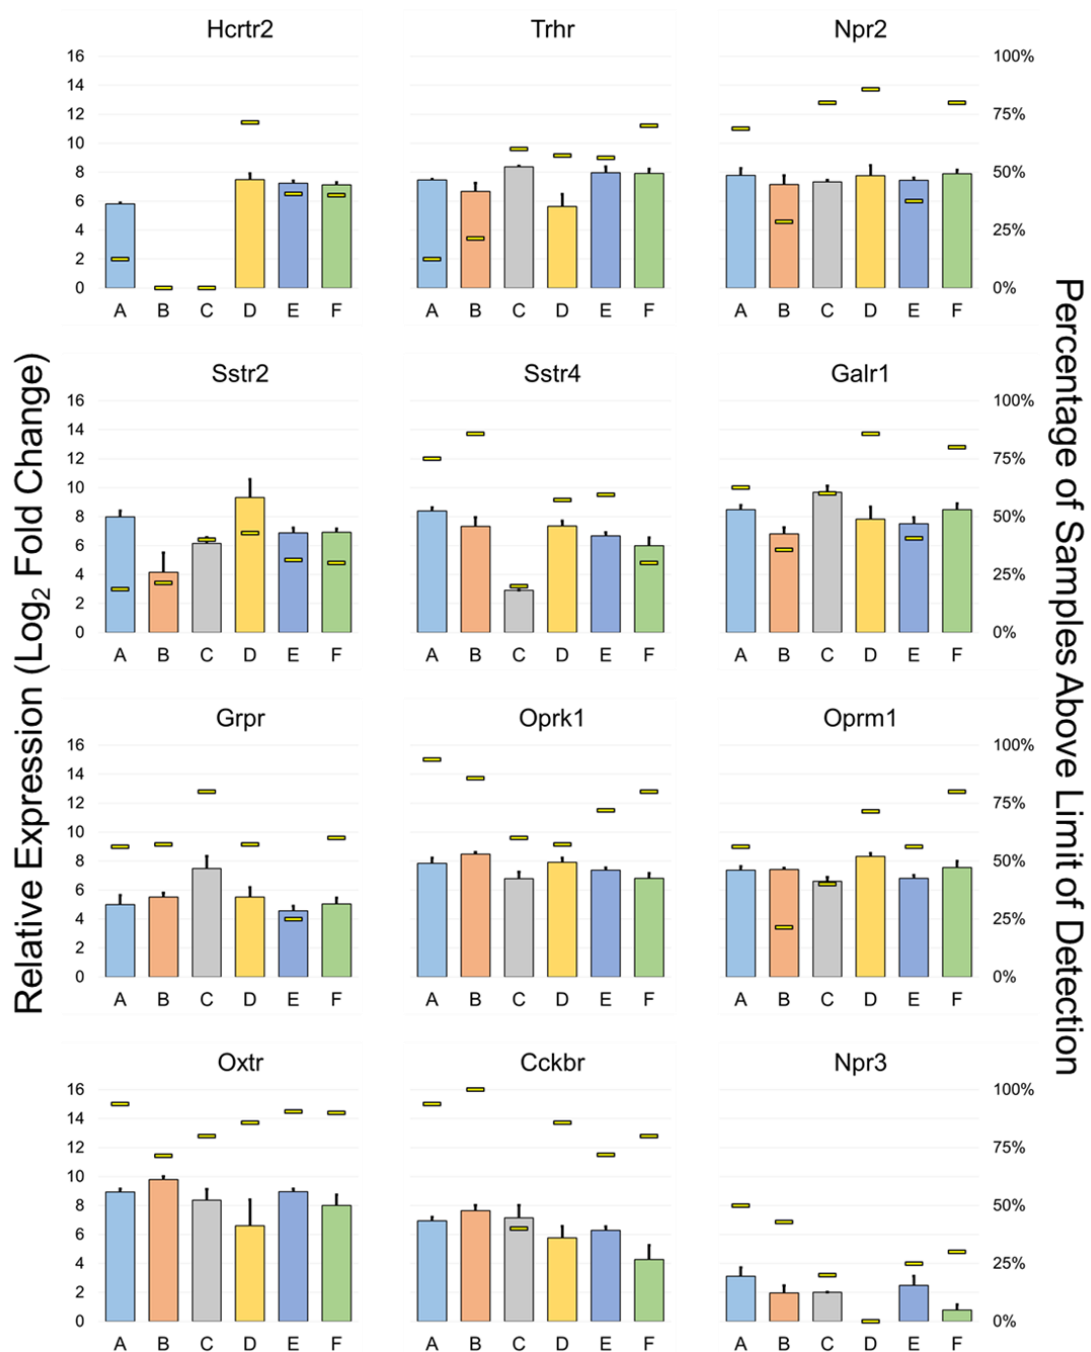

Figure S2: Expression of neuropeptide receptors across neuronal states in the DMV, related to Figures 1,2. Sample cluster expression of genes that code for peptide receptors may help determine which neurons receive peptidergic inputs from specific regions of the brain. As with other Figures, the left axis corresponds with the colored box with error bar (SEM) that represents gene expression (log2 relative gene expression with zero as limit of detection). The right axis represents the percentage of samples within each cluster that have an expression value above the limit of detection and is shown by the narrow bar in each group.

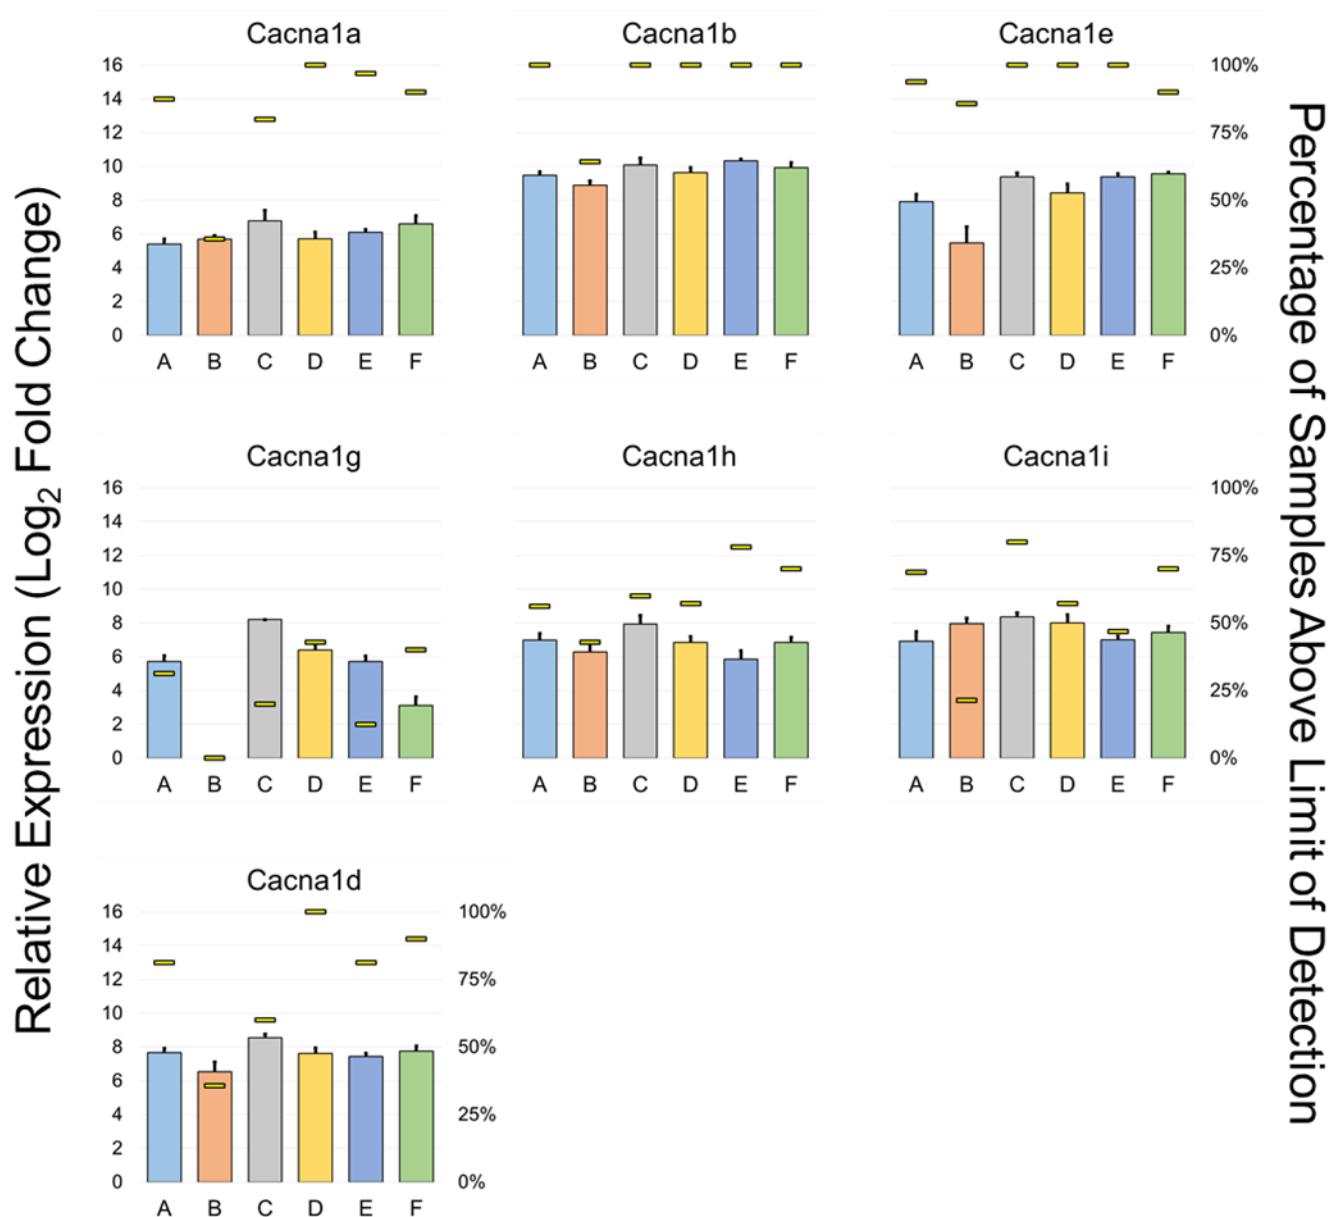

Figure S3: Expression of calcium channels across neuronal states in the DMV, related to Figures 1,2. Sample cluster expression of genes that code for calcium channel subunits. Due to the consideration of calcium fluxes in DMV neurons driving apoptosis as described by Surmeier along with the generation of pacemaker-like activity (Goldberg et al., 2012), the distinct expression of calcium channel mix is of interest here. While there is general consistency in the high-voltage gated calcium channel subunits (Cacna1a, Cacna1b, and Cacna1e), there is a great deal of heterogeneity among the low-voltage gated channels (Cacna1g, Cacna1h, Cacna1i). This may suggest differences in burst firing or peacemaking activity. As with other figures, the left axis corresponds with the colored box with error bar (SEM) that represents gene expression ($\log_2$ relative gene expression with zero as limit of detection). The right axis represents the percentage of samples within each cluster that have an expression value above the limit of detection and is shown by the narrow bar in each group.

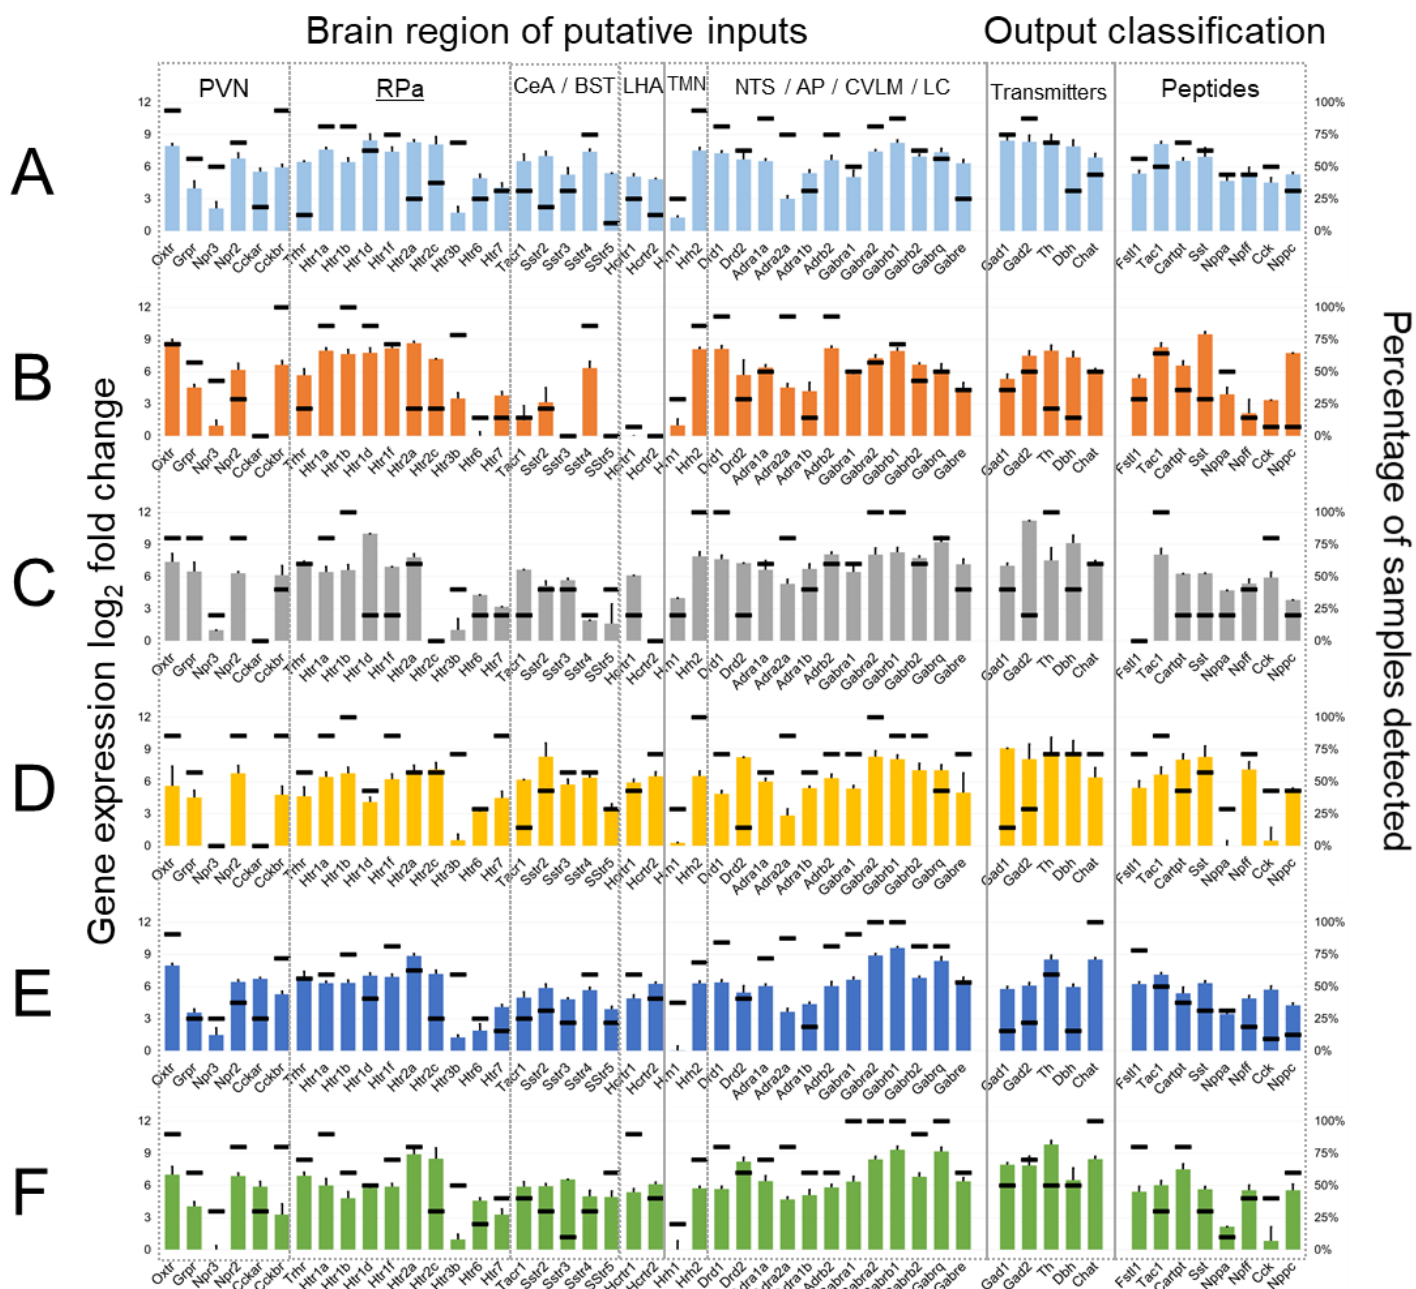

Figure S4: Input output signal processing map of DMV neuronal states, related to Figure 2. Datasets showing gene expression and sample proportion data for each state. These particular data were used to construct the input/output maps as shown in Figure 2.

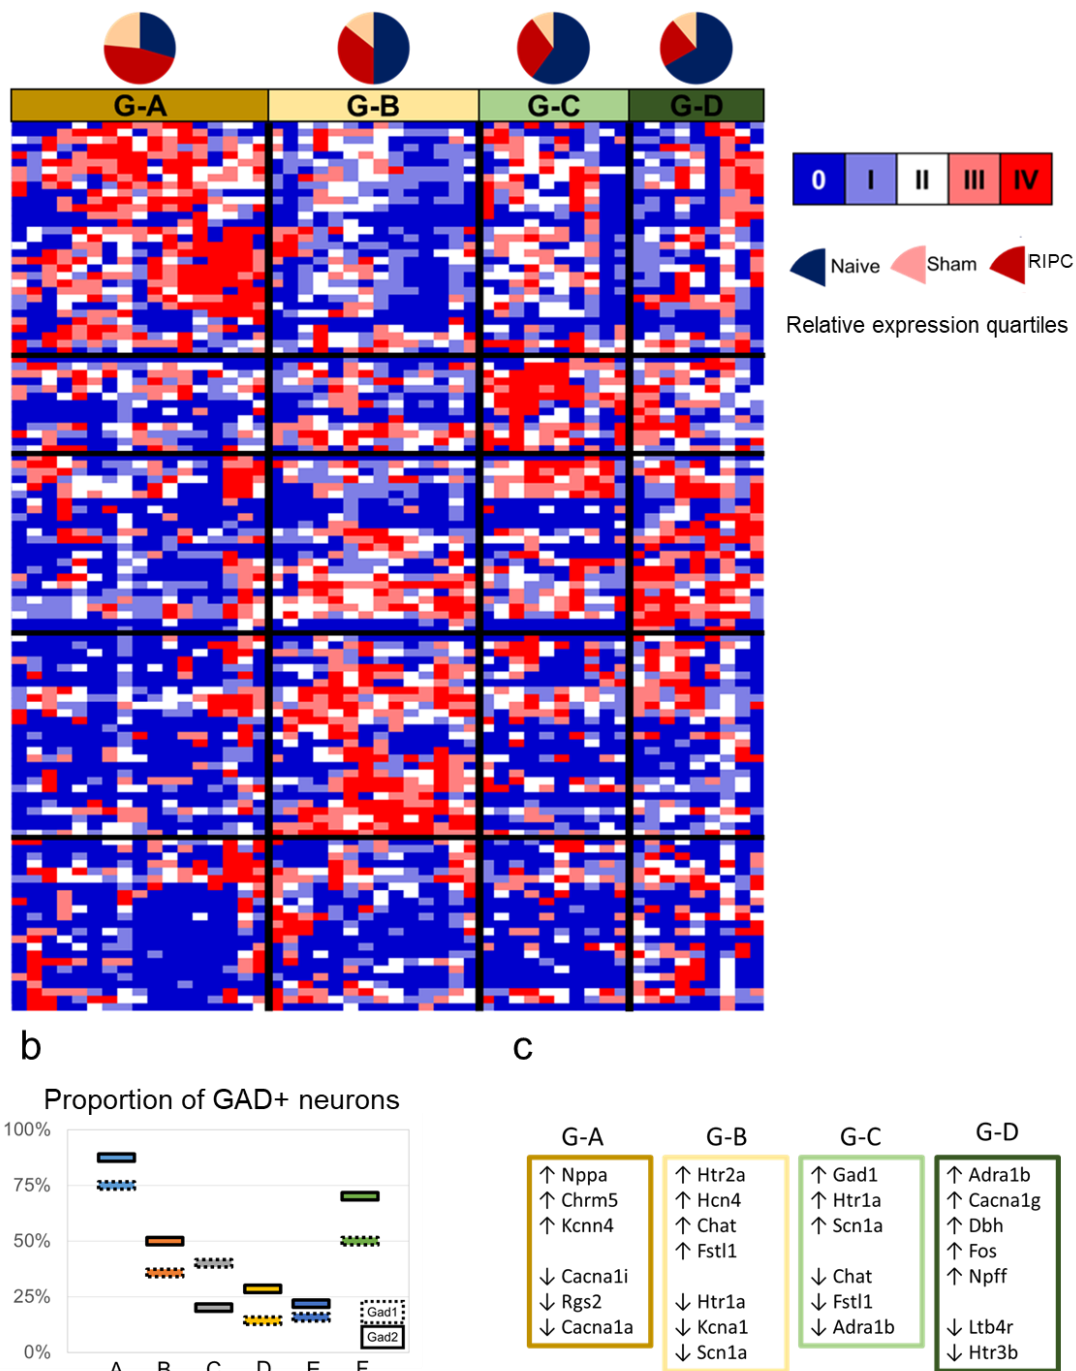

Figure S5: Clustering of Gad+ single neurons, related to Figure 3. (A) Heatmap of Gad+ single cells with distributions from experimental treatment groups. Pooled samples were omitted from this aspect of the analysis in order that anything found to be co-expressed with Gad1 or Gad2 could be attributed to a single cell as real co-expression. Four clusters emerge from this analysis that were determined without regard for the clusters found in Figure 3A in order that the most potentially meaningful and strong correlations could be identified. **(B)** Proportion of samples from each of the original neuronal states in Figure 3 that are positive for *Gad1* or *Gad2*. **(C)** Selected genes that define the unique phenotypes of GABAergic neurons of the DMV.

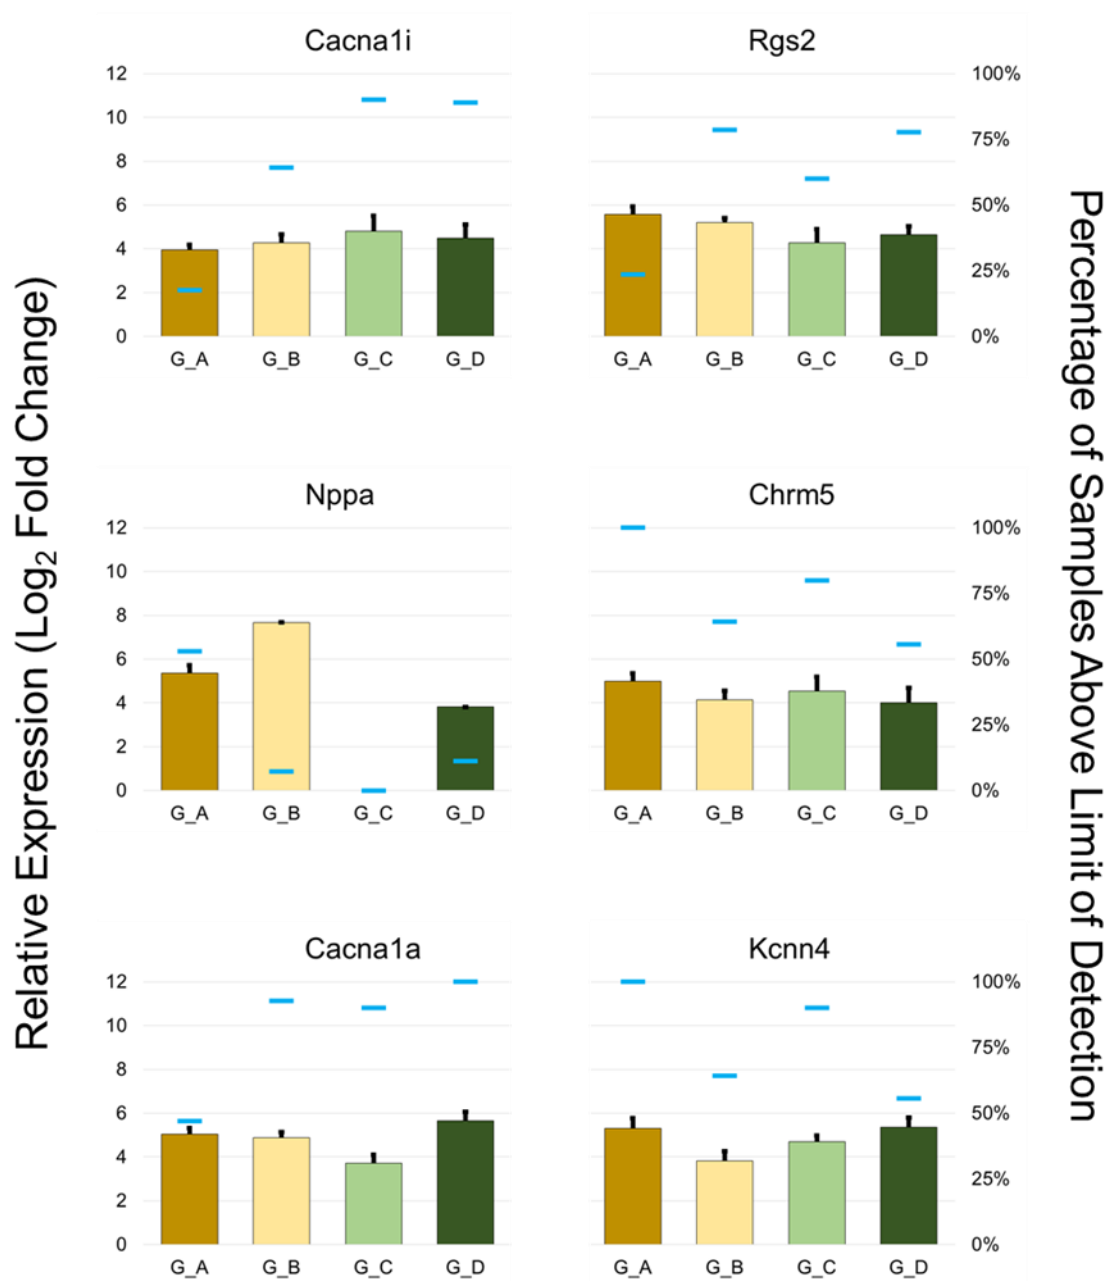

Figure S6: Genes with distinct expression patterns in cluster G_A, related to Figure 3, Figure S5. Binomial testing with a cutoff $p < 0.001$ comparing G_A with at least two other groups was used to determine inclusion in this set. As with other Figures, the left axis corresponds with the colored box with error bar (SEM) that represents gene expression (log₂ relative gene expression with zero as limit of detection). The right axis represents the percentage of samples within each cluster that have an expression value above the limit of detection and is shown by the narrow bar in each group.

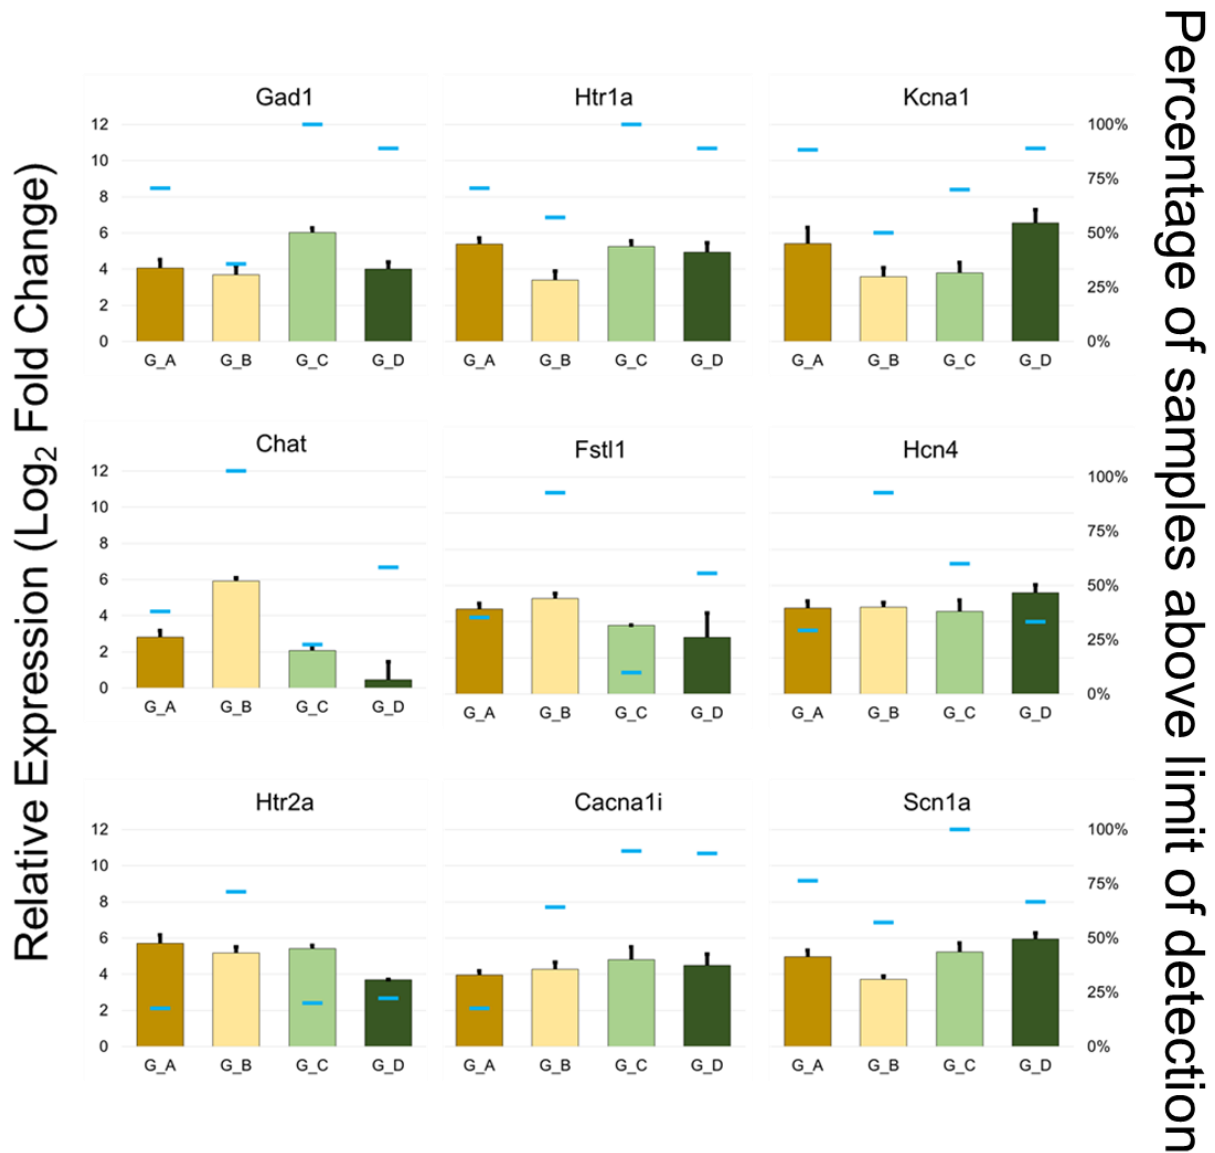

Figure S7: Genes with distinct expression patterns in cluster G_B and/or G_C, related to Figure 3, Figure S5. These clusters are included together due to the often opposite extremes in gene expression. Many of the genes collected here not only have significant differences in number of neurons with expression above the limit of detection, but also in the levels at which the gene is expressed in such neurons (ANOVA with Tukey post-hoc $p < 0.05$, Exceptions: Hcn4, Htr2a, and Cacna1i). Binomial testing with a cutoff $p < 0.001$ comparing G_B or G_C with at least two other groups was also used to determine inclusion in this set. As with other Figures, the left axis corresponds with the colored box with error bar (SEM) that represents gene expression (log₂ relative gene expression with zero as limit of detection). The right axis represents the percentage of samples within each cluster that have an expression value above the limit of detection and is shown by the narrow bar in each group.

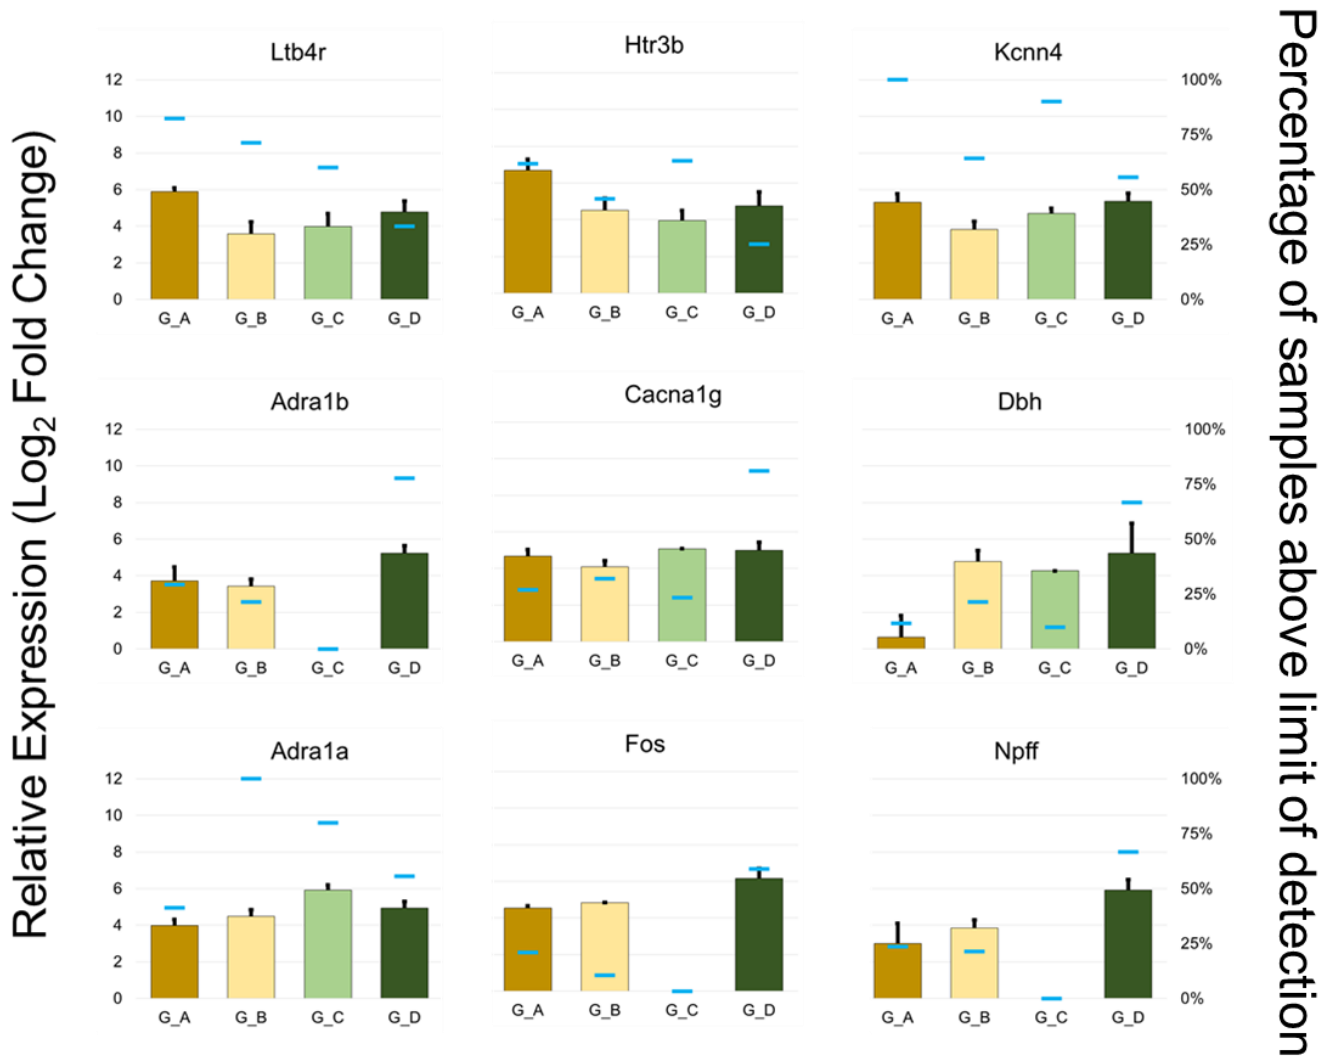

Figure S8: Genes with distinct expression patterns in cluster G_D, related to Figure 3, Figure S5. Binomial testing with a cutoff $p < 0.001$ comparing G_D with at least two other groups was used to determine inclusion in this set. As with other Figures, the left axis corresponds with the colored box with error bar (SEM) that represents gene expression (log₂ relative gene expression with zero as limit of detection). The right axis represents the percentage of samples within each cluster that have an expression value above the limit of detection and is shown by the narrow bar in each group.

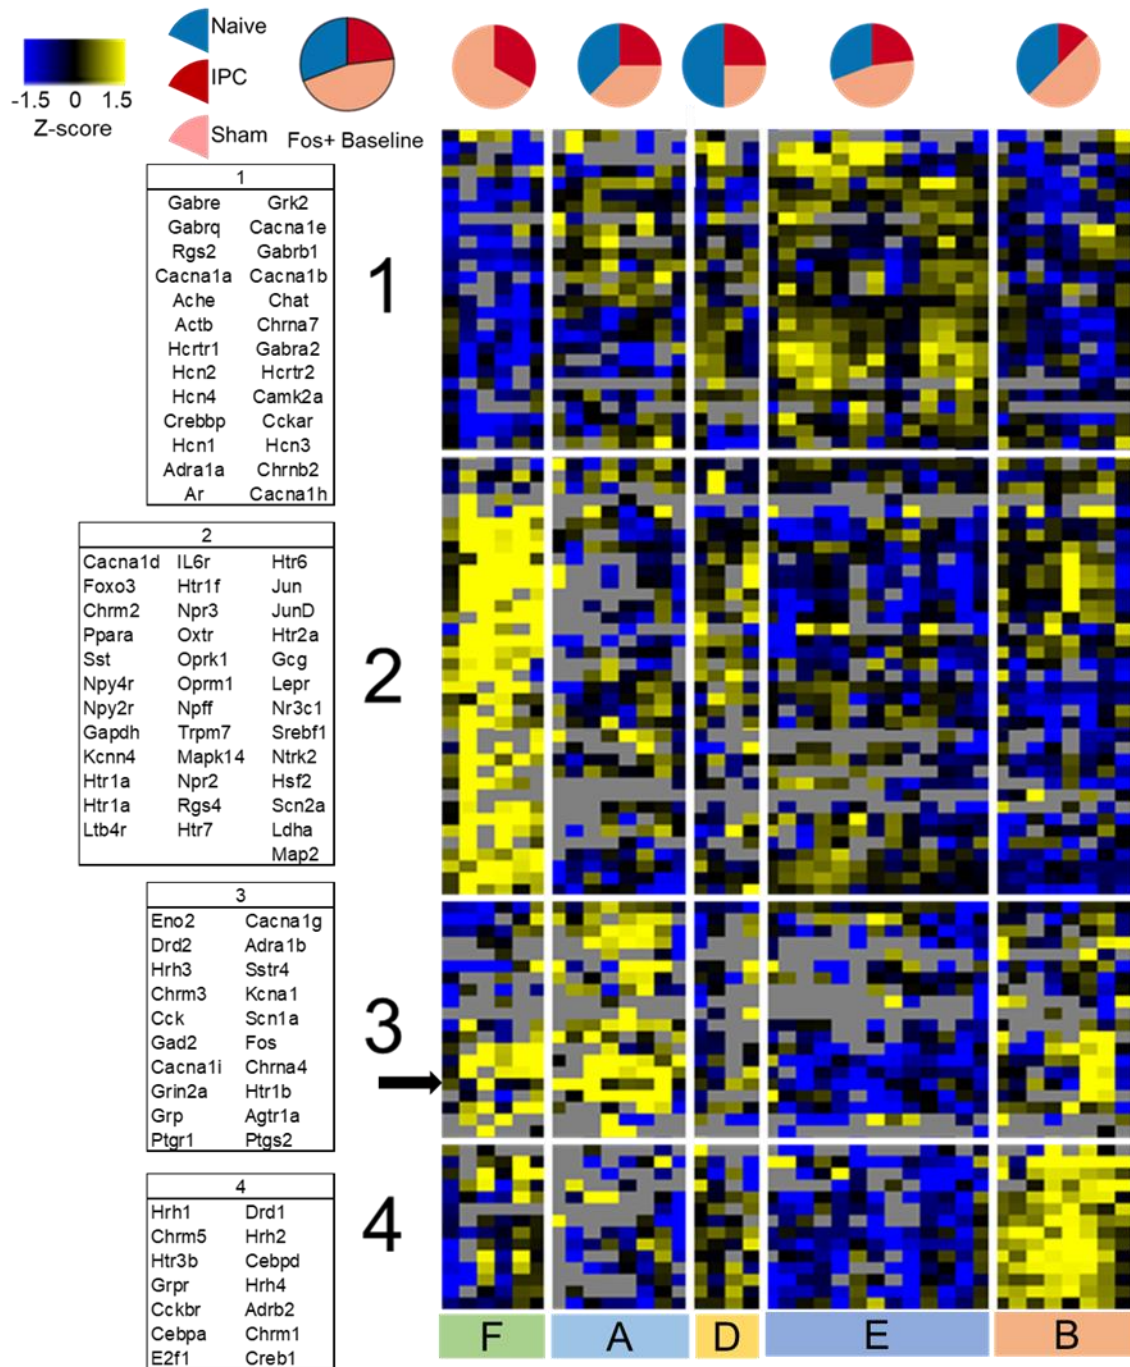

Figure S9: Clustering of Fos+ single neurons, related to Figure 3. Heatmap showing only Fos+ samples suggests characterization of a surgical effect, but not a specific RIPC effect. Heatmap is colorized by Z-score ($Z \pm 1.5$) within Fos+ samples only. Genes that comprise each cluster are given to the left of the heatmap, going down the columns then from left to right ascertain gene order on the heatmap. The row corresponding to Fos is shown by the black arrow in gene cluster 3. While the sample clusters of Figure 1B were not completely recapitulated here, there are similar patterns that emerged from the *de novo* hierarchical clustering algorithm performed on this subset.

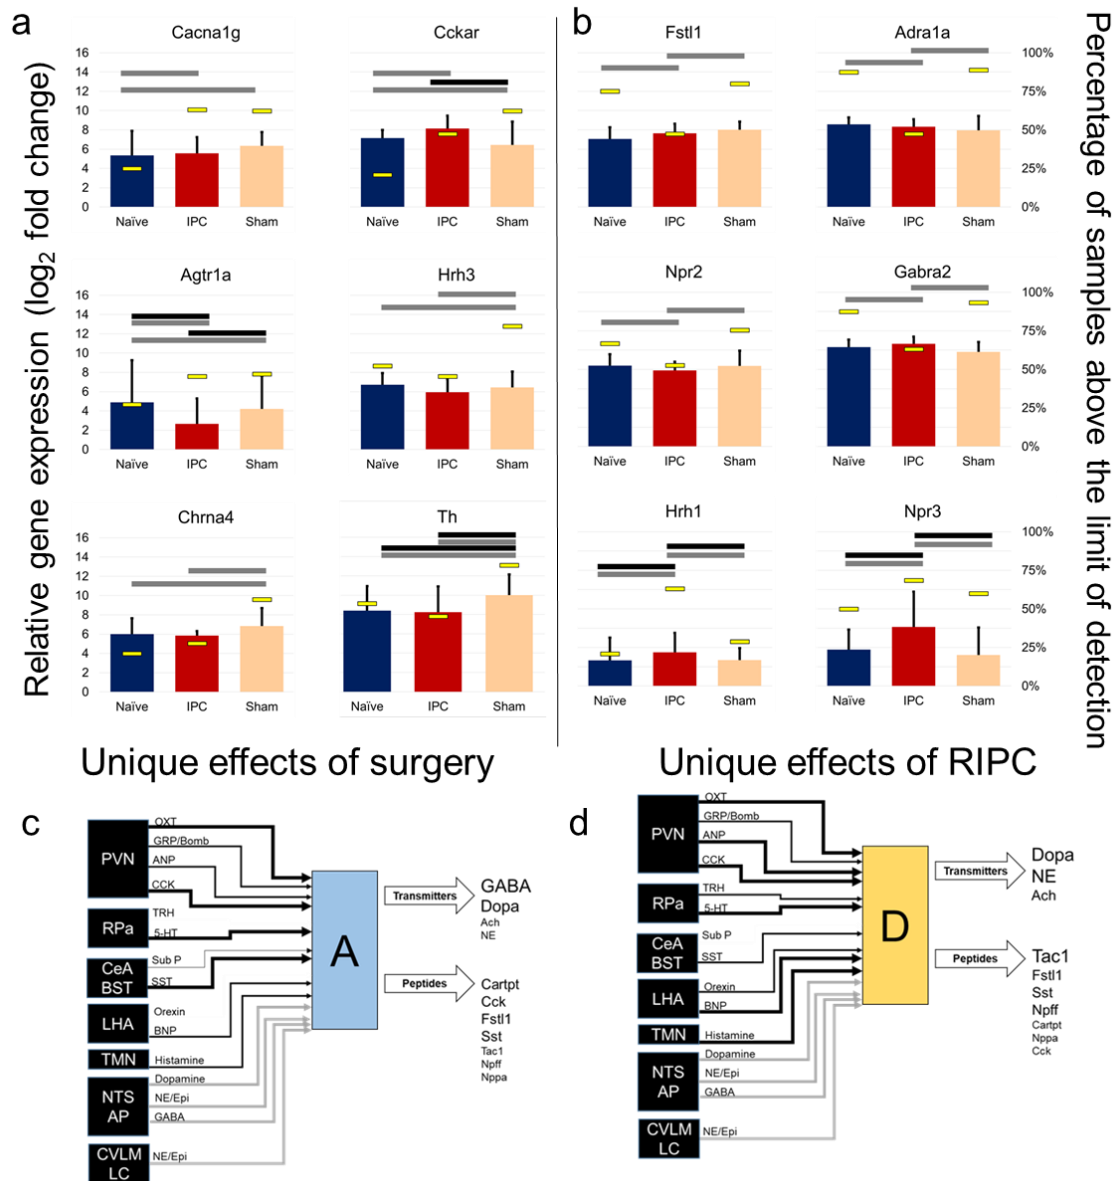

Figure S10: Effects of Sham and RIPC, related to Figure 3. (A) In a demonstration of the effects of the stress of surgery or anesthetic (Sham), several genes were differentially expressed in both the RIPC and sham cohorts as compared with the naïve. In the case of *Hrh3* and *Chrna4*, there appears to be a sham only effect, suggesting that the surgical treatment effects are mitigated by the addition of transient peripheral ischemia **(B)** Genes altered uniquely in RIPC versus either sham or naïve cohorts. Data shown here is for pooled samples only in order to generate the most accurate direct comparisons. For each of these genes, the single cell data mirrored the pooled sample data. The cut-off criteria used was a combination of binomial testing (gray bar, $p < 0.001$) and/or pairwise T-test (black bar, $p < 0.05$) to determine differences in percent of samples above limit of detection and expression values of expressing samples. Bars shown are mean $\pm$ SEM. **(C)** Neuronal state A with disproportionate association with the Sham condition as shown in state A₂. **(D)** Neuronal state D contains several uniquely upregulated genes in RIPC.

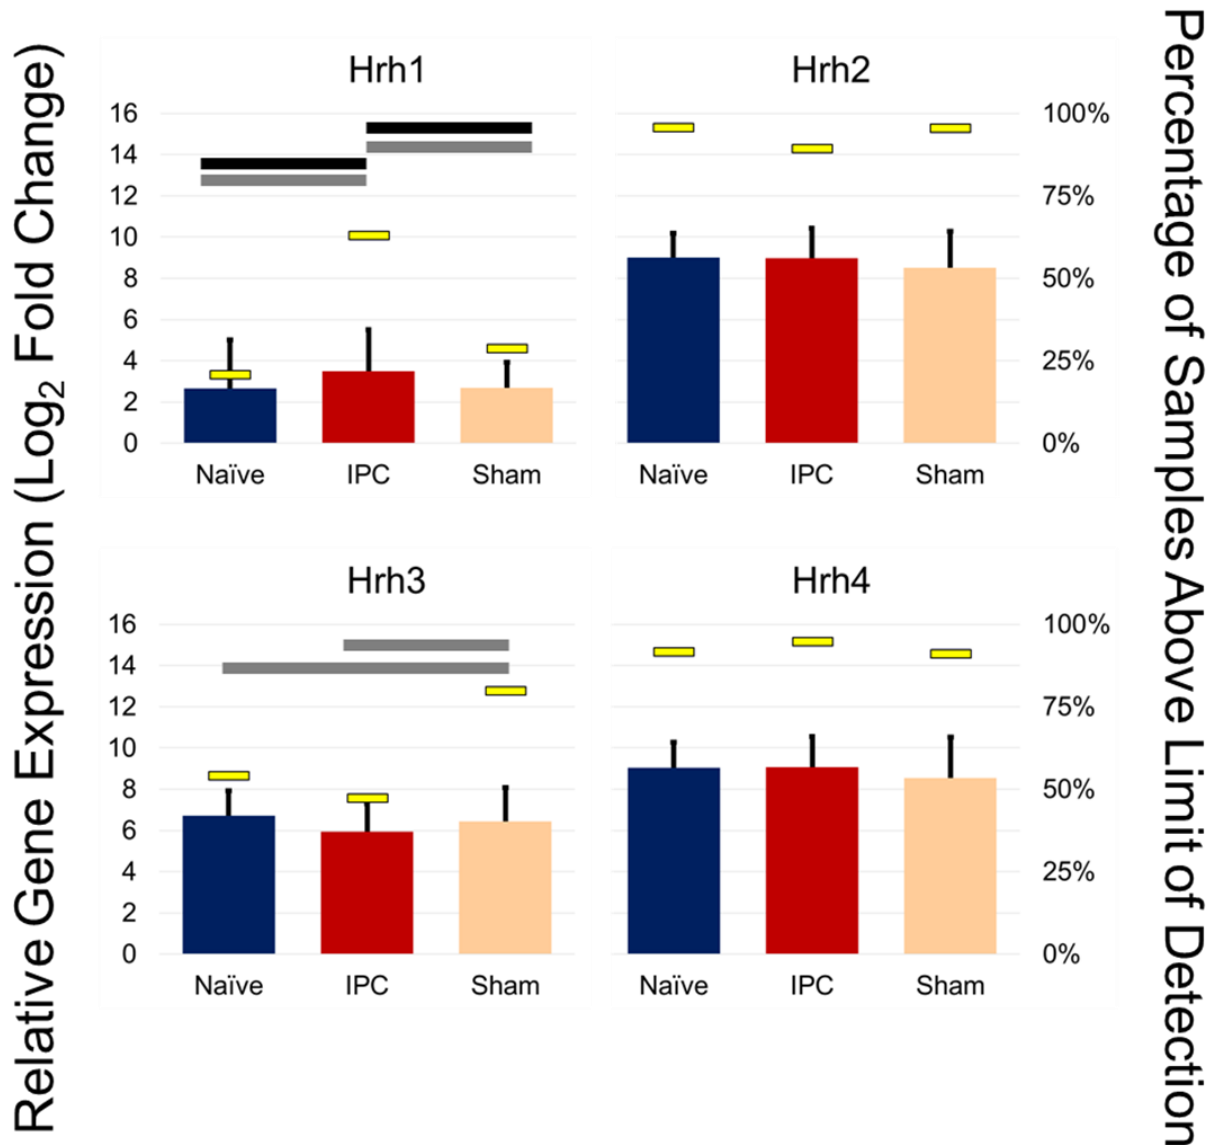

Figure S11: Histamine receptor subtype expression in response to RIPC and sham surgery, related to Figure 3. While the surgery itself leads to an increase in Hrh3 expression, this is suppressed in the RIPC to remain at naïve levels. In place of an increase in Hrh3 is an increase in Hrh1. The cut-off criteria used was a combination of binomial testing (gray bar, $p < 0.001$) and/or pairwise T-test (black bar, $p < 0.05$) to determine differences in percent of samples above limit of detection and expression values of expressing samples. As with other Figures, the left axis corresponds with the colored box with error bar (SEM) that represents gene expression (log₂ relative gene expression with zero as limit of detection). The right axis represents the percentage of samples within each cluster that have an expression value above the limit of detection and is shown by the narrow bar in each group.

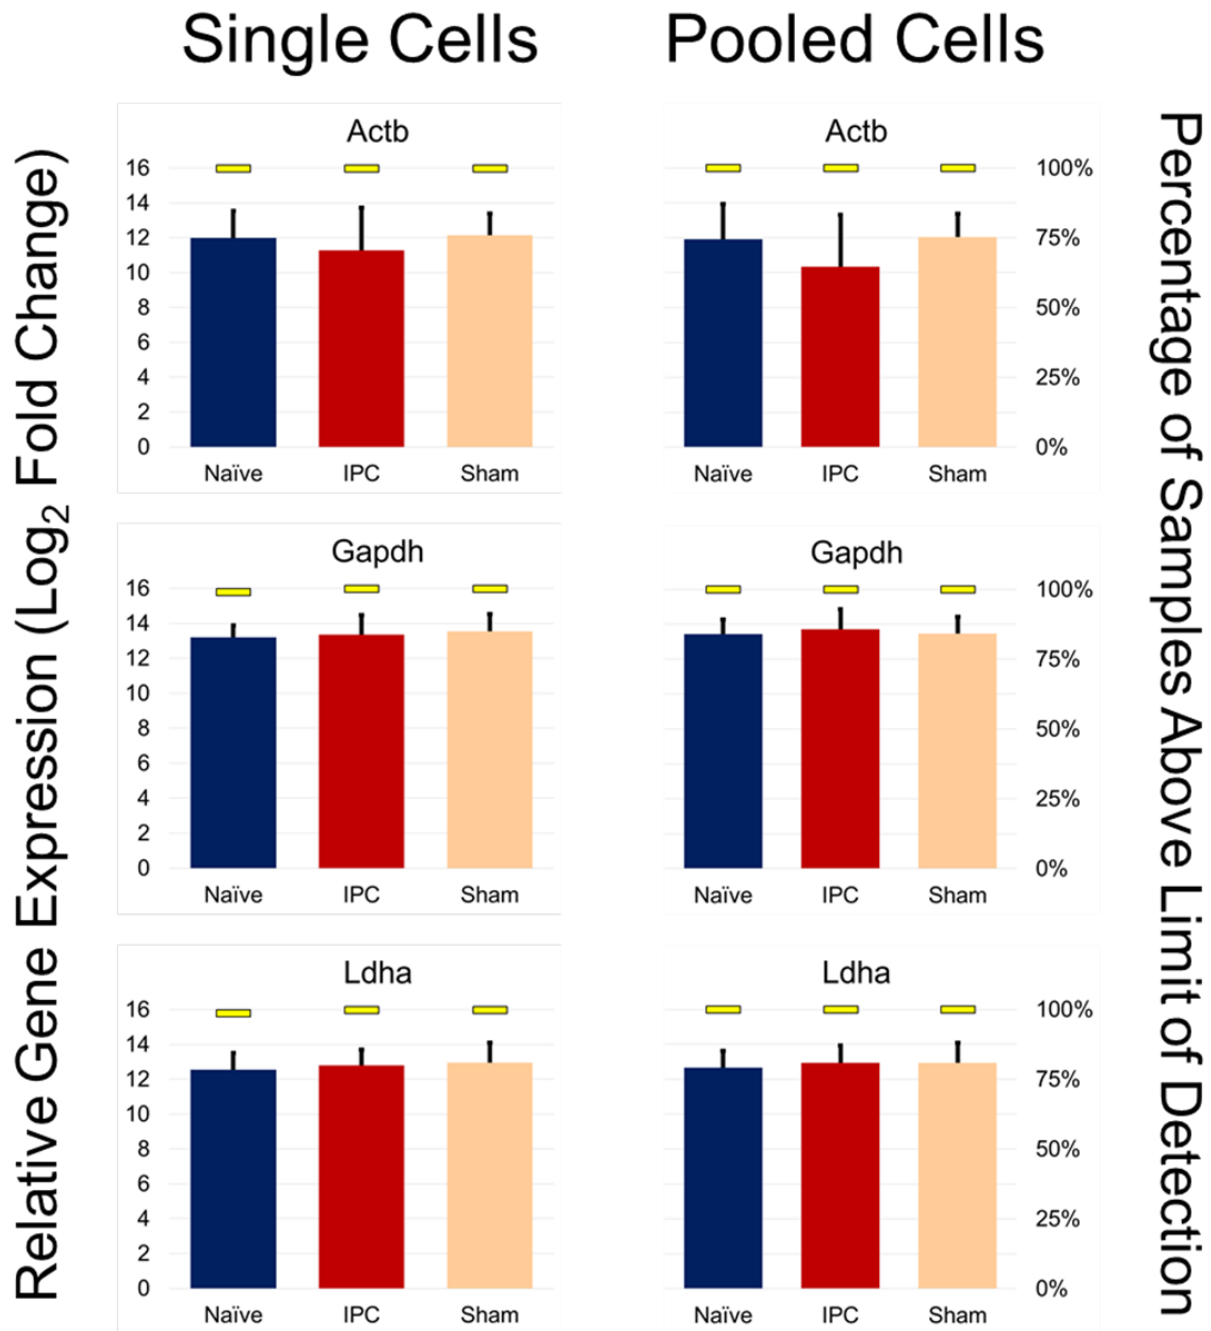

Figure S12: Reference gene expression in response to RIPC and sham surgery, related to Figure 3. Reference genes show no differences between treatment groups nor between single cells and pooled single cell samples. Given the differing number of single cell and pooled samples within each treatment group at baseline, it is important that the technical differences in assaying single cells versus pools not persist after sample median centering normalization. As with other Figures, the left axis corresponds with the colored box with error bar (SEM) that represents gene expression (log₂ relative gene expression with zero as limit of detection). The right axis represents the percentage of samples within each cluster that have an expression value above the limit of detection and is shown by the narrow bar in each group.

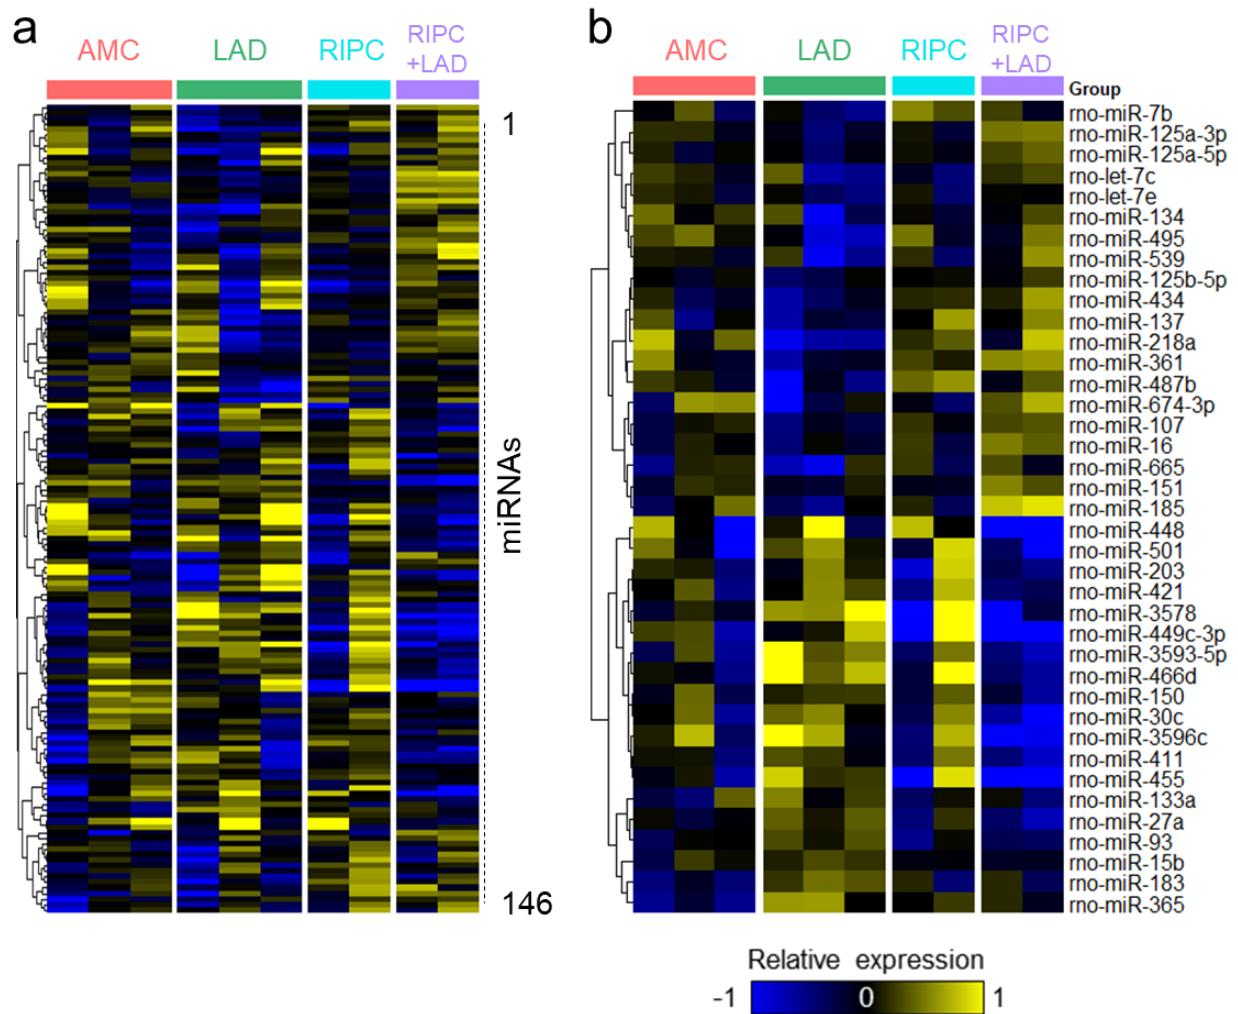

Figure S13: Expression profiles derived from Nanostring assays of microRNAs in whole DMV punches in response to LAD ligation with and without RIPC, related to Figure 4. (A) A total of 146 microRNAs were detected. **(B)** Template analysis identified a subset of microRNAs that showed dysregulation in LAD and normalization by RIPC. Samples are shown along the horizontal axis of the heatmap and microRNAs on the vertical axis.

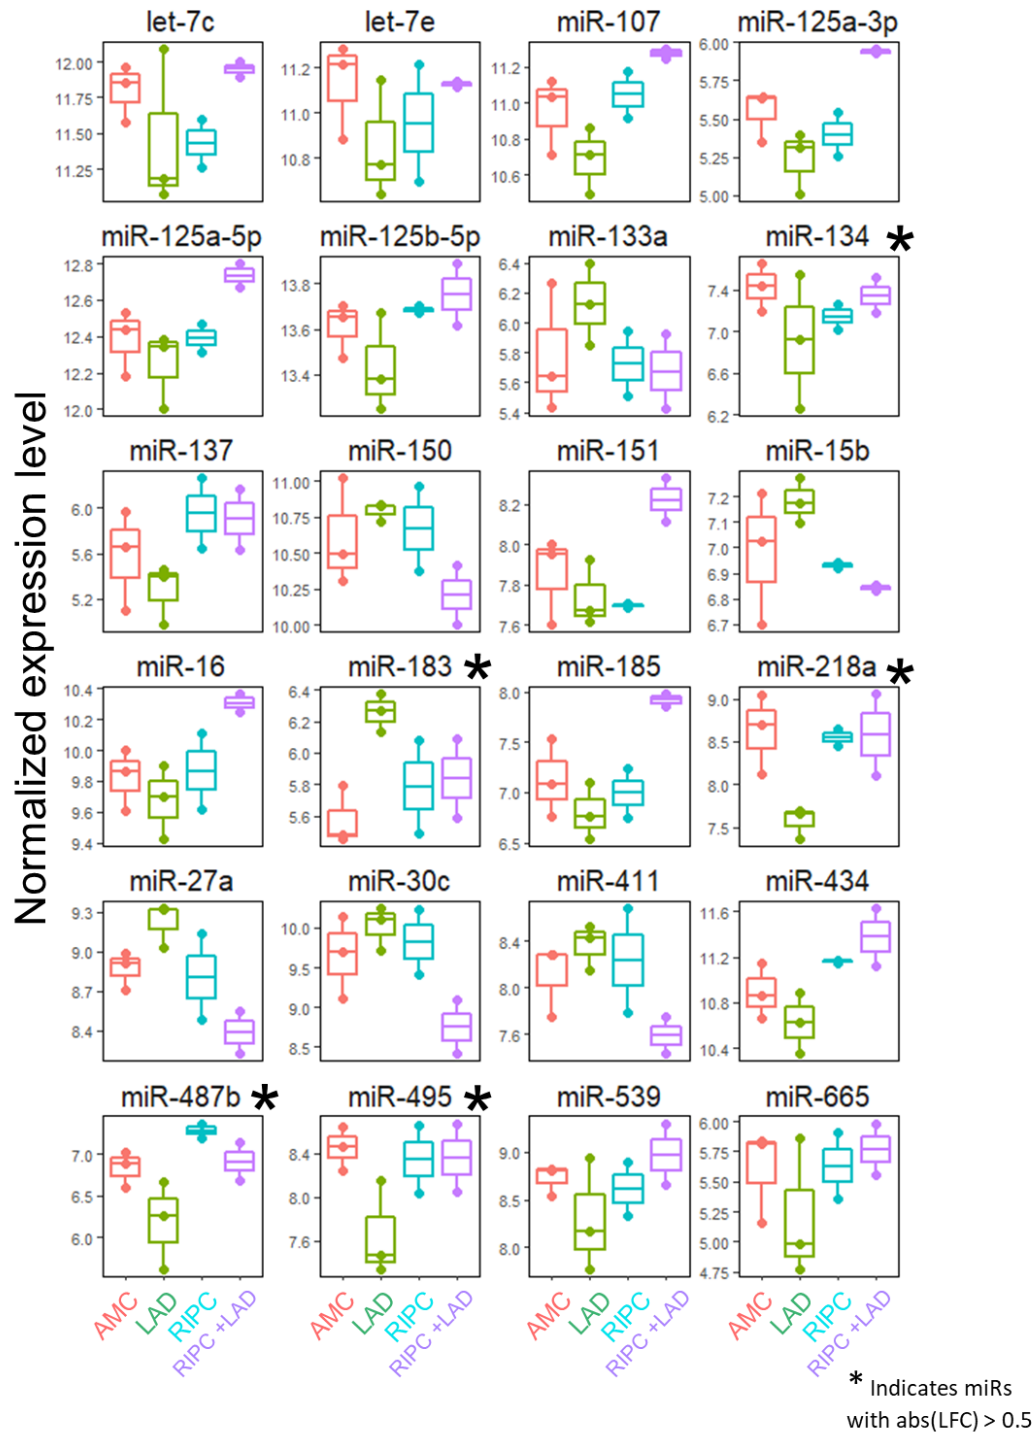

Figure S14: Expression profiles derived from Nanostring assays of microRNAs in whole DMV punches in response to LAD ligation with and without RIPC, related to Figure 4. Of the 39 miRNAs from template matching (Figure S13B), 24 miRNAs have average expression above 5.5. Box plots provide distribution of expression values for each experimental group, *Indicates miRs with $|\text{LFC}| > 0.5$.

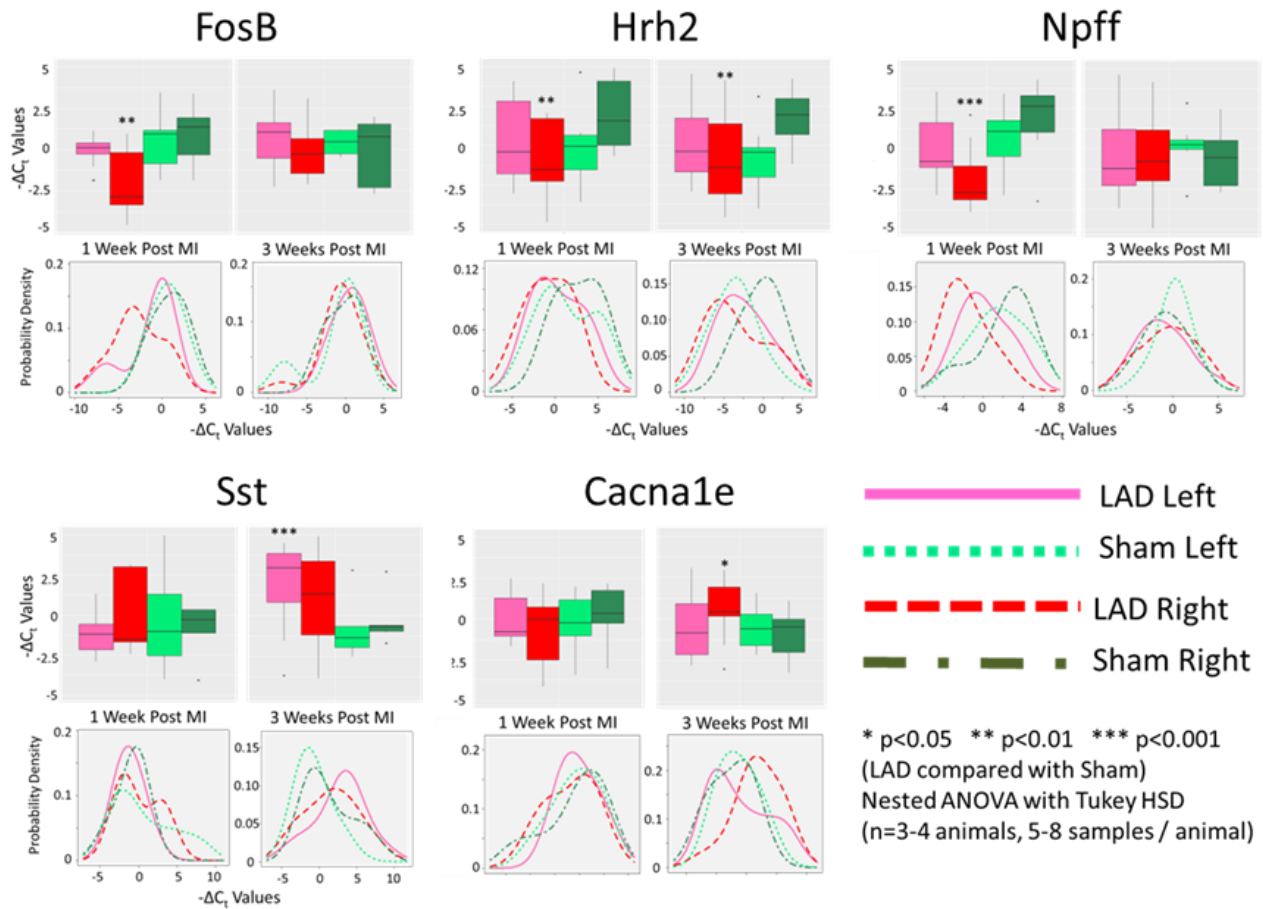

Figure S15: Genes with statistically different expression between experimental groups showed bilateral asymmetry, related to Figure 5. Of all the genes examined, only five showed statistically distinct expression levels between sham and LAD for either time point when accounting for animal level effects using a mixed linear model nested ANOVA (lme4 package in R). For each gene, boxplots of gene expression values are shown broken down by quartiles. Asterisks (*) indicate statistically significant differences between the sham and LAD surgery groups within a given time point on either the left or right side (as indicated by box/line color). Also shown for each gene is a density plot for the expression values for both left/right and sham/LAD conditions within a time point.

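At 3 weeks, the transcription factor gene Cux1 had the lowest p, with a mean -ΔCt of 0.12 ± 0.42 (SD, n = 4 animals) in LAD-3 and -1.44 ± 0.42 (n = 3) in Sham-3. This is a log2 fold change of 1.56 (standard error 0.36, adjusted p = 0.104 from limma). Sstr2 had 1.37 (standard error 0.43, adjusted p = 0.369), with -1.56 ± 0.16 in LAD-3 and -2.93 ± 1.02 in Sham-3. Gabrb2 (0.78), Rgs4 (0.90) and Srebf1 (0.72) came next, and Ldha (-0.69), Sstr3 (-0.80) and Cebpa (-0.56) had the lowest p among genes below 0. At 1 week, the lowest p was that of Npff, with -7.57 ± 1.12 (n = 2) in LAD-1 and -3.89 ± 1.37 (n = 2) in Sham-1 (log2 fold change -3.68, standard error 1.11, adjusted p = 0.493 from limma), and with missing values set low the Npff log2 fold change, LAD-1 against Sham-1, was -2.11. Nfatc1 (1.09), Agtr1a (1.17) and Hcn2 (0.87) were higher and Hrh2 (-2.66), Foxo4 (-1.92) and Camk2a (-2.04) lower at 1 week, none past the test. The log2 fold change was positive for 48 of the 78 genes tested at 3 weeks and 54 at 1 week, with 22 and 41 under scaling on the 35 most expressed genes.

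No gene passed an adjusted p of 0.05 from limma at 3 weeks, at 1 week or over both times, and 5, 5 and 8 genes had an unadjusted p under 0.05. The methods' mixed model, without adjustment over genes, called Gabrb2 at 3 weeks and Nfatc1 at 1 week, both with Tukey adjustment over the pairs of groups within the gene. Over both times, with no adjustment of any kind, it called 5 genes, Gabrb2, Hcn2, Nfatc1, Agtr1a and Rgs4. That model is fitted on samples, and its degrees of freedom over both times were 86 for Gabrb2, 88 for Hcn2 and 87 for Agtr1a, near the number of samples, and 7.22 for Nfatc1 and 7.88 for Rgs4, below the number of animals (11). They were 86 for Gabrb2 at 3 weeks and 6.37 for Nfatc1 at 1 week. With scaling on the 35 most expressed genes, a combination run after the data were examined, it called Gabrb2 at 3 weeks, Hcn2 at 1 week, and Gabrb2, Hcn2 and Npff over both. The test of a difference in the LAD effect between the times gave 0 genes with limma, and 2 at an unadjusted p under 0.05. For LAD-3 against Sham-3, with limma p adjusted over the list alone, Cux1 passed within GC-3 (p = 0.0133), a list chosen by the study on these samples. In the same contrast Sstr2 passed within the somatostatin genes (p = 0.0379). No gene passed within any other list or contrast, and nothing was adjusted over the lists.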

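On the right side at 1 week, Npff had a mean -ΔCt of -7.97 ± 1.03 (SD, n = 2 animals) in LAD-1 and -3.17 ± 0.31 (n = 2) in Sham-1, a log2 fold change of -4.80 (standard error 1.41, adjusted p = 0.242 from limma). With missing values set low, the Npff log2 fold change on the right, LAD-1 against Sham-1, was -1.78 (standard error 1.89, adjusted p = 0.810 from limma), and 6 of 9 Sham-1 and 9 of 9 LAD-1 samples had a value. On the left it was -2.69, and the difference between the sides had an unadjusted p of 0.199. Hrh2, a histamine receptor gene, had -3.41 on the right at 1 week (-7.96 ± 3.42 in LAD-1 and -4.55 ± 0.48 in Sham-1, adjusted p = 0.665) and -2.75 at 3 weeks (-8.32 ± 1.66 in LAD-3 and -5.57 ± 0.49 in Sham-3, adjusted p = 0.934). On the left at 3 weeks Hrh2 had 1.68, a difference between the sides of -4.43 (adjusted p = 0.162 from limma), which passed with all labelled samples and without LAD-1 animal DC or DF. The difference was the same in those settings, so these passes come from the estimate of spread that all groups share. The Hrh2 value on the right at 1 week was -0.998 without LAD-1 animal DC and -5.83 without DF. Cacna1e had 1.79 on the right at 3 weeks (2.02 ± 1.33 against 0.23 ± 0.19, adjusted p = 0.934), and Sst 2.72 on the left (0.29 ± 3.86 against -2.43 ± 1.69). Camk2a at 1 week had -1.52 on the left and -2.39 on the right. Fosb had a value in 71.3% of the samples and did not reach the minimum of 2 samples with a value in every animal. Under the alternatives that could test it on the right at 1 week, it had a log2 fold change of -4.30 with missing values set low (adjusted p = 0.541 from limma) and -3.76 without Sham-3 animal CG (adjusted p = 0.632 from limma).

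None of the 74 genes tested by side passed an adjusted p of 0.05 from limma, with 4 genes on the left and 4 on the right at 1 week, and 6 and 2 at 3 weeks, at an unadjusted p under 0.05. The test of the difference between the sides gave 0 genes, with 3 at 1 week and 2 at 3 weeks at an unadjusted p under 0.05. The mixed model of the methods called 5 gene and side pairs without adjustment over genes, which were Kcnn4 (1.41) on the left at 1 week, Nfatc1 (1.34) and Npff (-4.83) on the right at 1 week, and Sstr2 (1.77) and Gabrb2 (1.04) on the left at 3 weeks. With scaling on the 35 most expressed genes it called 1 pair, Gabrb2 (0.66) on the left at 3 weeks. In limma, Sstr2 on the left at 3 weeks had 1.97 (adjusted p = 0.206), Grk2 on the left at 1 week 2.10 (adjusted p = 0.226) and Kcnn4 on the left at 1 week 1.49.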

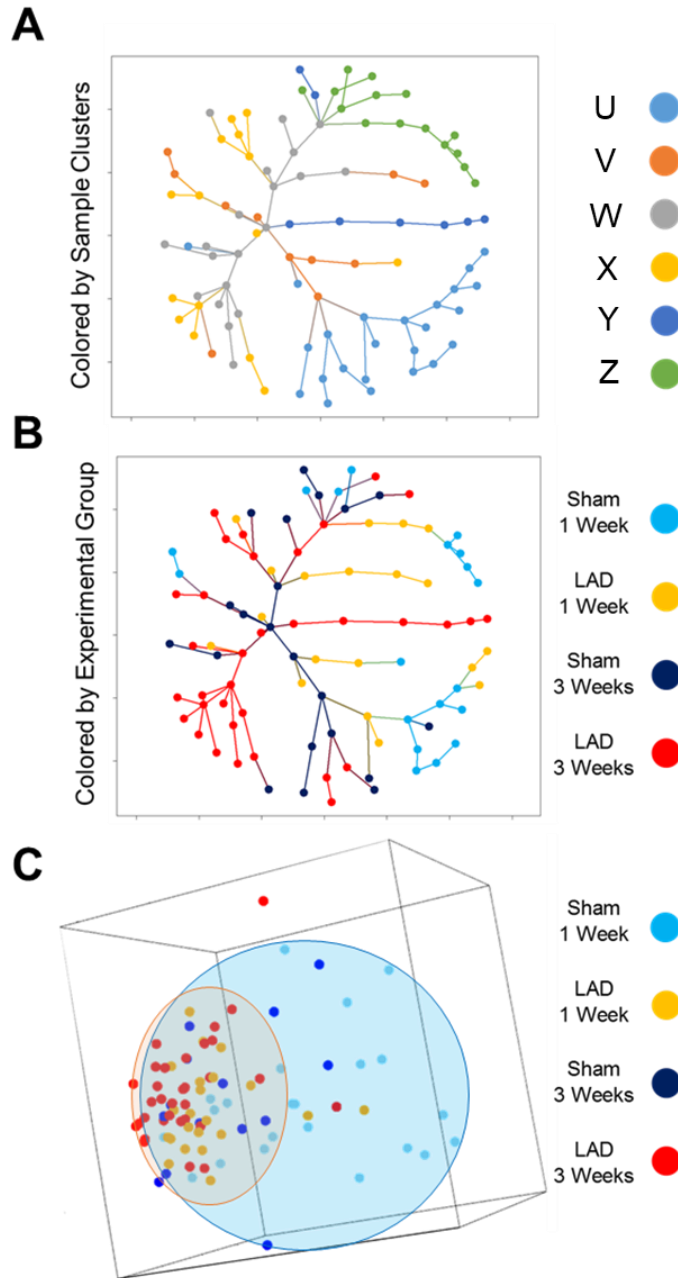

Figure S16: Dimensionality reduction through minimum spanning tree and principal component analysis demonstrates diminished expression space for LAD-3 samples toward the SC-C, SC-D, and SC-E expression patterns, related to Figure 5. (A) Minimum spanning tree colored by sample clusters shows that SC-B and SC-C are more transitional phenotypes with SC-A, SC-D, SC-E, and SC-F being more terminal. **(B)** The same minimum spanning tree as in **(A)**, but colored for experimental groups, shows the unique terminal branches of LAD-3 comprised of samples of the SC-D and SC-E phenotypes. **(C)** Plot of first three principal components with ellipsoids showing the general expression space for the sham samples (blue) and the LAD samples (orange) regardless of time point. Points are colored according to the experimental group. This plot demonstrates a reduction in the expression space (diversity) of LAD samples toward an expression pattern that is present in some of the sham samples.

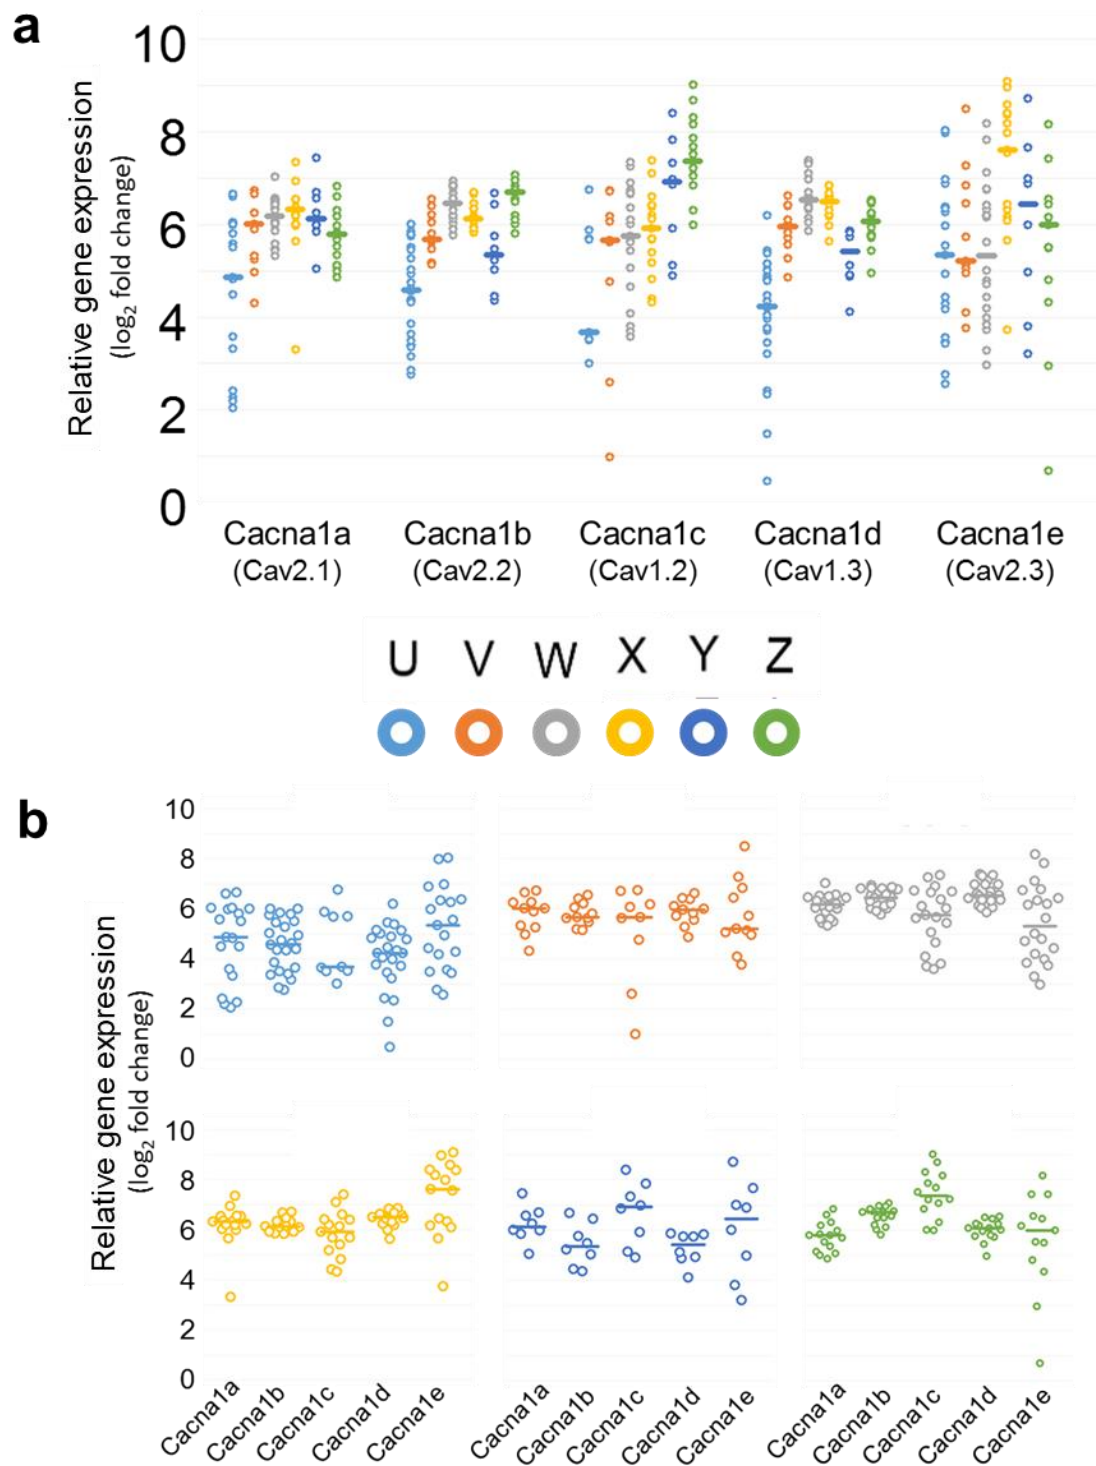

Figure S17: Expression of voltage gated calcium channels across samples clusters show some distinct patterns that may hint at functional behavior, related to Figure 5. (A) Each calcium channel's gene expression values across all sample clusters with each dot representing one sample of pooled neurons. **(B)** Each sample cluster's pattern of calcium channel expression with each dot representing a pooled neuron sample. Both **A** and **B** show the same data points, only grouped differently to aid in making comparisons.

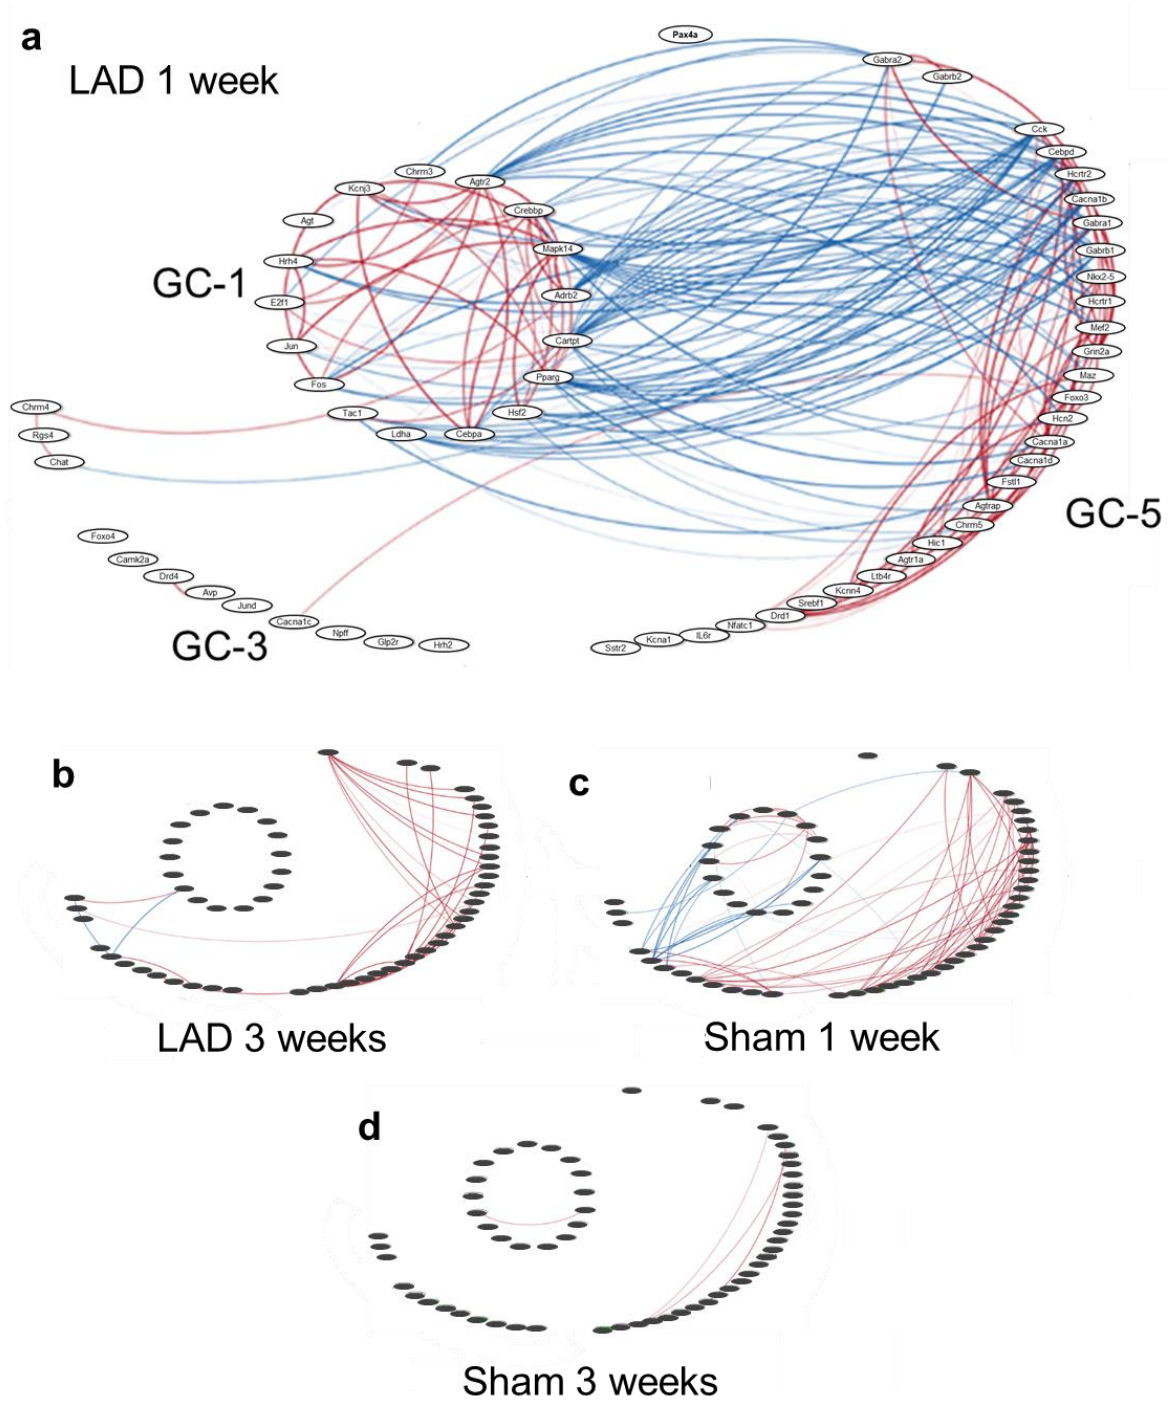

Figure S18: Correlation networks of each experimental group showing only edges that are unique to that group, related to Figure 5. Edges are derived from Pearson correlations with cutoff of $q < 10^{-3}$. Blue edges are negative correlations and red edges positive with the edge thickness proportional to the correlation coefficient. **(A)** Network for LAD-1 group and nodes enlarged to show gene names. **(B)** Network for LAD-3 group. **(C)** Network for Sham-1 group. **d** Network for Sham-3 group.

LAD 1 week
all edges ($q < 10^{-3}$)

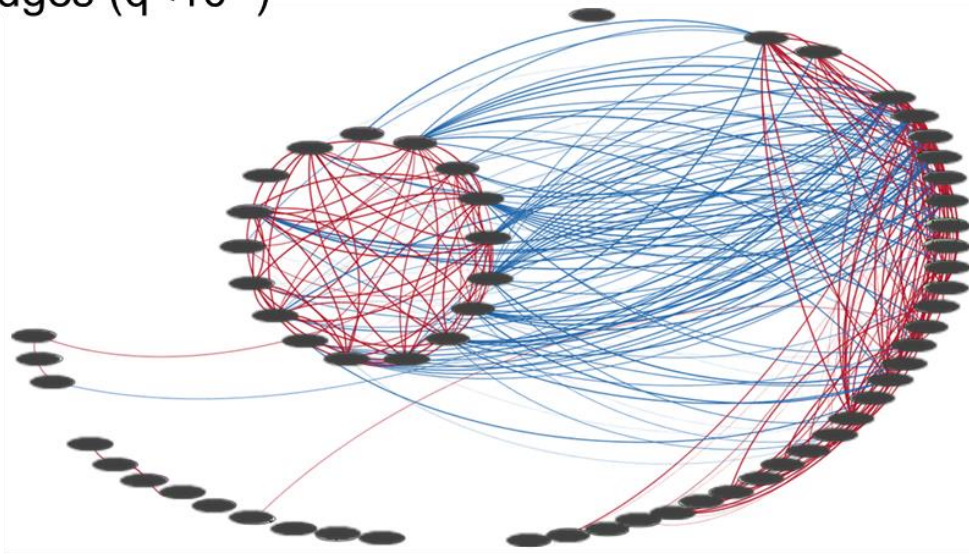

Sham 1 week
all edges ($q < 10^{-3}$)

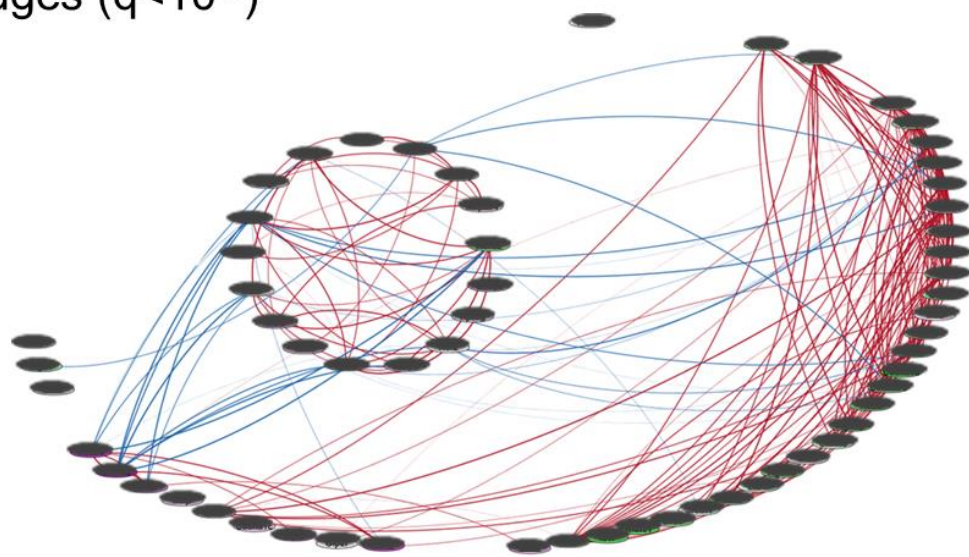

Figure S19: Correlation networks of each experimental group showing all edges, related to Figure 5. Edges are derived from Pearson correlations with cutoff of $q < 10^{-3}$. Blue edges are negative correlations and red edges positive with the edge thickness proportional to the correlation coefficient.

LAD 3 weeks
all edges ($q < 10^{-3}$)

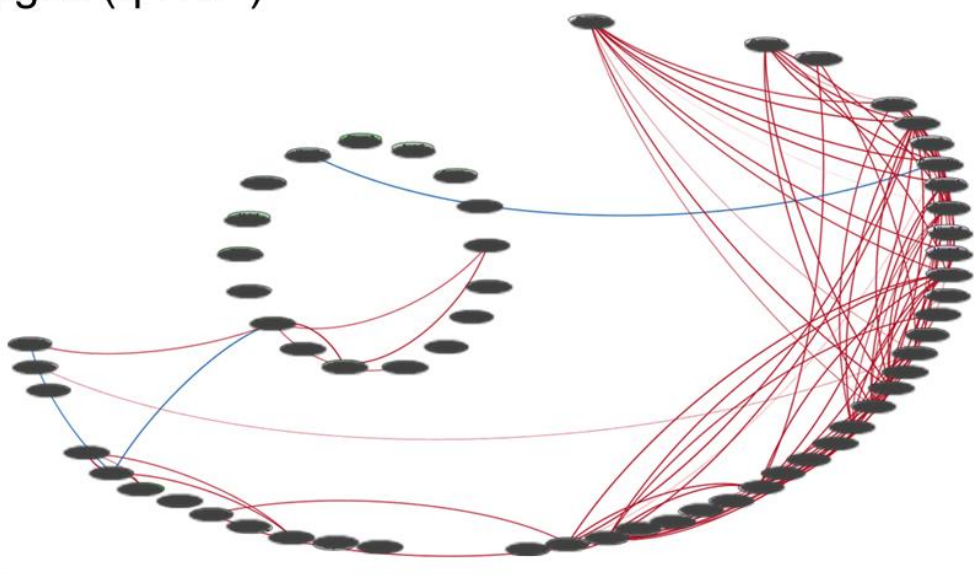

Sham 3 weeks
all edges ($q < 10^{-3}$)

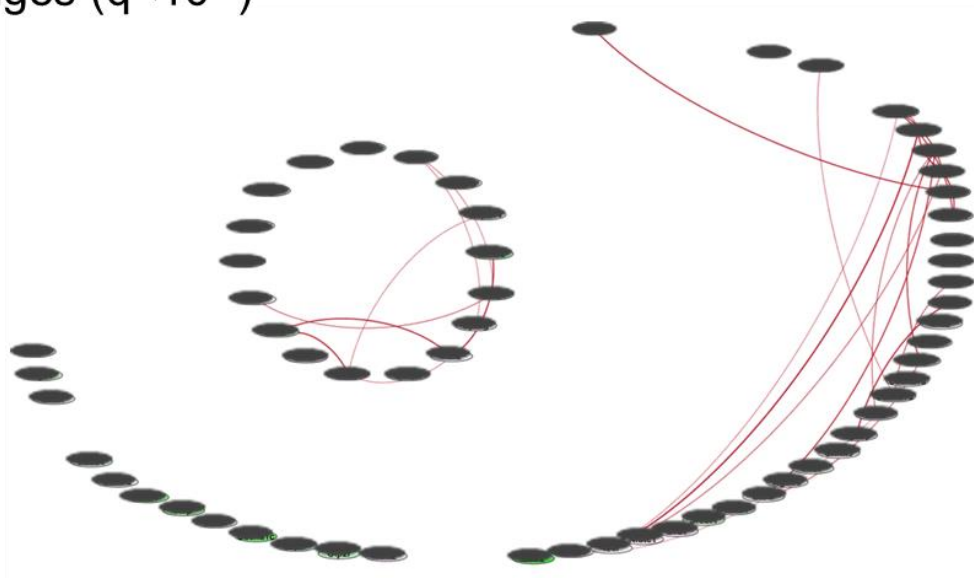

Figure S20: Correlation networks of each experimental group showing all edges, related to Figure 5. Edges are derived from Pearson correlations with cutoff of $q < 10^{-3}$. Blue edges are negative correlations and red edges positive with the edge thickness proportional to the correlation coefficient.

LAD1-Sham1
Common Network
Color: LAD1 – Sham1

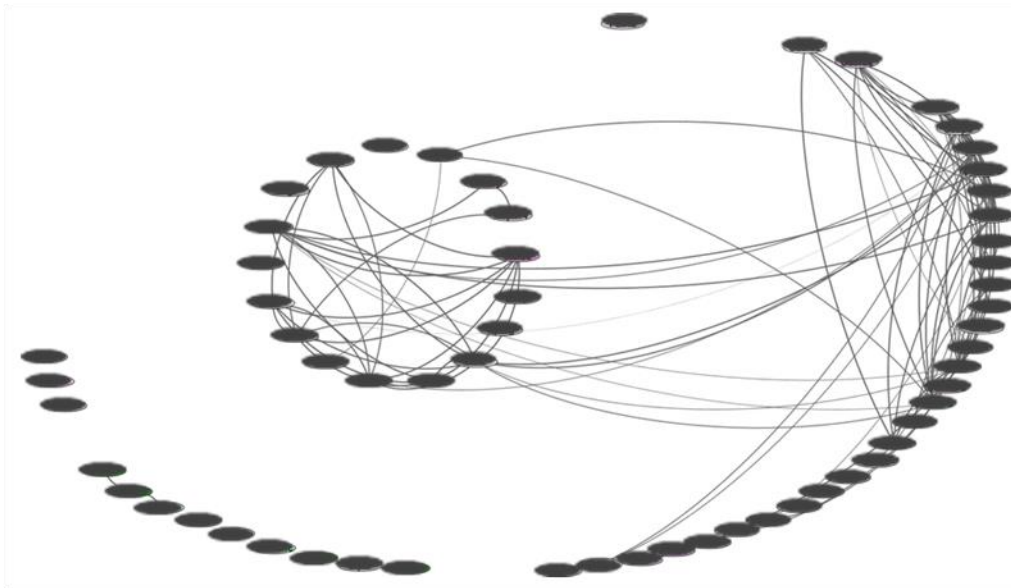

LAD1-LAD3
Common Network
Color: LAD1 – LAD3

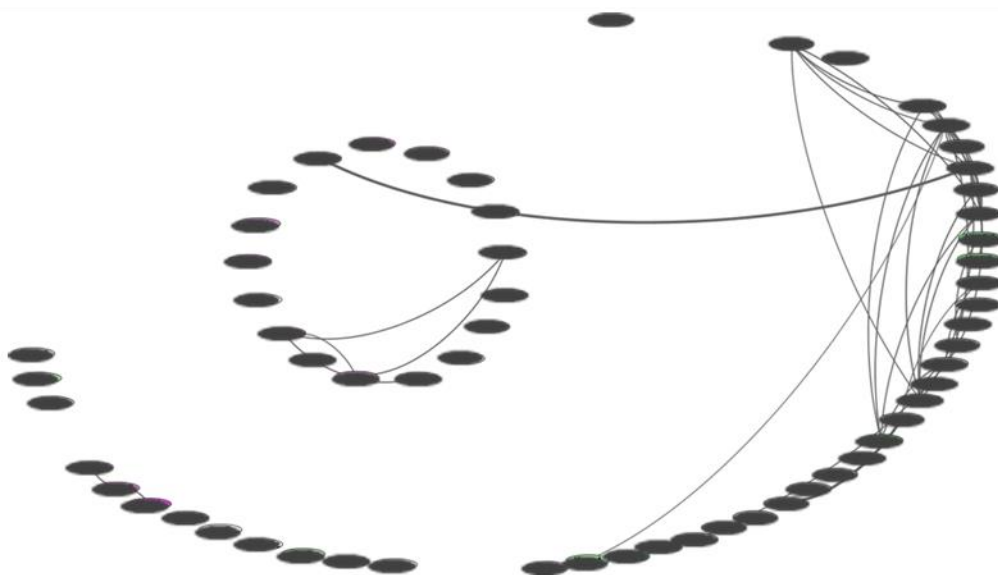

Figure S21: Network representations of common edges between two groups, related to Figure 5. Edge thickness is proportional to the average correlation coefficient. Inclusion of edges are from Pearson correlations with $q > 0.001$.

Gene Cluster		Peptides	Peptide Receptors	Transmitters	Transmitter Receptors	Ion Channels	Transcription Factors	Other
	1	Cck<br>Sst<br>Nppa<br>Tac1	Npr3<br>Cckbr<br>Npy4r<br>Oxtr		Chrm1<br>Chrm2<br>Chrm5<br>Adra2a<br>Adrb2<br>Drd1	Hrh2<br>Hrh4<br>Htr1b<br>Htr1d<br>Htr1f<br>Htr3b	Cebpa<br>Cebpd<br>Creb1	
	2					Scna2		Ldha<br>Gapdh<br>Map2
	3		IL6r<br>Ltb4r<br>Oprk1<br>Npy2r<br>Sstr4		Hrh1<br>Chrm3<br>Htr1a	Kcnn4	E2f1<br>Jun	
	4	Cartpt	Galr1<br>Grpr<br>Oprm1<br>Sstr2	Th<br>Dbh				
	5		Npr2	Gad1<br>Gad2	Adra1a<br>Adra1b<br>Drd2	Cacna1d<br>Cacna1i<br>Hcn1	Hsf2	Rgs4<br>Rpl19
	6			Ache	Gabrb2<br>Hrh3	Gabrb2<br>Hcn2<br>Scn1a	Srebf1<br>Foxo3<br>Nr3c1	Actb<br>Eno2<br>Crebbp<br>Agtrp<br>Grk2
	7	Npff	Hcrtr1<br>Hcrtr2<br>Thrh		Gabre<br>Gabrq<br>Htr2a	Cacna1h<br>Gabre<br>Gabrq<br>Hcn3<br>Trpm7	Ar	Mapk14<br>Rgs2
	8	Fstl1		Chat	Gabra1<br>Gabra2<br>Gabrb1<br>Chrb2<br>Chrna7	Gabra1<br>Gabra2<br>Gabrb1<br>Chrb2<br>Chrna7	Cacna1a<br>Cacna1b<br>Cacna1e<br>Hcn4	Camk2a

Table S2: Categorization of genes from each of the clusters defined in the heatmap of Figure 1B and 3A. Gene clusters were determined by unbiased hierarchical clustering, as described in methods. There are tendencies for ion channels to be in only a few clusters, suggesting that the milieu of channels expressed is coordinated rather than emergent from a series of diverse inputs.

Surgery	Survival Time	Number of Animals	Number of Neurons	Number of Samples
**Sham**	**1 week**	3	133	19
**LAD**	**1 week**	3	136	17
**Sham**	**3 weeks**	3	158	21
**LAD**	**3 weeks**	4	279	34

**<u>Ion Channels</u>**		**<u>Neuropeptides</u>**	**<u>Transcription Factors</u>**	
Cacna1a	Gabre	Agt	Agtr2	Hsf2
Cacna1b	Gabrq	Avp	Cebpa	Jun
Cacna1c	Grin2a	Cartpt	Cebpb	Jund
Cacna1d	Hcn2	Cck	Cebpd	Maz
Cacna1e	Kcna1	Gal	Creb1	Mef2
Gabra1	Kcnj3	Npff	Cutl1	Nfatc1
Gabra2	Kcnn4	Sst	E2f1	Nfkb
Gabrb1	Trpc6	Tac1	Fos	Nkx2-5
Gabrb2			Foxo3	Pax4a
			Foxo4	Pparg
			Hic1	Srebf1
**<u>G-protein Coupled Receptors</u>**			**<u>Modulators</u>**	**<u>Others</u>**
Adra1b	Drd1	Hrh4	Agtrap	Chat
Adra2	Drd2	IL6r	Camk2	Ldha
Adrb2	Drd4	Ltb4r	Crebbp	
Agtr1a	Fosb	Oxtr	Fstl1	
Chrm1	Glp2r	Sstr2	Grk2	
Chrm2	Hcrtr1	Sstr3	Grk3	
Chrm3	Hcrtr2	Sstr5	Mapk14	
Chrm4	Hrh1	Tnfrsf1a	Rgs3	
Chrm5	Hrh2		Rgs4	

Table S3: Experimental design for chronic ischemia including distribution of sample collection and list of genes with categories, related to Figure 5.

Gene Cluster

GC-1
GC-2
GC-3
GC-4
GC-5

Peptides	GPCR's	Ion Channels	Modulators	Transcription Factors	Others
Cartpt<br>Tac1<br>Agt	Agtr2<br>Chrm3<br>Hrh4<br>Adrb2	Kcnj3	Mapk14	Pparg<br>E2f1<br>Cebpa<br>Hsf2<br>Crebbp<br>Fos<br>Jun	Ldha
Sst<br>Gal	Sstr3<br>Oxtr<br>Adra1b<br>Chrm1		Grk3	Cebpb<br>Nfkb	
Npff<br>Avp	Drd2<br>Hrh2<br>Tnfrsf1a<br>Glp2r	Cacna1c<br>Trpc6	Rgs3<br>Camk2a	Fosb<br>Foxo4<br>Cutl1	
	Hrh1<br>Chrm2<br>Adra2<br>Chrm4	Gabrae<br>Gabraq			Chat
Cck<br>Fstl1	Sstr5<br>Sstr2<br>Drd1<br>Chrm5<br>Hctr2<br>Agtr1a<br>Ltbr4<br>IL6r<br>Hctr1	Cacna1a<br>Grin2a<br>Gaba2a<br>Cacna1b<br>Gabbr1<br>Kcnn4<br>Gabbr2<br>Cacna1d<br>Gabra1<br>Hcn2<br>Kcna1<br>Cacna1e	Agtrap<br>Grk2<br>Rgs4	Pax4a<br>Jund<br>Hic1<br>Mef2a<br>Foxo3<br>Nkx2-5<br>Maz<br>Cebpd<br>Nfatc1<br>Srebf1<br>Creb1	

Table S4: Categorization of genes from each of the clusters defined in Figure 5A.

Transparent Methods

Animals

This study used adult male Sprague Dawley rats in the weight range 250-300g (Envigo). All animal experiments were carried out in accordance with protocols approved by the Thomas Jefferson University Institutional Animal Care and Use Committee.

Procedure for remote ischemic preconditioning (RIPC)

The remote ischemic preconditioning (RIPC) protocol used here largely mirrors that described by Gourine, Mastitskaya and colleagues (Mastitskaya et al. 2012; Basalay et al. 2016) with all protocols being approved by the Thomas Jefferson University Institutional Animal Care and Use Committee. Adult 250-300g male Sprague Dawley rats (Envigo) were given a single intraperitoneal injection of ketamine/xylazine (100 mg/kg and 10 mg/kg) and then subjected to either a sham surgery or the RIPC protocol. Both surgeries involve bilateral small incision in the upper thigh, isolation of the femoral vein and artery from the nerve in the femoral sheath, and placement of a suture thread around only the vessels. In the RIPC procedure the thread was tied to occlude the vessels, being left untied in the sham, for fifteen minutes. The suture was removed and the limbs permitted to reperfuse. Both the ischemia and reperfusion were confirmed through visualization of blood flow and pallor followed by subsequent recoloration of the surrounding muscle tissue. The animals survived for two and half hours further before sacrifice. During this survival period, the animal was placed on an isothermal heating pad and the wounds in the lower limbs covered with gauze pads soaked in sterile saline. For heart stained with 2,3,5-triphenyltetrazolium (TTC), methods were followed similar to those outlined in prior work (Redfors et al. 2012). In brief, post-mortem hearts were sectioned at a thickness of ~5mm and stained using neutral TTC for 20 minutes and then stored in phosphate buffered saline for 12 hours prior to imaging. The timing for each survival period is as shown in Figure 4B. These methods apply to data shown in Figures 3, 4, 6 as well as Supplemental Figures S5-S12.

In vivo manipulations - chronic ligation of the left anterior descending artery (LAD)

All experiments were performed with the approval of the Institutional Animal Care and Use Committee at Thomas Jefferson University. All procedures and sacrifices were done within the same four hour circadian period. Male Sprague-Dawley rats (250-300g) were anesthetized with ketamine (100mg/kg) and xylazine (10mg/kg) and intubated with an 18g venous catheter and the animal was ventilated with oxygen-enriched room air using a rodent ventilator (Harvard Apparatus). A left thoracotomy was performed using aseptic technique and the heart was exteriorized. The left anterior descending (LAD) artery ligation was performed by passing a 6-0 prolene cardiac suture around the LAD artery and tying it off. Paling of the myocardium was observed before the heart was replaced back into the thoracic cavity and the thoracotomy closed with 4-0 silk suture. The sham ligation procedure involved the same preparations and left thoracotomy, but instead involved passing the 6-0 suture and needle around the LAD artery without tying the suture. The animals were then extubated and allowed to recover on a heating pad for four hours before being transported back to the holding facility where they were maintained in a 12h light-dark cycle and given *ad libitum* access to food and water. Animals were monitored post-surgically every 24 hours for signs of distress or improper healing and removed from the study if any such signs presented. These methods apply to data shown in Figure 5 as well as Supplemental Figures S13-S21. For the data shown in Figure 4, the RIPC methods described

above as well as LAD ligation as described here were used, except with survival times as described in the figure legend.

Animal Sacrifice and Harvesting of Brainstem

After the appropriate survival period (1 to 3 weeks for LAD/Sham experiments, 2.5 hours for RIPC experiments), each animal sacrificed by rapid decapitation that was preceded by brief 60 seconds of 5% isoflurane in O₂. The brain was quickly removed and placed into ice cold artificial cerebrospinal fluid for separation of the brain stem that was then rapidly frozen in optimal cutting temperature (OCT) medium for cryosectioning. The heart was removed and rinsed in cold PBS before being rapidly frozen in OCT. No more than ten minutes passed between decapitations and freezing the tissue in OCT for each animal.

Processing of Samples for LCM

The brain stems were sectioned at 10µm and collected on SuperFrost Plus glass slides in preparation for laser capture microdissection (LCM). Neurons in the DMV were identified by use of a rapid (~15 minutes) immunofluorescence labeling procedure staining for NeuN. We have employed this method in our previous studies (e.g., Park et al 2014). In brief, high concentration of primary NeuN with alternative organism Fc binding to a secondary fluorescent antibody is performed followed by a rapid dehydration process involving increasing ethanol concentrations with two xylene washes prior to LCM. A DAPI stain is also included along with the secondary antibody to provide an opportunity for visualization of the nucleus. Such methods have been shown to adequately stain high-abundance proteins like NeuN for the purposes of cell identification while maintaining the quality of mRNA. Single neurons and pools (composed of 2-5 neurons) were collected from the DMV of adult male Sprague Dawley rats (N=3 animals) in the region coextensive with the area postrema using the Arcturus HS Capsure system, which involves use of an infrared laser to bend a membrane on a cap to contact tissue on a slide and isolate it for downstream processing. Each Arcturus cap containing neurons was visualized after capture to ensure that only neurons were included in the samples. Any cap containing non-neuronal cells were not used in the study. Apart from collecting neurons only, some samples were collected from the same slides that included the entire area of the DMV represented on that slice. The samples for this study were all collected from the part of the DMV that begins at the obex and runs caudally for 500µm.

Rationale for RT-qPCR

Morphological studies on DMV neurons have suggested for some time that there is some heterogeneity within the population (Gao et al. 2009; Fox & Powley 1992). Such work has led to uncovering of multipolar peripherally projecting efferent neurons, multipolar GABAergic interneurons, and a population of unipolar neurons (Rinaman et al. 1989). It has also been shown that there is some organization within the nucleus as to the efferent vagal targets with interneurons interspersed (Fox & Powley 1992). To date, there has been significant work attempting to identify the molecular biology that underlies DMV function, but through examination of only a handful of transmitters or peptides at a time. Many of the co-labeling studies that were performed found some populations of dual labeled cells, suggesting that co-expression of essential neurotransmitters or receptors is more the rule than the exception, a concept that will be further developed in the work that follows. This work aims to understand the molecular heterogeneity of DMV neurons through broad examination of gene expression. In order to reliably assay gene expression at the level of single cells, it was decided to take a targeted multiplex RT-qPCR approach rather than RNA-seq. In the majority of single cell RNA-seq experiments, it is very

difficult to detect low levels of expression in a reliable and repeatable way, often requiring reliance on the gold standard of PCR to confirm essential findings. Further, it is often the case that a cohort of a few hundred genes are found to be differentially expressed and even less than that to find biological relevance. Our approach considers a targeted set of 100-200 genes that are highly likely to have functional implications to DMV effector function, based upon the body of published literature accumulated to date on DMV in a variety of contexts and disease states (Table S1). Until the sensitivity and specificity of RNA-seq for single cells or larger scale targeted gene expression techniques like MER-FISH are refined, any approach will inevitably miss something, whether through technical limitations or incomplete target gene selection. Our approach here provides data with very high fidelity from which analysis and reasoning can be carried forth with confidence.

Selection of genes for RT-qPCR

The multiplex RT-qPCR experimental design included genes, which are listed in Tables S1 and S3. The selection of these genes from the thousands expressed in the DMV was accomplished through inference based on our previous work in the dorsal vagal complex and through analysis of publicly available transcriptomic studies. There is, however, one dataset examining the DMV in human patients with Parkinson's disease (PD) that may be helpful in understanding DMV pathology (GDS4154). Through use of ANOVA and template-matching, several genes that were differentially expressed in PD patients and only changed in the DMV were considered in constructing the gene list for this current work. Further justification for gene assay selection can be found in the Table S1.

High throughput RT-qPCR

The gene expression was measured in each sample using multiplex RT-qPCR via the Biomark system from Fluidigm (Park et al. 2014). These samples were randomly allocated to three different microfluidic chip multiple qPCR runs along with samples across treatment groups to minimize technical noise across sample types. For naive animals 84 samples passed quality control composed of 60 single cell samples and 24 cell pools totaling 156 cells in all. 106 samples passed quality control comprising 45 RIPC and 61 sham from N=3 animals for each cohort. Pooled single cell samples were prepared for multiplex real-time quantitative polymerase chain reaction (RT-qPCR) with the Biomark HD system using VILO III (ThermoFisher) reverse transcription of RNA into cDNA followed by 22 cycles of pre-amplification (Taqman Pre-amp Master Mix) of the cDNA using the collection of primers that were utilized in the multiplex RT-qPCR. Each set of primers was designed to span introns when possible and was validated through *in silico* PCR (Primer BLAST, NCBI) and observation of a single band with the expected amplicon size on PCR gel using standard rat brain RNA (Park et al. 2014). The quality of the results of the multiplex RT-qPCR was ensured through examination of the melt curves and standard curves. If there were multiple peaks for the melt curves or if a reliable standard curve was not present, the assay was not used in further downstream analysis. Similarly, if a sample showed that more than half of the assays were below the limit of detection, the entire sample was not utilized in downstream analysis. Similar techniques were utilized for the chronic ischemia experiments with the gene assays and numbers enumerated in Table S3.

Normalization and Handling of Missing Information

Raw C_t values from the multiplex RT-qPCR that passed melt curve based quality control were first median centered within each sample in order to account for the variations in total RNA in the sample to get delta C_t values. For analysis and reporting purposes, negative delta C_t ($-dC_t$) values

were used because a lower C_t value is representative of a higher expression level. By using $-dC_t$ values, higher values now represent higher gene expression and are normalized to account for different initial total RNA amounts. One difficulty with assaying single cells in general is the large number of assay-sample combinations that end up having values below the limit of detection, resulting in a large number of null or not applicable (NA) values. Most of the algorithms used to cluster across several measurements omit NA values or impute them. Omission of NA values may lead to an over-estimation of expression for a given group or cohort due to not counting NA values as being of very low to zero expression. They are instead considered to be missing information. In this case, the most likely reason for an NA value is very low to no expression of a certain gene which is different from uncertainty about its expression. Similarly, imputing NA values when there is such a large number will likely introduce patterns that are overfit from the non-NA data. In order to work around this, a technique of binning the data was utilized solely for the purpose of determining membership in clusters/phenotypes. Five bins were used with the lowest being composed of all NA values and the remaining four being the quartiles of the remaining non-NA values. This method permits the clustering algorithms to use the information from a lack of expression in the calculations and generate a more accurate membership in a cluster for each sample accordingly. For the reporting of data and any associated statistics, expression values in the form of negative delta C_t values (centered on the sample median of the top 35 expressed genes) are used along with the percentage of samples in a given group that have expression values above the limit of detection. For bar plots, expression values are recentered as a whole such that no value is below zero, making them visually easier to interpret. This also effectively makes zero the limit of detection and the scale of $\log_2$ relative expression where a difference of 1 indicates a two-fold difference in expression value and a difference of 2 indicates a 4-fold difference, and so on.

In order to statistically compare groups, it was necessary to consider both the expression value measures of central tendency (means and medians) as well as the number of samples that had a value above the limit of detection. As mentioned previously, the NA values that normally are ascribed to data points where there is uncertainty in the expression value due to technical problems or very low expression appeared to come primarily from very low expression in this set of experiments. This can be seen in the presence of primer dimers in the qPCR melt curve analysis in samples that otherwise have clear signal in more than 25% of all assays. The presence of primer dimers suggest that the reaction chemistry is proceeding appropriately, but there is insufficient template to amplify. When samples that had globally low signal across all assays were removed, the NA values that remain are far more likely to result from being below the limit of detection rather than technical problems. It is this line of reasoning that led to the use of NA values as data the analyses conducted here. It should be noted that a high number of NA values are not generally handled well in dimensionality reduction, even with imputation and ascribing an actual value to the NA based upon a fixed distance below the lowest $-\Delta C_t$ value introduced a regularity in the data that doesn't scale accordingly with the potential for washing out the signal.

Grouping of Samples into Neuronal States

The methods utilized for segregation of samples into neuronal states for the heatmaps Figure 1 utilized the quartile data as described above as processed by a standard hierarchical clustering algorithm, in this case run through Multiple Experiment Viewer. The dendritic tree that is produced can be used to group the samples into clusters through designation of a tree height cut-off. In this case, the tree height cut-off was determined by the grouping that most parsimoniously segregated the groups without generating groups of $n=1$. This means that the most groups were generated without a single sample segregating out alone. For Figures 1-3, the grouping that met this criteria included 6 groups. The groups made from the naive DMV neurons in Figure 1C were used for all

of the other downstream figures, including Figure 3, which included data from the RIPC and sham surgery groups.

For purposes of heat map visualization for Figure 5, the negative delta Ct values (normalized by sample to adjust for starting RNA content through centering on median gene expression value), can then be centered or normalized within each gene. Normalization may be done through calculation of a Z score for each value within a gene, giving the number of standard deviations from the mean (e.g. $Z=1$ is one standard deviation above the mean and $Z=-2$ is two standard deviations below the mean). This was the approach taken to visualize the data in Figure 5. As mentioned previously, all statistics were performed on the negative delta Ct values, not the gene centered or normalized values.

Other Statistical Analysis

In order to find statistical differences between treatments and over time in the chronic ischemia model work, a mixed linear model ANOVA, aggregating the pooled single cell samples up to the animal level, was used with Tukey post-hoc analysis to correct for multiple comparisons. For determinations of gene expression correlation, each sample was taken to be independent and pairwise Pearson correlations between genes were computed. All statistical calculations were performed using R statistical software.

Explanation of bar graphs for gene expression used throughout the manuscript

The bar graphs showing gene expression data (Figures 1C and S1-S4) have two types of data shown simultaneously, which is necessary for interpretation of the dataset as a whole. With data centered on single cells or small groups of single cells, there is an understanding that the population shown in each bar is made up of many single cells and that these populations are heterogenous. With single cells, even of a similar neuronal state or phenotype, not all cells express the gene of interest at the same level or even at all. Therefore, in order to understand the population for each bar, there are two things that must be known simultaneously: 1) What percentage of the cells express the gene of interest at all and of the cells that express the gene of interest, at what quantitative level? For example, there may be a population of cells that all express gene X at a low level and a different population where very few cells express gene X, but all at a very high level. In only reporting the “average” expression level, these populations may look similar, but the underlying cells that make up the populations have very different implications for how the system works. For this reason, both the percentage of cells expressing a gene are shown and the expression level of the gene for those with detectable expression are shown. The percentage of cells with detectable expression is shown by the narrow yellow line with the axis on the right. The expression level for the gene in the detectable cells is shown by the full bar with error denoted, colored based upon the neuronal state or experimental group from which the cell population is derived.

Prediction and Testing of microRNA regulators of DMV Gene Expression in RIPC

Given the large cohort of genes that had decreased expression in the RIPC cohort, microRNAs emerge as a potential regulator. Although microRNAs might act on gene expression in a myriad of ways, searching only the 3'UTR of genes increases the chance that the microRNA that binds there plays an inhibitory role in expression of the mRNA target (Fang & Rajewsky 2011). Through combined use of four algorithms, we determined the cohort of microRNAs that most parsimoniously lead to decreased expression, a cohort of 20 genes that were decreased in RIPC. If a microRNA had a putative binding site in the 3'UTR in more than one algorithm, it is shown in

Figure 5A. The algorithms used here were miRWalk (Dweep et al. 2011), RNA22 (Loher & Rigoutsos 2012), Targetscan (Agarwal et al. 2015; Betel et al. 2008), and miRanda (Betel et al. 2008).

Broad assays of microRNA were obtained through the examination of differentially expressed microRNAs in the DMV of male rats. In this study, four conditions were tested: LAD alone, RIPC alone, RIPC followed by LAD two hours later, and age-matched control. Animals were sacrificed and brains were harvested 24 hours after LAD in the case of LAD alone and RIPC followed by LAD and 26 hours after RIPC alone. Animals were sacrificed and brainstems were harvested as described above and were sectioned at 200 μ m and the DMV was extracted using a tissue punch 1mm in diameter. Samples were collected and assayed for microRNA content using Nanostring nCounter assay that we have employed previously for brainstem tissue (DeCicco et al. 2015). After normalization and quality control, 146 microRNAs remained with detectable expression. Pavlidivis Template Matching was used to find microRNAs whose expression was perturbed in LAD alone compared to controls, but whose expression returned to the control baseline with RIPC preceding LAD. Current literature on these three microRNAs (miR-218a, miR495, and miR-183) suggest many interactions with ion channels and other excitatory and neuronal processes, supporting our prediction that perturbation of these microRNAs could provide some level of protection to reduce cardiac pathology and malfunction following LAD.

Summary of literature supporting the proposed input-output signal processing map of the DMV

A great deal of effort has been expended to determine the inputs the DMV receives, both from an anatomical as well as molecular perspective. Some of these projections have also been characterized as to their effects on the physiology of DMV targets. In spite of this, connectivity information has not yet been collected into a processing map of the DMV as we have here in Figure 2. While this work has been important in deciphering the role of the DMV in coordinating and mediating CNS signaling. The following is a brief review of literature highlighting the axonal projections to the DMV and the neurotransmitters that are unique to each, therefore generating an input/output map of the DMV upon which the current data can be used to infer potential bandwidth of signaling from each source through receptor expression and effector transmitters and neuropeptides through enzyme and propeptide expression. There is the possibility that this map will require updating as more data becomes available, but this represents the state of knowledge at this current time.

Afferent Projections to DMV

The paraventricular nucleus (PVN) innervates the DMV with excitatory projections that contain combinations of several peptides, including oxytocin (Rinaman 1998; McCann & Rogers 1990), bombesins including gastrin releasing peptide (Costello et al. 1991), atrial natriuretic peptide (Saper et al. 1989), cholecystokinin (Kim et al. 2003), and some sparse dopaminergic fibers as well (Hyde et al. 1996). These projections have been shown to mediate stress, satiety, and cardiovascular behavior. The lateral hypothalamus (LHA) sends projections containing orexins and brain natriuretic peptides (Zheng et al. 2005; Saper et al. 1989). Also from the hypothalamus are histaminergic tuberomammillary projections and synapse prominently in the DMV as well as the NTS (Poole et al. 2008; Green 1978; Bealer 1999; Deng et al. 2010). The raphe pallidus (RPa) also receives projections from the PVN among other places, and sends efferent fibers to the DMV. These efferents are known to express serotonin and thyrotropin releasing hormone (Garrick et al.

1994; Palkovits et al. 1986; Taché et al. 1995). These projections have been shown to mediate both cardiovascular and gastrointestinal functions. The central amygdala (CeA) and bed nucleus of the stria terminalis (BST) send projections to the DMV containing corticotropin releasing hormone, neurotensin, tachykinins like substance P (Gray & Magnuson 1987), and somatostatin (Higgins & Schwaber 1983). There are also a large number of projections from the nucleus of the solitary tract and area postrema that include combinations of glucagon-like peptide 1, GABA, glutamate, norepinephrine, and dopamine (Hyde et al. 1996; Trapp & Hisadome 2011). There are excitatory adrenergic projections from the caudal ventrolateral medulla C1 population that terminate in the DMV (DePuy et al. 2013) and the locus coeruleus (Wang et al. 2014). Afferent cranial nerve nuclei send projections to the DMV including the trigeminal nucleus (Jacquin et al. 1982) and vestibular nucleus (Balaban & Beryozkin 1994), both of which mediate physiological reflex activity of the cardiorespiratory system.

Efferent Projections from DMV

Along with canonical vagal efferent projections, there are some efferents that stay within the CNS, projecting to the parabrachial nucleus, cerebellar cortex, and deep cerebellar nuclei (Zheng et al. 1982). There is also a population of interneurons, described as GABAergic, that appear to project locally within the DMV as well as into the NTS (Gao et al. 2009). Still the vast majority of DMV projections that leave the dorsal vagal complex run within the vagus nerve out to the periphery, innervating most major organ systems. Most prominent are gastrointestinal projections encompassing between 80-90% of all DMV-derived vagal efferent axons (Fox & Powley 1985; Jarvinen & Powley 1999; Gao et al. 2009). It should be noted that there are still a substantial number of axons that project to the intracardiac ganglia as well, about 5% of all DMV vagal efferents (Cheng et al. 1999; Cheng et al. 1997), roughly equivalent to the number of axons that originate from the NA (Standish et al. 1995). Since the molecular understanding of such projections has been derived largely from pharmacological studies, a strong characterization of the peptidergic signaling targets has not been well-defined. It is known that DMV neurons express several neuropeptides, along with acetylcholine, dopamine, and nitric oxide. However, the target specificity of such projections still remains to be fully characterized. Some work toward this has described specific dopaminergic DMV projections to the pancreas (Loewy et al. 1994), catecholaminergic projections to the gastric fundus (Guo et al. 2001), and nitric oxide, vasoactive intestinal peptide, and nicotinic receptors on gut macrophages that are signaled via the vagus nerve (Cailotto et al. 2014).

Summary of literature for interpreting the neuromodulatory functions of DMV neurons

Gad+ DMV Neurons

Almost all Gad+ single neurons express the canonical glutamatergic gene Camk2a (Liu & Murray 2012) at some level. There is ample evidence for the existence of neurons that are simultaneously GABAergic and glutamatergic, even releasing both from the same terminals at the same time (Fattorini et al. 2009; Jarvie & Hentges 2012; Danik et al. 2005; Boulland et al. 2009; Zander et al. 2010; Gutiérrez 2005; Ottem et al. 2004). While this has been described at multiple regions of the rat brain, this is the first evidence we are aware of for the presence of such neurons in the dorsal motor nucleus of the vagus. It is surprising that nearly all neurons that express one or both of the glutamate decarboxylase genes co-express Camk2a. Almost all of the single cells assayed here express Camk2a, with just less than half expressing Gad1 or Gad2. The implications for this are not entirely clear, but it suggests that it is likely true that GABAergic neurons do project into

the periphery, given that almost half of all single cells assayed at random can produce GABA. Given the plasticity that our work from the DMV in heart failure suggests, it may also be the case that the ability to generate GABA may come and go based upon the milieu of inputs driving these neurons. Further, GABA has been shown to stimulate release of GLP-1 (Gameiro et al. 2005), cholecystokinin (Jansen et al. 2000), 5-HT (Schwörer et al. 1989), and gastric acid (Xu et al. 2001) in the gastrointestinal system. In Gad⁺ neurons, there are several that co-express Chat as well. There is a negative correlation between Chat and both Gad1 and Gad2 across all Gad⁺ cells. This suggests a gradient in the expression of these genes that may indicate a gradient in the ability to co-release GABA and acetylcholine. The presence of such a gradient lends credence to the ability of these neurons to switch from one phenotype to another.

This analysis suggests that there are distinct transcriptional states of GABAergic neurons in the DMV (Figure S5). While four clusters are identified here, it is likely that some of these clusters may represent neurons of a similar state, but with different transient behaviors that might be further defined by dynamic studies. For purposes of this initial discussion, it is assumed that the four clusters represent four distinct functional states. There are several genes that show enriched or suppressed expression levels unique to each cluster and these may give clues to what makes each phenotype unique (Figures S6-S8). For G_A the calcium channels *Cacna1a* and *Cacna1i* are suppressed along with *Rgs2*. *Nppa* expression is restricted almost entirely to G_A and *Chrm5* and *Kcnn4* are heavily enriched in G_A. For G_B, the most relatively suppressed genes include *Gad1*, *Htr1a*, and *Kcna1*. More notable are the enriched genes *Chat* and *Fstl1* that are expressed in almost all neurons sampled from G_B and almost unexpressed in G_C. Also of note for G_C is the suppression of *Adra1b*. G_C is enriched for *Gad1* and *Scn1a*. While *Cacna1i* is suppressed in G_A, it is very strongly expressed in G_C and G_D. Of all the other genes uniquely expressed in G_D, most have no representation in G_C. This includes *Adra1b*, *Fos*, and *Npff*. Of note as well are *Cacna1g* and *Dbh*, both of which are starkly increased in G_D.

It may be possible to infer functional distinctions from each of the Gad⁺ clusters by contrasting their gene expression patterns. The most prominent feature of G_A is its unique expression of *Nppa*, which codes for the atrial natriuretic peptide (ANP), a protein heavily enriched in cardiac myocytes that is released to signal increased pressure within the heart (Adler et al. 2013) (Figure S6). One of the other clusters, G_D, has enriched expression of the ANP receptor *Npr2*. *Npr2* is also expressed in cardiac neurons as well as enteric neurons. Also of interest is the high expression of *Kcnn4*, the mediator of the *I_K* potassium current that generally acts to maintain a hyperpolarized state. It may be that the hyperpolarized tendency is meant to increase the barrier to fire an action potential, requiring a strong depolarization to fire. Taken together, the GABAergic neurons of G_A are hypothesized to project out the periphery. They lack several calcium channels characteristic a burst or tonic firing phenotype and the expression of *Nppa* makes these neurons enticing as effectors in the periphery as does their enhanced potential for responsiveness to peptides like somatostatin and cholecystokinin based upon relative receptor expression.

How the deposited data were processed for this re-analysis (not part of the article)

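The samples were pools of a few NeuN-stained neurons, laser-captured from the left or the right DMV of rats 1 or 3 weeks after LAD ligation or a sham operation. The authors reverse-transcribed the RNA, pre-amplified the targets and ran multiplex RT-qPCR on the Biomark HD, and they removed assays with several melt-curve peaks or no reliable standard curve. The deposited table holds raw Ct values of 88 assays in 100 samples, without normalization, and a missing entry where a reaction gave no value. This was checked on the table: sample medians of Ct differ, and the share of missing values of a gene rises with its mean Ct (Spearman correlation 0.811 across genes, which are not independent replicates). The authors' removal of samples with over 50% of the assays below detection had not been applied to the table, and it was applied to give 94 samples, in which 14.98% of the values are missing. No pair of samples was a duplicate (highest correlation 0.9596). Condition, animal and side were taken from the sample labels, and 88 of 88 gene symbols were found in the rat reference annotation. The numbers of animals and samples in Table S3 differ from those of the labels, and the labels were followed. Names in Table S4 that differ from the assay symbols were read as the nearest assay symbols (Gabbr1 as Gabrb1 and Pax4a as Pax4, for example). This is an assumption, made because Table S3 lists Gabrb1 and not Gabbr1, for example. The gene cluster given for such genes rests on it.

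Ct was turned into -ΔCt by subtracting it from the median of the sample's detected assays, on a log2 scale, which is the methods' first step. For reported values and statistics the methods centre on the median of the 35 most expressed genes, and that scaling was run as an alternative. A gene was tested where every animal had at least 2 samples with a value, which left 78 of 88 genes, and 74 for the tests by side. RT-qPCR gives no counts, so the precision of a value was taken from the spread between animals, and a missing value says only that the transcript was below detection in that reaction.

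Genes were compared with limma 3.58.1 in R 4.3.3 on the means of each animal, with the 4 groups in 1 fit (7 residual and 3.68 prior degrees of freedom), Benjamini-Hochberg adjustment over genes and a threshold of 0.05. The contrasts were LAD-3 against Sham-3, LAD-1 against Sham-1, their mean over both times and their difference. For the sides, means of each animal and side were fitted with the animal as a block (correlation 0.370). The filter of the fit by side and the family of the Tukey adjustment (pairs of groups within a side) were set when the fit was written, and the contrast over both times has no Tukey adjustment. Gene lists were tested with camera, with a preset correlation of 0.01 and with an estimated one, from 3 members on. The lists were GC-1 to GC-5 of Table S4 and lists written beforehand of calcium channels, pacemaker channels, GABA-A subunits, neuropeptides, peptide receptors, the somatostatin system, muscarinic and monoamine receptors, immediate early genes, the C/EBP family, inflammatory genes, neurosecretory genes, the angiotensin system, regulators of G-protein signalling, and markers of cell identity. The neurosecretory list holds genes that the paper names for this experiment, so it is not independent of these samples. The methods' mixed model was run with lme4 1.1.37, lmerTest 3.1.3 and emmeans 1.11.2.8 as an alternative, on samples with the animal as a random effect and with Satterthwaite degrees of freedom, which came near the number of samples for some genes. It was also run with scaling on the 35 most expressed genes, which was added after the data were examined. Genes were named by a rule set beforehand: the 6 per direction with the largest change among those past the threshold, filled up with those of lowest p, and every gene the paper names for this experiment.

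GC scores, shares of samples in clusters, shares of samples with a value and the spread in expression space were compared by exact permutation of animals within time, 2-sided, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Samples were clustered by average linkage on Pearson correlations of z-scores. The tree was divided at the fewest clusters, up to 30, for which 6 held at least 4 samples. Principal components used genes with a value in at least 80% of samples, with missing z-scores at 0. The minimum spanning tree (networkx 3.6.1) used the root mean squared z-score difference over shared genes. Co-expression edges were Pearson correlations over at least 10 shared samples with q under 0.001 within a group. The correlation of GC-1 with GC-5 was tested with 100000 permutations of samples within animals. Figures were drawn with matplotlib 3.10.9.

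The alternatives were all labelled samples, samples with a value in at least 70% of the assays, scaling on the median of the 35 most expressed genes or of the 56 genes with a value in at least 90% of samples, missing values set 1 below the gene's lowest value, leaving out each animal, medians per animal, samples with the animal as a block, no gene filter, fits of the 2 groups compared alone, 1 side alone, Ward linkage, 5 or 7 clusters, 2 or 5 principal components, each group's own centroid, Spearman correlation, q under 0.01, 15 shared samples, equal numbers of samples (19, 100 draws) and values centred on the animal's mean.

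The steps were tested on simulated data of the same size. Over both times, limma called 52.5%, 94.2% and 97.5% of genes changed by 1, 2 and 3 log2 units and 0.67% of unchanged genes. The simulated genes varied independently of each other, unlike the genes of the samples, so these shares may not hold for the data. Recovery at 1 week or at 3 weeks alone was not assessed. The network step found no edge among independent genes and 55.1% to 91.8% of planted pairs, and the animal permutation gave p under 0.05 in 5.0% of sets without a difference. The remote ischemic preconditioning and microRNA experiments were left out because no samples of them were analysed here.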

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

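No test in this part was chosen after the result was seen. In LAD-3 animal CD, the mean -ΔCt of Foxo4 was -2.82, while the other 3 LAD-3 animals lay between -5.31 and -4.93. Its gap to the nearest other animal was 0.846 of the whole range of the group, above the critical value of Dixon's test for 4 samples, 0.829. In the same animal, the GC-4 score was -0.382, while the other 3 lay between 0.237 and 0.278, a gap of 0.937 of the range. Foxo4 encodes a transcription factor of the forkhead family, and GC-4 holds inhibitory receptors such as Chrm4 and Gabrq. CD is also the LAD-3 animal with the lowest GC-5 score (-0.0525). Chance marks about 1 in 20 groups, and 28 series of LAD-3 animals were examined, so a pair of marks is near what chance gives. No explanation was tested.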

How the results depend on the processing

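Across the alternatives, 1415 values kept their direction and their side of the threshold or their size, 53 moved, 39 reversed and 11 passed a threshold they had not passed. For each change below, the cause was not tested. No gene passed with limma under any setting, except by side. The methods' mixed model, without adjustment over genes, called 1 gene at 3 weeks (Gabrb2, 0.82), 1 at 1 week (Nfatc1, 1.10), 5 over both times, not Tukey-adjusted (Gabrb2 0.82, Agtr1a 0.81, Hcn2 0.68, Nfatc1 0.68 and Rgs4 0.78) and 5 by side (Npff on the right at 1 week, -4.83, among them). Leaving out 1 animal gave 0 to 1 genes by side (Sstr2 on the left at 3 weeks without CB, Cux1 there without CC) and 0 to 2 genes that differed between sides (Hrh2 at 3 weeks without DC or DF, and Kcnn4 at 1 week without DF), and all labelled samples gave 1 such gene, Hrh2. With an estimated correlation 0 gene lists passed in every contrast. Leaving out 1 animal gave 1 to 3 lists at 3 weeks, 1 to 2 at 1 week, 1 to 2 over both and 0 to 2 for the difference between times. Missing values set low gave 1 list at 1 week and 0 for the difference between times, all labelled samples 2 for that difference, and scaling on the 35 most expressed genes 1 over both times. With missing values set low, Agt turned to 0.26 at 3 weeks and Sstr2 to 0.093 at 1 week, and on the right alone Cux1 turned to -0.44 over both times. Among the GC scores, none of which passed, scaling on the 35 most expressed genes turned GC-3 (-0.0712), GC-4 (-0.234) and GC-5 (-0.00793) at 3 weeks and GC-1 (-0.133) and GC-4 (-0.0471) over both times. Most of those 35 genes are GC-5 genes, so a small GC-5 difference there follows in part from the scaling. Scaling on the common genes (-0.0345) and samples with a value in at least 70% of assays (-0.0187) turned GC-1 over both. GC-2 turned with missing values set low (0.0410 at 3 weeks, 0.152 over both) and on the left (0.158 and 0.0405), GC-3 on the left over both (0.0084), and GC-4 on the right at 3 weeks (-0.168). Without 1 animal, the GC-1 difference ran from -0.456 to 0.0590 at 3 weeks (positive without CC) and from -0.0879 to 0.224 over both (negative without CB, DC or DD), and GC-3 at 3 weeks from -0.143 to 0.186 (negative without CD or CG). The State-Z-like share at 3 weeks turned with all labelled samples (6.53 points), with samples with a value in at least 70% of assays (3.02) and with common genes (2.25), and ran from -12.5 to 8.13 without 1 animal. At 3 weeks the State-W-like share ran from -5.42 to 32.7 and over both from -12.2 to 28.5, the State-U-like share over both from -18.4 to 1.58. All labelled samples turned the State-W-like (-6.90) and State-Z-like (3.26) shares over both. The difference in expression space ran from -13.3 to 0.934, positive without DE. Edges in Sham-1 numbered 93 with the 35 most expressed genes, 112 with common genes, 511 at q under 0.01 and 4 without DD (without DE too few samples were left). LAD-1 had 25 edges with samples with a value in at least 70% of assays, 393 with missing values set low, 547 at q under 0.01 and 39 without DC (without DF too few samples were left). Sham-3 had 52 with all labelled samples, 15 with common genes, 90 at q under 0.01 and 0 to 4 without 1 animal. LAD-3 had 45 with the 35 most expressed genes, 31 with common genes, 341 at q under 0.01, 51 at equal numbers of samples and 110 to 140 without 1 animal. Looser q and fewer samples change counts by construction. The correlation of GC-1 with GC-5 passed in Sham-3 with all labelled samples (-0.590) and without CB (range -0.598 to -0.228) and in LAD-3 with common genes (-0.460), and in LAD-3 turned to 0.122 with the 35 most expressed genes and to 0.244 with missing values set low.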

Differences from the paper's values

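The paper's legend to Figure S15 gives 5 genes that differ between sham and LAD on a side by a mixed model at the animal level, and limma with adjustment over genes gave 0 on either side (4 and 4 genes at 1 week on the left and right and 6 and 2 at 3 weeks at an unadjusted p under 0.05). Of the alternatives set before the data were examined, the methods' mixed model gave 5, with no adjustment over genes, and the others did not reach the paper's number: leaving out animal CB gave 1 (Sstr2) and leaving out CC gave 1 (Cux1), and all labelled samples, samples with a value in at least 70% of assays, both other scalings, missing values set low and leaving out any other animal gave 0. The mixed model's calls were Npff, Nfatc1, Kcnn4, Sstr2 and Gabrb2. It is fitted on samples with the animal as a random effect. The methods centre reported values on the median of the 35 most expressed genes, and with that scaling, a combination added after the data were examined, it gave 1 pair, Gabrb2 on the left at 3 weeks, and Npff on the right at 1 week had -4.67 (p = 0.0635). Of the genes the paper's supplement names, Npff is among the calls in the main scaling and its direction is the paper's. The supplement's text names 6 genes where the legend counts 5.

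The supplement states that Hrh2 is lower on the right at both times, Sst higher on the left and Cacna1e higher on the right at 3 weeks, and Camk2a lower at 1 week. The directions here are the same, with log2 fold changes of -3.41 and -2.75, 2.72, 1.79, and -1.52 and -2.39 on the left and right, and none passed limma or the mixed model (in the mixed model p = 0.0921 and 0.261 for Hrh2, 0.348 for Sst, 0.232 for Cacna1e, and 0.756 and 0.581 for Camk2a). Hrh2 passed limma for a difference between the sides at 3 weeks with all labelled samples and without animal DC or DF, and not in the main setting (-4.43, adjusted p = 0.162). The difference itself was the same in each, and DC and DF are 1-week animals, so these passes come from the shared estimate of spread. Fosb, stated as lower on the right at 1 week, did not reach the minimum of values in the main setting. On the right at 1 week it had -4.30 with missing values set low (adjusted p = 0.541 from limma) and -3.76 without animal CG (adjusted p = 0.632 from limma), and over both sides at 1 week -2.85 without the gene filter (adjusted p = 0.553) and with the 1-week groups fitted alone (adjusted p = 0.315), the direction the supplement states.

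The paper states that most edges of all networks belong to LAD-1 alone, and here LAD-1 has the most edges while those it alone has are 25.1% of all edges and 47.8% of its own. The paper states that LAD-3 is much less connected than the 1-week groups with fewer edges of its own, and here LAD-3 has 216 edges against 205 and 230, and 94 of its own against 63 in Sham-1 and 110 in LAD-1. LAD-3 has fewer edges than both 1-week groups at equal numbers of samples (51), with scaling on the 35 most expressed genes (45, against 93 in Sham-1) and with scaling on common genes (31, against 112). Most of those 35 genes are GC-5 genes, and 198 of the 216 LAD-3 edges join GC-5 genes. That scaling can thus take such edges out by itself. The paper states that Pax4 is a unique hub of LAD-3. Here 12 of its edges are found in LAD-3 alone, as many as for Jund and fewer than for Il6r (18), Ltb4r (15) and Nfatc1 (13). Over all edges Pax4 has 15 partners and ranks 18. It states that Cacna1b is among the top 5 connected genes in each group, and here this holds in Sham-1, LAD-1 and Sham-3 but not in LAD-3, where it ranks 7.

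The paper states that LAD samples take up a more constrained expression space, and here the direction is the same and the difference is -5.23 (exact permutation p = 0.443, n = 6 and 5 animals). That difference pools both times, and the LAD animals include a larger share of 3-week animals, whose samples spread less. The paper describes State-V, State-X and State-Y, and none of them was found among the 6 rebuilt clusters. The paper places most LAD-3 samples in State-W, State-X and State-Y, and here 17 of 34 were State-W-like. The paper states that State-U and State-Z have the most distinct distances in the spanning tree, and here their centroids are the farthest apart (1.48) while the mean edge of State-Z-like samples (0.777) is below that of all samples (0.787). The paper states a coordinated increase of Cacna1b, Cacna1d, Cck, Gabra1 and Gabra2, and here these have log2 fold changes of 0.20, 0.55, 0.14, 0.69 and 0.19 at 3 weeks, 5 of 5 positive and none past limma. With scaling on the 35 most expressed genes Cacna1d (0.18) and Gabra1 (0.29) stay positive and the other 3 are negative. Over the 78 genes tested, 48 are positive at 3 weeks, and 22 with that scaling.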

Other observations

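Of the tests below, the comparison of the times, the use of the draws at equal numbers of samples (an alternative set beforehand) on the few edges of Sham-3, the separate tests for Hrh2 and for Npff and the regroupings of animals were chosen only after the result was seen. Of 8 genes of monoamine receptors, which carry histamine, dopamine and adrenergic signals to the DMV, 2 had a positive log2 fold change for LAD-3 against Sham-3, with a median of -0.30, against 48 of the 78 genes tested and 0.14, and none of the 8 had an unadjusted p under 0.05 with limma (0 of 8 positive and -0.69 with scaling on the 35 most expressed genes, camera adjusted p = 0.0889 with a preset and 0.370 with an estimated correlation). Of the 6 inflammatory receptors and signalling genes, with Il6r and Ltb4r among them, 6 had a positive log2 fold change for LAD-1 against Sham-1 with a median of 0.66, against 54 of the 78 genes tested and 0.32, and none had an unadjusted p under 0.05 with limma (median 0.31 with the same scaling, camera adjusted p = 0.412 and 0.923), and 3 of 6 were positive at 3 weeks. GC-3 genes, which include Camk2a, Foxo4 and Npff, had a median of -0.79 at 1 week with 4 of 10 positive (camera adjusted p = 0.00071 preset and 0.606 estimated), and their LAD effect was higher at 3 weeks than at 1 week in 8 of 10 (median difference 1.50, camera adjusted p = 0.0031 preset and 0.830 estimated).

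At 3 weeks the other lists had positive log2 fold changes in 1 of 6 genes of GC-2, 4 of 10 of GC-3, 4 of 7 of GC-4, 4 of 8 neuropeptides, 3 of 4 somatostatin genes, 3 of 5 muscarinic receptors, 1 of 3 immediate early genes, 1 of 3 C/EBP genes, 3 of 4 angiotensin genes and 2 of 4 regulators of G-protein signalling. With scaling on the 35 most expressed genes these were 1, 3, 1, 1, 3, 1, 0, 1, 1 and 1. For the 78 genes tested, the counts were 48 and, with that scaling, 22. None of these lists passed camera at 3 weeks. Il6r had a mean -ΔCt of 0.13 in Sham-1, 0.90 in LAD-1, 1.52 in Sham-3 and 2.13 in LAD-3. Agt, the astrocyte gene assayed, had -0.36 at 3 weeks and 0.38 at 1 week, and no microglial gene, catecholamine enzyme or GABA enzyme was assayed. In the share of samples with a value, no gene passed (exact permutation, smallest adjusted p 0.267). The lowest unadjusted p were those of Fos (15.1 percentage points higher in LAD, p = 0.0095), Hrh2 (-25.4, p = 0.0238), Glp1r (20.1, p = 0.0286) and Oxtr (15.5, p = 0.0333). Most of the genes compared had a higher share in LAD. The median share of assays with a value was 88.6% in LAD-1 against 77.8% in Sham-1 and 89.8% in LAD-3 against 85.2% in Sham-3. The rises of Fos, Glp1r and Oxtr thus need not be particular to these genes.

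In both 1-week groups GC-1 and GC-5 scores opposed each other within animals. The study formed both gene clusters from these same samples. The amount of template as a cause is not decided. With the median Ct and the share of assays with a value held constant, r within animals was -0.850 in Sham-1 and -0.753 in LAD-1. Both met the rule set beforehand against template as the cause. The same step lowered r in the 3-week groups, from -0.259 to -0.471 in Sham-3 and from -0.020 to -0.248 in LAD-3. It can thus make part of a negative correlation by itself. The GC-5 score followed the share with a value (r = 0.765 in Sham-1 and 0.899 in LAD-1), and LAD-1 kept few edges among its better-detected samples. Centring may account for much of the opposition, since centring samples on the genes of neither cluster left a correlation of -0.088 in the weaker group and -0.254 in the other. Both values met the rule set beforehand for centring as the cause. That centring raised the correlation in the 3-week groups too, to 0.329 and 0.679, so noise shared through the reference is another reading. The correlation within animals differed between the times (exact permutation of 11 animals, p = 0.0303), but time after surgery and run cannot be told apart, because each animal has 1 time and no run is given. The methods describe random allocation of samples to runs for the first experiment and similar techniques for this one.

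Sham-3 had few edges. The 1-week groups had 205 and 230 edges from no more samples, so the number of samples matters only beside LAD-3. At equal numbers of samples the closest group, LAD-3, still had 2.615 times the median of Sham-3, and the draws of both groups overlap, so for these groups a smaller number of samples and a lower connectivity cannot be told apart. A narrower main axis of variation is not decided either. With the first principal component removed, Sham-1, LAD-1, Sham-3 and LAD-3 had 6, 8, 0 and 12 edges, and the ratio of at least 6.0 rests on counting Sham-3's 0 as 1. The SD along that component was 6.13 in Sham-1, 5.95 in LAD-1, 3.45 in Sham-3 and 2.81 in LAD-3, so the axis is narrower in Sham-3 than in the 1-week groups and wider than in LAD-3, which had more edges. Without any 1 of its animals Sham-3 had 0 to 4 edges, and no biological explanation was tested.

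Hrh2 and Npff were lower in LAD-1 than in Sham-1 on the right. Over both genes, setting missing values low left at least 0.371 and leaving out 1 animal at least 0.292 of the differences. For Hrh2, setting missing values low widened the difference (1.693 times), which argues against missing values as its cause, and 1 animal, DC, may carry most of it, since 0.292 of it is left without DC. For Npff, no animal carries it (at least 0.848 is left), and values missing near the limit of detection may, since 0.371 is left when they are set low, and 6 of 9 Sham-1 and 9 of 9 LAD-1 samples on the right had a value. LAD ligation itself stays an open explanation for both, with 2 animals per group.

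With 0 genes past the threshold in the real grouping of the animals, every regrouping gives as many by construction, so the regroupings below test nothing. At 3 weeks the real grouping gave 0 genes and the highest of the other groupings 5, with 35 of 35 as large. Over both times it gave 0 and the highest other 5 (100 of 100), and for the difference between times 0 and 0 (100 of 100). By side at 3 weeks it gave 0 and the highest other 2 (35 of 35).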
